# The CBP KIX domain regulates long-term memory and circadian activity

**DOI:** 10.1186/s12915-020-00886-1

**Published:** 2020-10-29

**Authors:** Snehajyoti Chatterjee, Christopher C. Angelakos, Ethan Bahl, Joshua D. Hawk, Marie E. Gaine, Shane G. Poplawski, Anne Schneider-Anthony, Manish Yadav, Giulia S. Porcari, Jean-Christophe Cassel, K. Peter Giese, Jacob J. Michaelson, Lisa C. Lyons, Anne-Laurence Boutillier, Ted Abel

**Keywords:** CBP KIX domain, Spatial memory, Hippocampus, Circadian rhythm

## Abstract

**Background:**

CREB-dependent transcription necessary for long-term memory is driven by interactions with CREB-binding protein (CBP), a multi-domain protein that binds numerous transcription factors potentially affecting expression of thousands of genes. Identifying specific domain functions for multi-domain proteins is essential to understand processes such as cognitive function and circadian clocks. We investigated the function of the CBP KIX domain in hippocampal memory and gene expression using CBP^KIX/KIX^ mice with mutations that prevent phospho-CREB (Ser133) binding.

**Results:**

We found that CBP^KIX/KIX^ mice were impaired in long-term memory, but not learning acquisition or short-term memory for the Morris water maze. Using an unbiased analysis of gene expression in the dorsal hippocampus after training in the Morris water maze or contextual fear conditioning, we discovered dysregulation of CREB, CLOCK, and BMAL1 target genes and downregulation of circadian genes in CBP^KIX/KIX^ mice. Given our finding that the CBP KIX domain was important for transcription of circadian genes, we profiled circadian activity and phase resetting in CBP^KIX/KIX^ mice. CBP^KIX/KIX^ mice exhibited delayed activity peaks after light offset and longer free-running periods in constant dark. Interestingly, CBP^KIX/KIX^ mice displayed phase delays and advances in response to photic stimulation comparable to wildtype littermates. Thus, this work delineates site-specific regulation of the circadian clock by a multi-domain protein.

**Conclusions:**

These studies provide insight into the significance of the CBP KIX domain by defining targets of CBP transcriptional co-activation in memory and the role of the CBP KIX domain in vivo on circadian rhythms.

**Graphical abstract:**

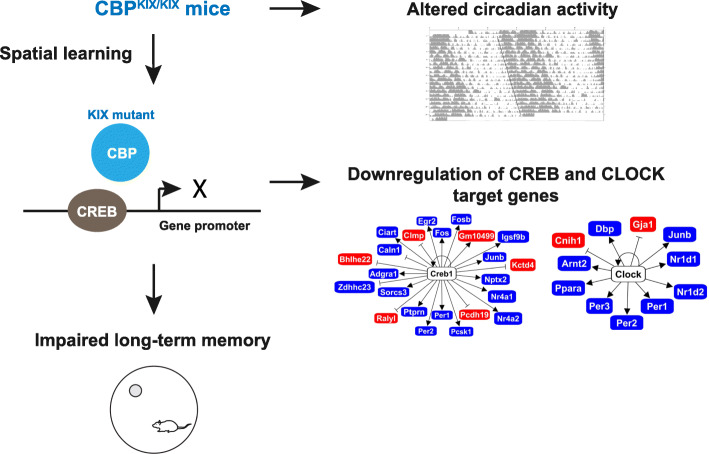

## Background

Phosphorylation and activation of the cyclic-AMP response element-binding protein (CREB) is fundamental for the induction of gene transcription during long-term memory consolidation [1–3]. Decreased CREB levels impair spatial memory whereas overexpression of CREB in the dorsal hippocampus enhances memory [1, 4, 5]. However, CREB-induced transcription during memory formation appears tightly regulated as mice with constitutively active hippocampal CREB exhibit impairments in the retrieval of spatial memory [6]. Dysregulation of cAMP-PKA signaling and alterations in CREB activity have been associated with age-related cognitive impairments and neurodegenerative diseases [7]. In recent US National Health Surveys, more than 46% of respondents over age 65 reported memory impairments [8]. Currently, many countries around the world, including the USA, are experiencing demographic shifts towards older populations. By 2050, adults 65 and older are predicted to comprise 16% of the world’s population, more than 1.5 billion individuals [9]. For neurodegenerative diseases such as Alzheimer’s disease, individuals frequently experience mild cognitive impairments and memory issues years prior to disease diagnosis. Given that increased longevity increases the individual risk and societal economic burden of age-related diseases [10], there is a crucial need to understand the mechanisms and processes involved in long-term memory consolidation.

During memory consolidation, new gene expression is temporally regulated resulting in specific patterns and waves of transcription [11]. Regulation of CREB activity occurs, at least in part, in response to cAMP signaling and PKA phosphorylation of Ser-133. Following this phosphorylation, the kinase inducible domain (KID) of CREB binds to the KIX domain of the cyclic-AMP response element-binding protein (CREB) binding protein (CBP) through an induced fit mechanism [12, 13]. The interaction of phosphorylated CREB with the CBP KIX domain appears to be a specific response to cAMP-PKA signaling, and it can be modulated by external stimuli resulting in transcriptional specificity in the expression of target genes [12]. As CREB phosphorylation may also occur in response to kinases independent of cAMP-PKA signaling [14], one method through which downstream target genes in memory may be identified is through the manipulation of CREB-CBP interactions at the KIX domain. CBP is a large 265 kDa protein containing multiple interaction domains, including the nuclear hormone receptor binding domain, transitional adapter zinc finger domains, KIX domain, bromodomain, histone acetyltransferase domain, and glutamine-rich (Q) domain. CBP interacts with numerous transcription factors to potentially regulate 16,000 genes [15–18]. In hippocampus-dependent memory, *Cbp* mutants exhibit deficiencies in contextual fear conditioning and object recognition memory [19–21]. Moreover, CBP functions as a histone acetyltransferase impacting gene expression during memory consolidation [22–27], and more specifically in memory encoding in the medial prefrontal cortex [26, 28]. In an amyloid beta model of Alzheimer’s disease, restoration of CREB activity in the CA1 of the dorsal hippocampus ameliorates spatial memory deficits [29]. Similarly, pharmacological activation of CBP/p300 HAT function improves spatial learning in wildtype (WT) mice and restores spatial long-term memory retention and hippocampal plasticity in a tauopathy mouse model [30, 31]. Decreased levels or dysregulation of CBP have been associated with neurodegenerative diseases including Huntington’s Disease [32, 33] and Alzheimer’s disease [34–36]. Previous research on Alzheimer’s disease using rodent models found that decreases in hippocampal CBP activity levels are accompanied by decreased CREB activation, i.e., phospho-CREB levels at Ser-133, although overall CREB levels were not changed [34], emphasizing the need to understand the function of CBP in transcription and memory.

As a far-reaching co-activator of transcription, CBP also regulates the endogenous circadian clock [37]. The circadian clock coordinates tissue-specific transcriptional regulation of clock-controlled genes through the core circadian transcription factors BMAL1 and CLOCK. CBP is recruited by the CLOCK/BMAL1 complex and putatively interacts with BMAL1 [38, 39]. CBP overexpression has been shown to increase CLOCK/BMAL1-mediated transcription of the circadian gene *period1 (per1)* [40]. Despite previous identification of CBP interactions with circadian transcription factors, the role of CBP in circadian behavior has not been characterized in vivo.

In this study, we used mice expressing CBP with three point mutations in the KIX domain of CBP (CBP^KIX/KIX^ mice), thereby preventing either phospho-CREB or c-Myb binding to this region [41], to identify the downstream transcriptional pathways and targets in memory regulated by CBP KIX domain interactions, and to characterize the role of CBP KIX domain interactions on circadian activity. CBP^KIX/KIX^ mice were previously shown to present deficits in long-term memory, related to contextual fear conditioning and novel object recognition [19, 42]; however, neither the transcriptional profile of these mice after learning nor their circadian behavior has been studied. We found that CBP^KIX/KIX^ mice exhibit specific deficits in long-term spatial memory in the Morris water maze (MWM), although no impairments were observed in these mice for task acquisition or short-term spatial memory. Given the similar memory impairments found for MWM and contextual fear conditioning, we performed deep RNA sequencing from hippocampal tissue following learning for contextual fear conditioning and MWM in CBP^KIX/KIX^ mice and WT littermates to identify downstream gene targets of transcriptional co-activation through the KIX domain. Pathway analysis suggested that CREB was the prominent upstream regulator of the differentially expressed genes between CBP^KIX/KIX^ mice and WT mice. Circadian clock-related genes were among the most deregulated genes after learning in the hippocampus of CBP^KIX/KIX^ mice. We characterized circadian rhythms in CBP^KIX/KIX^ mice and found that they have a lengthened free-running circadian period compared to WT littermates. Surprisingly, the ability to phase shift activity in response to light pulses was retained in CBP^KIX/KIX^ mice. These studies provide significant insight into the role of phospho-CREB-CBP interactions in the regulation of learning-induced transcription, memory consolidation, and circadian rhythms.

## Results

### CBP^KIX/KIX^ mice are deficient in long-term but not short-term spatial memory in the Morris water maze

Previously, the KIX domain of CBP, important for protein-protein interactions [13, 43], was found to be essential for long-term memory after contextual fear conditioning [19] and training in the novel object recognition task [42]. However, studies have identified additional CBP functions that contribute to long-term memory including histone acetylation [30, 44]. To further characterize the specific role of the KIX domain in hippocampus-dependent long-term memory, we analyzed the consequences of a CBP KIX domain mutation on short- and long-term spatial memory using the MWM, a hippocampus-dependent task. Unlike other learning paradigms, MWM requires multiple days of training and is considered the gold standard of spatial memory tasks [45]. CBP^KIX/KIX^ mice and their WT littermates were trained over 5 consecutive days to locate a hidden platform positioned at a fixed location. Independent groups of mice were tested at separate time points to assess retention, either 1 h after the last training for short-term memory or 24 h after training for long-term memory (Fig. 1a). Both WT and CBP^KIX/KIX^ mice showed a day-to-day decrease (D1 to D5) in escape latencies measured by time to the platform (Fig. 1b, Additional file 1: Fig. S1a) indicating significant learning of the task. CBP^KIX/KIX^ mice demonstrated an overall improvement throughout training similar to their WT littermates. CBP^KIX/KIX^ mice took more time to locate the platform on day 1 of training during learning acquisition, although no differences were apparent between wildtype mice and CBP^KIX/KIX^ mice on days 2, 3, and 4 of training. The impairment on day 1 is likely to be due to non-hippocampal deficits, affecting the use-of-platform learning. Therefore, we have also analyzed the distance the mice traveled to find the hidden platform across each of the training days, finding no significant difference between genotypes; thus, confirming that CBP^KIX/KIX^ mice do not display learning deficits during acquisition of the MWM task (Fig. 1c). Notably, both CBP^KIX/KIX^ and WT mice showed significant improvement in learning when performance is compared between day 1 and day 5 of training. Assessment of the average swim speed during the training days revealed a small, albeit significant, difference in the swim speed in CBP^KIX/KIX^ mice, raising the possibility that swim speed accounts for the difference in escape latencies. However, we find this possibility to be unlikely given the small difference in swim speed and the fact that we observed no significant difference between the WT and CBP^KIX/KIX^ mice during the 1-h short-term memory recall test suggesting swim speed was not a factor in the probe test. (Additional file 1: Fig. S1b). These results suggest that CBP^KIX/KIX^ mice can improve their performance in MWM even without transcription factor interaction through the KIX domain of CBP. We assessed learning retention during the probe test by comparing the time spent in the target quadrant with time spent in the other three quadrants. During the short-term memory test (1 h) (WT, *n* = 10; CBP^KIX/KIX^, *n* = 6, Fig. 1d), WT control mice showed significant memory of the platform location with more time spent in the target quadrant compared to search time in other quadrants. Similar to WT, CBP^KIX/KIX^ mice explored significantly more in the target quadrant compared to the other three quadrants during the short-term probe test with the search time above the chance time of 15 s in the target quadrant (WT, 34.9 s, and CBP^KIX/KIX^, 29.0 s, in target quadrant) (Fig. 1d). Additionally, CBP^KIX/KIX^ and WT mice showed similar latencies of first visit to target quadrant during the short-term memory probe test (Fig. 1e). However, during the long-term memory probe test (WT, *n* = 10; CBP^KIX/KIX^, *n* = 6, probe test 24 h, Fig. 1f), WT mice exhibited significant long-term memory with increased search time in the target quadrant over the other three quadrants (WT, 25.2 s vs chance 15 s), while CBP^KIX/KIX^ mice searched randomly in the four quadrants reflecting the lack of long-term memory (CBP^KIX/KIX^, 14.9 s vs chance 15 s). Similarly, CBP^KIX/KIX^ mice showed increased latencies in the first visit to the target quadrant during the long-term memory probe test (Fig. 1g). CBP^KIX/KIX^ mice did not demonstrate any sex-specific memory impairment during the short-term or long-term memory probe tests (Additional file 1: Fig. S1c-d). These results indicate that CBP^KIX/KIX^ mice have deficits in long-term spatial memory consolidation, consistent with previous research on contextual memory and object location tasks [19], and suggest a crucial role for the interaction of the KIX domain with transcription factors during this process.

**Fig. 1:**
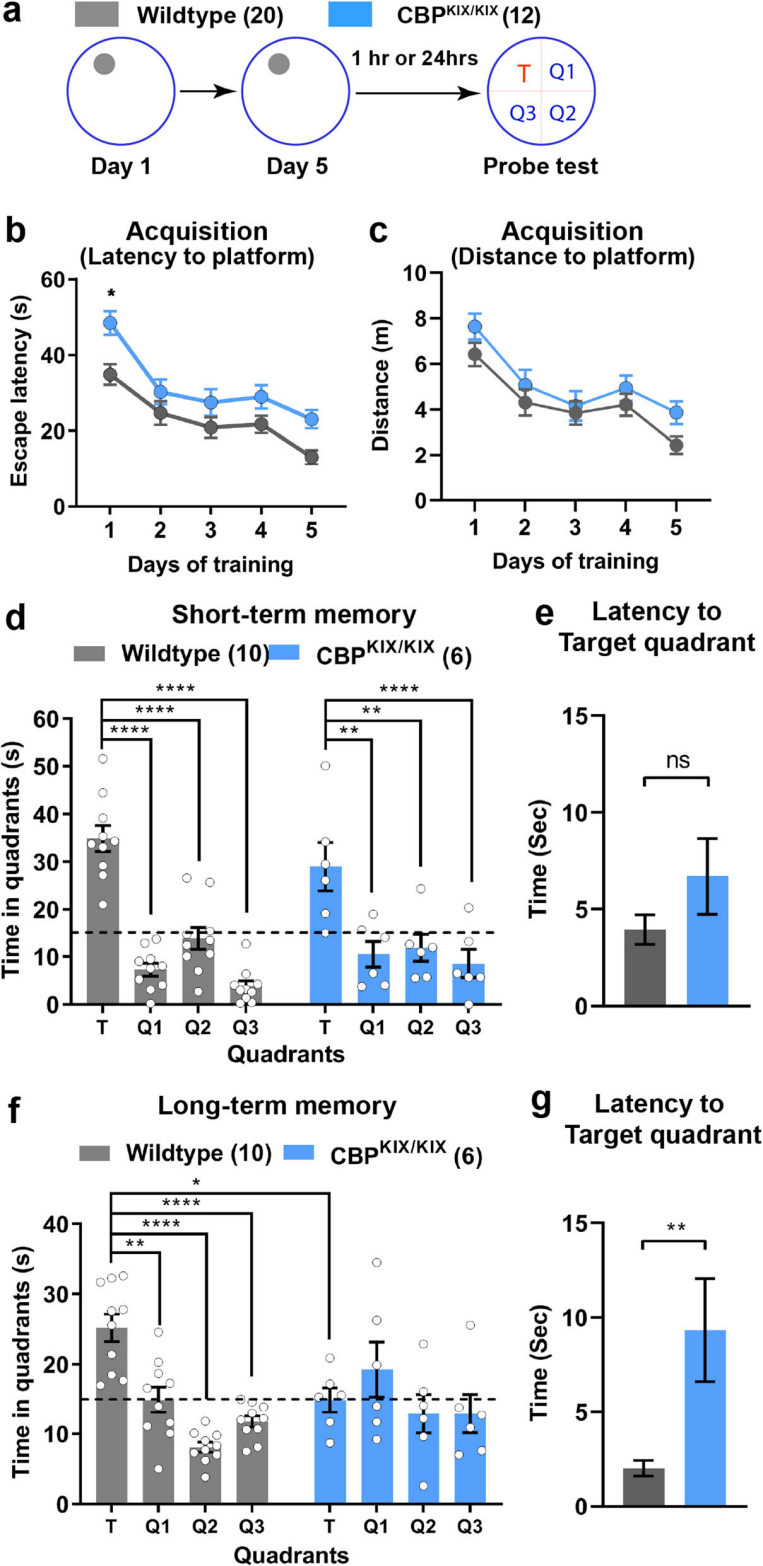
CBP^KIX/KIX^ mice are impaired in long-term spatial memory but have normal short-term retention. **a** Experimental scheme. CBP^KIX/KIX^ (*n* = 12) and WT littermates (*n* = 20, both males and females) were trained in MWM for 5 days. Short-term or long-term memory was assessed either 1 h or 24 h respectively after the last training day. **b** The acquisition curve for escape latency (time) to the platform during training indicates that CBP^KIX/KIX^ mice and WT littermates learned the MWM task, finding the hidden platform more quickly on subsequent training days [Day effect, *F*_(3.429, 106.3)_ = 20.57, *p* < 0.0001, Day × Genotype interaction, ns]. **c** The acquisition curve for distance traveled to the platform during training further supports that CBP^KIX/KIX^ mice and WT littermates learned the MWM task, finding the hidden platform more quickly on subsequent training days [Day effect, *F*_(3.465, 103.9)_ = 13.98, *p* < 0.0001, Genotype effect, *F*_(1, 30)_ = 5.405, *P* = 0.0270. Day × Genotype interaction, ns]. Sidak’s multiple comparisons test: WT day 1 vs day 5: *p* = 0.0003, CBP^KIX/KIX^ day 1 vs day 5: *p* = 0.0006. **d** In the 1-h probe test for short-term memory, both CBP^KIX/KIX^ (*n* = 10) and WT mice (*n* = 6) showed significantly higher preference for the target quadrant suggesting intact short-term retention. Bar graphs are mean ± SEM. Two-way ANOVA revealed no interaction between “genotype” and “quadrant location” *F*_(3, 42)_ = 1.286, *p* = 0.2917. Significant main effect of quadrant location was observed *F*_(3, 42)_ = 29.07, *p* < 0.0001, while no effect of genotype was seen *F*_(1, 14)_ = 1.000, *p* = 0.3343. Sidak multiple comparisons revealed no significant difference between WT and CBP^KIX/KIX^ mice in the time spent in target quadrant. **e** CBP^KIX/KIX^ and WT mice showed similar latency in the first visit to the target quadrant during 1-h probe test suggesting intact short-term memory **f** In the 24-h probe test, CBP^KIX/KIX^ mice (*n* = 6) were impaired in long-term memory as shown by reduced exploration in the target quadrant compared to WT littermates (*n* = 10). 2-way ANOVA revealed significant interaction between “genotype” and “quadrant location” *F*_(3, 42)_ = 4.476, *p* = 0.0082 and a main effect of quadrant location *F*_(3, 42)_ = 6.835, *p* = 0.0007. Importantly, Sidak multiple comparisons revealed a significant difference in time in target platform between WT and CBP^KIX/KIX^ mice (adjusted *p* = 0.0030). Data are presented as mean ± SEM. Differences are significant at *p < 0.05, **p < 0.01, ***p < 0.001, evaluated with two-way ANOVA and Sidak multiple correction. TQ, target quadrant; Q1, Q2, Q3 correspond to the three other quadrants. **g** CBP^KIX/KIX^ mice showed significantly higher latency of first visit to target quadrant during 24-h probe test suggesting impaired long-term memory. Unpaired *t* test, *p* = 0.0040

Hippocampus-dependent learning induces CREB phosphorylation at Ser133, a precursor event for CBP binding. Given that the CBP^KIX/KIX^ mutation prevents phospho-CREB (Ser133) binding to CBP, we hypothesized that phospho-CREB (Ser133) levels would be decreased in CBP^KIX/KIX^ mice as the CREB protein would be more vulnerable to phosphatase activity at the Ser133 site. To test this hypothesis, we performed western blots of protein extracted from WT and CBP^KIX/KIX^ mice 1 h after the third day of MWM training. As expected, we found that MWM increased CREB phosphorylation at Ser133 in WT mice. Phospho-CREB levels were reduced in CBP^KIX/KIX^ mice after training compared to WT mice, although no differences in the baseline levels of CREB phosphorylation at Ser133 were observed in homecage controls (Additional file 1: Fig. S2).

### CBP KIX domain mutation alters circadian gene expression in the dorsal hippocampus following spatial learning

As CBP can bind either CREB or c-MYB through the KIX domain [13, 46, 47], we wanted to identify the set of genes for which KIX domain transcription factor binding is necessary to enable hippocampus-dependent memory consolidation. Consequently, we performed an unbiased analysis of gene expression using deep RNA sequencing of dorsal hippocampal tissues from CBP^KIX/KIX^ mice and WT littermates after training in the MWM (RNA-Seq 1) or contextual fear conditioning (RNA-Seq 2) (Fig. 2a). 

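Dorsal hippocampus was collected 1 h after training. RNA-Seq 1 held 3 WT and 3 CBP KIX/KIX mice after 3 days of MWM training, with strand-specific libraries from total RNA depleted of ribosomal RNA and paired reads of 150 bp. RNA-Seq 2 held 4 WT and 4 CBP KIX/KIX mice after 1 day of contextual fear conditioning (CFC), with libraries from polyA-selected RNA and paired reads of 100 bp. Task, library type and sequencing run changed together between the experiments, so an effect of the task cannot be told apart from one of the batch. The authors aligned the reads with STAR, counted them on genes with featureCounts and deposited the raw counts of 51826 genes, without normalization. Whether the counting used the strand of the reads is not stated in the text, so the counts of genes that overlap on opposite strands are less certain. The total count per library lay between 58740625 and 65709282 in WT MWM mice (median 60681268) and between 38174044 and 64048455 in CBP KIX/KIX MWM mice (median 56520239). It lay between 18157863 and 43624180 in WT CFC mice (median 25356143) and between 16818087 and 41605657 in CBP KIX/KIX CFC mice (median 27733844). The smallest amount taken as detectable, 3 counts, came to between 0.0457 and 0.195 CPM over all 24 libraries, and covers counting error only. Genes with enough counts (filterByExpr, 21489 genes) were tested with edgeR's quasi-likelihood test after upper-quartile normalization, with the experiment as a batch and 4 factors of unwanted variation estimated by RUVr, and p-values were adjusted by Benjamini-Hochberg. Log2 fold changes are of CBP KIX/KIX relative to WT mice, CPM are given after upper-quartile normalization, and a mouse is counted as lower or higher against the WT mean of its own experiment. Fits within one experiment carry no factors of unwanted variation. Standard errors were derived from the log2 fold change and the F statistic of its test, and were not estimated separately. Positions are those of GRCm38 in the GENCODE M21 annotation, which held 51633 of the gene identifiers of the count table. *Crebbp*, which encodes CBP, lies on chromosome 16 from 4081328 to 4213997. Its expression was 197 ± 29.7 CPM (SD, n = 3) in WT and 183 ± 15.6 CPM (SD, n = 3) in CBP KIX/KIX mice after the MWM. After CFC it was 64.4 ± 4.12 CPM (SD, n = 4) in WT and 66.6 ± 3.85 CPM (SD, n = 4) in CBP KIX/KIX mice. The log2 fold change of *Crebbp* was −0.01 (standard error 0.04, adjusted p = 0.903), with −0.10 (standard error 0.11) in RNA-Seq 1 alone and 0.05 (standard error 0.05) in RNA-Seq 2 alone, and it was lower in 4 of 7 mice. With GC-content normalization the log2 fold change of *Crebbp* was 0.01. The KIX substitutions themselves are not visible in counts per gene.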

Spatial memory has been shown to be dependent upon the dorsal, but not ventral, hippocampus [48–51]. As the objective was to identify gene expression common to multiple types of hippocampus-dependent memory consolidation, we analyzed the data together from RNA-Seq 1 and RNA-Seq 2. We tested for differences in expression between WT and CBP^KIX/KIX^ mice, using experimental batch (i.e., RNA-Seq 1/RNA-Seq 2) as a covariate to delineate genes dysregulated by the KIX domain across multiple paradigms of hippocampus-dependent learning. 

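In the comparison of CBP KIX/KIX with WT mice after learning, 517 of the genes tested had an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg), and 4022 had an unadjusted p under 0.05. In proportion, leaving out the factors of unwanted variation moved this number most among the alternatives, to 5 genes, with 2125 at an unadjusted p under 0.05. Within one experiment, 2 genes passed in RNA-Seq 1 (*Slc25a34* and *Papss2*, of 21319 tested, 2242 at an unadjusted p under 0.05) and 1 in RNA-Seq 2 (*Papss2*, of 17541 tested, 617 at an unadjusted p under 0.05). The lowest p-value belonged to *Papss2* on chromosome 19 (32595790 to 32667187). Its expression was 14.6 ± 1.56 CPM (SD, n = 3) in WT and 6.22 ± 1.31 CPM (SD, n = 3) in CBP KIX/KIX mice after the MWM. After CFC it was 16.3 ± 1.40 CPM (SD, n = 4) in WT and 7.12 ± 0.75 CPM (SD, n = 4) in CBP KIX/KIX mice. The log2 fold change of *Papss2* was −1.22 (standard error 0.06, adjusted p = 4.94e-08), lower in 7 of 7 CBP KIX/KIX mice, and was −1.24 (standard error 0.15) in RNA-Seq 1 alone and −1.20 (standard error 0.10) in RNA-Seq 2 alone. *Slc25a34* followed with −1.18 (standard error 0.08, adjusted p = 2.53e-06), lower in 7 of 7 mice and at −1.16 in each experiment alone (standard errors 0.12 and 0.15). *Nptx2* had the third lowest p-value among genes with lower expression, at −0.49 (standard error 0.05, adjusted p = 0.000357), with −0.40 (standard error 0.09) and −0.58 (standard error 0.10) in the experiments taken alone. Among genes with higher expression, *Selenop* changed by 0.27 (standard error 0.03) and *Alcam* by 0.30 (standard error 0.03), both with an adjusted p of 0.000374. In RNA-Seq 1 and RNA-Seq 2 alone *Selenop* changed by 0.43 (standard error 0.13) and 0.16 (standard error 0.05), and *Alcam* by 0.36 (standard error 0.07) and 0.25 (standard error 0.06). *Selenop* overlaps *Ccdc152* on the opposite strand. *Rbp3* changed by 2.45 (standard error 0.33, adjusted p = 0.000762) from low counts, at 0.135 ± 0.0311 CPM (SD, n = 3) in WT and 1.03 ± 0.286 CPM (SD, n = 3) in CBP KIX/KIX mice after the MWM. It was too low to be tested in RNA-Seq 2 alone.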

We identified 158 differentially expressed genes (DEGs) at a false discovery rate (FDR) of 0.05 (Fig. 2b). 

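Of these 517 genes, 319 had lower and 198 higher expression in CBP KIX/KIX than in WT mice, so that 61.7% were lower. With GC-content normalization the numbers were 164 lower and 59 higher (73.5% lower), and with no filter on low counts 160 lower and 54 higher (74.8% lower). Without factors of unwanted variation, 3 of the genes were lower and 2 higher. The paper's own list of DEGs (Table S1) holds 158 genes, all of which were tested here. All 158 differed in the direction the list gives and 142 had an adjusted p under 0.05 in the comparison here. As these are the paper's calls on the same libraries, their number shows no stability.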

Among the DEGs, 114 genes were downregulated while 44 were upregulated in CBP^KIX/KIX^ mice relative to WT (Additional file 2: Table S1). As CBP positively regulates transcription [52], we hypothesized that the downregulated genes in CBP^KIX/KIX^ mice may have a more direct impact on memory formation. Utilizing enrichment network analysis after annotating the downregulated DEGs through the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database, we found the downregulated DEGs to be most significantly enriched for genes in the mammalian circadian rhythm pathway (Fig. 2c), thus specifically linking the KIX domain of CBP to the regulation of circadian gene transcription and expanding upon previous research establishing interactions between CBP and the circadian transcriptional heterodimer CLOCK-BMAL1 [38, 40, 53, 54]. 

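Pathway enrichment was not analysed here. Among the circadian genes, *Dbp* (chromosome 7, 45705088 to 45710203) was expressed at 57.7 ± 3.66 CPM (SD, n = 3) in WT and 42.4 ± 3.75 CPM (SD, n = 3) in CBP KIX/KIX mice after the MWM, and at 40.5 ± 6.57 CPM (SD, n = 4) and 28.7 ± 4.20 CPM (SD, n = 4) after CFC. Its log2 fold change was −0.47 (standard error 0.05, adjusted p = 0.000688 from edgeR's quasi-likelihood test), with −0.44 (standard error 0.08) in RNA-Seq 1 alone and −0.49 (standard error 0.12) in RNA-Seq 2 alone. *Nr1d1* (chromosome 11, 98767932 to 98775333) was expressed at 58.7 ± 5.64 CPM (SD, n = 3) in WT and 44.6 ± 4.84 CPM (SD, n = 3) in CBP KIX/KIX mice after the MWM, and at 75.2 ± 4.79 CPM (SD, n = 4) and 61 ± 6.50 CPM (SD, n = 4) after CFC. Its log2 fold change was −0.34 (standard error 0.04, adjusted p = 0.000398), with −0.38 (standard error 0.10) and −0.30 (standard error 0.07) in the experiments taken alone. *Per1* (chromosome 11, 69095217 to 69109960) was expressed at 131 ± 18.2 CPM (SD, n = 3) in WT and 105 ± 15 CPM (SD, n = 3) in CBP KIX/KIX mice after the MWM, and at 98.7 ± 6.63 CPM (SD, n = 4) and 80.9 ± 3.80 CPM (SD, n = 4) after CFC. Its log2 fold change was −0.30 (standard error 0.04, adjusted p = 0.0028), with −0.31 (standard error 0.12) and −0.28 (standard error 0.05) in the experiments taken alone. *Dbp* overlaps *Sphk2* and *Nr1d1* overlaps *Thra* on the opposite strand. *Ciart*, also called *Chrono* or *Gm129*, had a log2 fold change of −0.45 (standard error 0.08, adjusted p = 0.0106), with −0.29 (standard error 0.13) and −0.59 (standard error 0.11) in the experiments taken alone. Each of the 4 genes was lower in 7 of 7 CBP KIX/KIX mice. Without factors of unwanted variation, the adjusted p was 0.062 for *Dbp*, 0.0707 for *Nr1d1* and 0.125 for *Per1*, with the log2 fold changes still negative. Of the genes encoding the CLOCK-BMAL1 heterodimer, *Clock* was higher by 0.12 (standard error 0.03, adjusted p = 0.0409, and 0.448 without factors) in 6 of 7 mice and *Arntl* by 0.11 (standard error 0.05, adjusted p = 0.242) in 6 of 7 mice. Within the experiments *Clock* was higher by 0.22 (standard error 0.08) and 0.05 (standard error 0.05). From the enrichment of the downregulated genes, the paper concludes that the KIX domain is linked to circadian gene transcription.

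**Figure D1:**
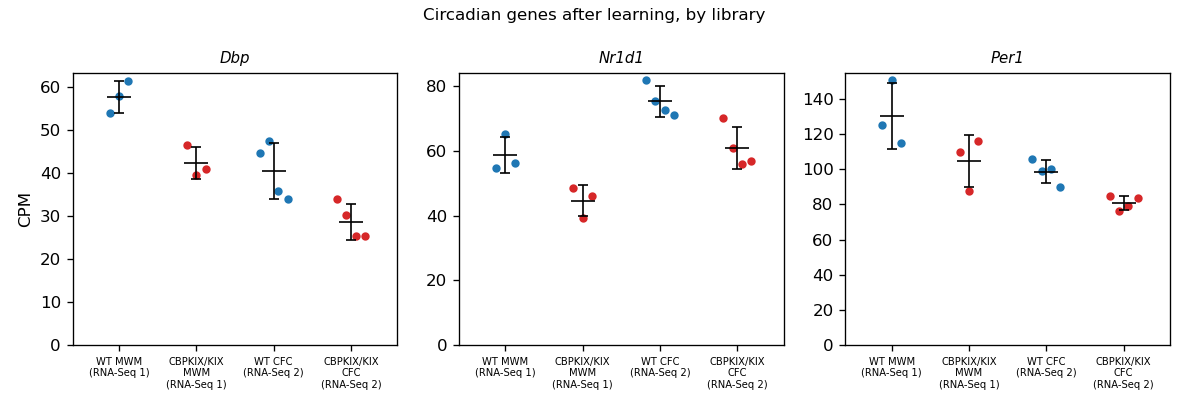
Expression of *Dbp*, *Nr1d1* and *Per1* in CPM in the dorsal hippocampus of WT (blue) and CBP KIX/KIX (red) mice after the MWM and after CFC. Each dot is a mouse and lines show the mean ± SD; the group means of CBP KIX/KIX mice lie under those of WT mice, such as 28.7 against 40.5 CPM for *Dbp* after CFC.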

We found that the most significantly upregulated pathway in CBP^KIX/KIX^ mice was the cell adhesion molecule pathway.

**Fig. 2:**
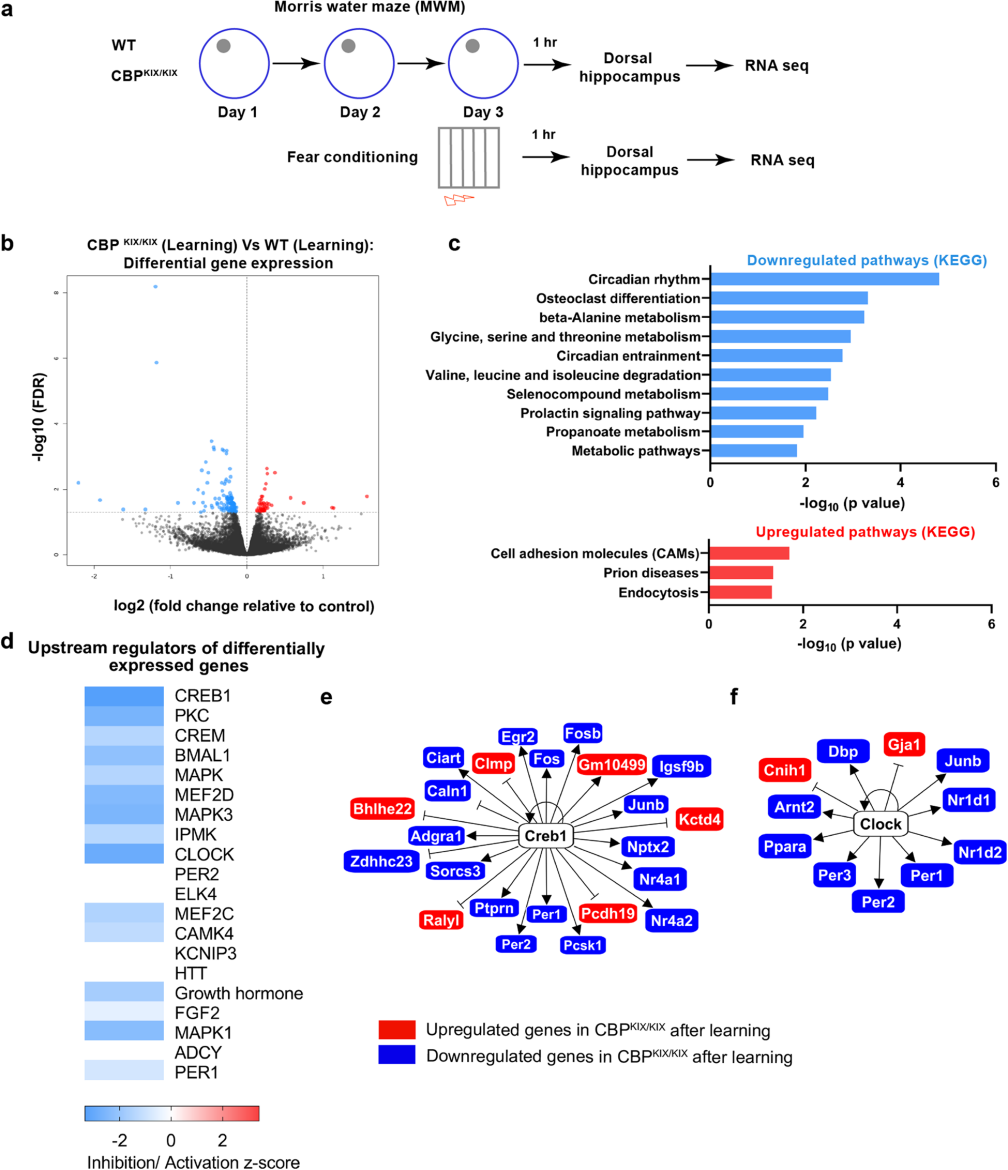
Differential gene expression analysis in the dorsal hippocampus of CBP^KIX/KIX^ mice following spatial learning. **a** Experimental scheme: Total RNA was extracted from the dorsal hippocampus of CBP^KIX/KIX^ and control littermates 1 h after MWM training (day 3, trial 4) and 1 h after contextual fear conditioning (*n* = 7 CBP^KIX/KIX^, *n* = 7 controls). Each set of experiments was sequenced separately but analyzed together to identify common genes responsive to hippocampus-dependent learning. **b** Volcano plot illustrating differentially expressed genes between CBP^KIX/KIX^ and control mice after learning (common between MWM and contextual fear conditioning). **c** KEGG pathway enrichment network analysis showing significant KEGG pathways enriched in the downregulated genes. Top significant pathways are shown in the bar graph. Mammalian circadian rhythm pathway (*p* = 1.55 × 10^−5^). **d** Heat map of IPA upstream regulator analysis on differentially expressed genes in CBP^KIX/KIX^ mice following training. Most significant regulators are on the top of the heat map. CREB1, also known as CREB, is the top-predicted upstream regulator of differentially expressed genes (FDR < 0.05) in the CBP^KIX/KIX^ mice compared to wildtype littermates (predicted inhibition, *z*-score = − 3.349, *p* = 1.49 × 10^−14^. **e**, **f** Known interactions of differentially expressed genes (FDR < 0.05) in CBP^KIX/KIX^ vs control following learning predicting CREB1 (**e**) and CLOCK (**f**) as upstream regulators

To identify the transcriptional drivers of DEGs in CBP^KIX/KIX^ mice in an unbiased fashion, we used QIAGEN’s Ingenuity® Pathway Analysis (IPA). From our observed DEGs, upstream regulator analysis in IPA identified CREB1 as the top predicted upstream regulator of DEGs between CBP^KIX/KIX^ and WT after learning (activation *z*-score = − 3.349) (Fig. 2d, Additional file 2: Table S2). Sixteen downregulated and six upregulated genes among the DEGs were found to be regulated by CREB (Fig. 2e). 

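Of the 23 genes that Table S2 lists as CREB1 targets, 22 were found by symbol and tested here. In CBP KIX/KIX mice after learning, 17 of them had lower and 5 had higher expression than in WT mice, all with an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg over all genes). Adjusted over the listed genes alone, 22 passed. The list was drawn from the paper's DEGs on the same libraries, so neither count shows stability. The median log2 fold change was −0.30. The lowest was that of *Egr2*, at −0.55 (standard error 0.11, adjusted p = 0.0149), with −0.74 (standard error 0.25) in RNA-Seq 1 alone and −0.41 (standard error 0.14) in RNA-Seq 2 alone, and the highest that of *Kctd4*, at 0.33 (standard error 0.06, adjusted p = 0.00882). Without factors of unwanted variation the directions of the 22 genes were still 17 lower and 5 higher, but 1 had an adjusted p under 0.05 over all genes and 21 over the listed genes alone. With GC-content normalization 13 lower and 5 higher genes had an adjusted p under 0.05.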

The second most significant upstream regulator of DEGs was CLOCK (activation *z*-score = − 2.927). BMAL1 (also known as ARNTL), a binding partner of CLOCK, also ranked highly as a significant upstream regulator of DEGs (activation *z*-score = − 2.192). 

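All 11 genes that Table S2 lists as CLOCK targets were tested here, 9 with lower and 2 with higher expression in CBP KIX/KIX than in WT mice after learning. Each had an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg), while without factors of unwanted variation 0 had one and 9 lower and 2 higher genes had an unadjusted p under 0.05. The log2 fold changes ran from −0.47 for *Ppara* (standard error 0.09, adjusted p = 0.0152) to 0.16 for *Gja1* (standard error 0.03, adjusted p = 0.0113). The 6 listed ARNTL targets were all lower. Like the CREB1 list, these lists were drawn from the paper's DEGs on the same libraries, so the counts show no stability. *Per2* (chromosome 1, 91415982 to 91459324) was expressed at 63.5 ± 2.18 CPM (SD, n = 3) in WT and 51.4 ± 4.99 CPM (SD, n = 3) in CBP KIX/KIX mice after the MWM, and at 44 ± 4.73 CPM (SD, n = 4) and 35.4 ± 1.50 CPM (SD, n = 4) after CFC. Its log2 fold change was −0.31 (standard error 0.05, adjusted p = 0.00854), with −0.29 (standard error 0.08) in RNA-Seq 1 alone and −0.32 (standard error 0.07) in RNA-Seq 2 alone. *Per3*, which overlaps *Camta1* on the same strand, had a log2 fold change of −0.26 (standard error 0.04, adjusted p = 0.00822), with −0.24 (standard error 0.08) and −0.27 (standard error 0.06) in the experiments taken alone. *Nr1d2* had one of −0.21 (standard error 0.04, adjusted p = 0.0106), with −0.20 (standard error 0.08) and −0.21 (standard error 0.05). These 3 genes were lower in 7 of 7 CBP KIX/KIX mice.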

Among the CLOCK-regulated genes, we identified genes related to circadian rhythm including *Nr1d1*, *Nr1d2*, *Per1*, *Per2*, *Per3*, and *Dbp* (Fig. 2f).

### Spatial learning induces CBP downstream genes in WT mice

Following our finding that circadian and activity-dependent genes were downregulated after learning in CBP^KIX/KIX^ mice, relative to WT mice, we next analyzed gene expression profiles of hippocampus-dependent learning by comparing the WT learning group from both tasks (contextual fear conditioning and MWM) to the WT homecage controls (Experimental Schematic Fig. 3a). 

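Homecage libraries came from 3 WT mice in RNA-Seq 1 and from 3 WT mice in RNA-Seq 2, and were compared with the 3 WT MWM and 4 WT CFC libraries. The legend of Fig. 3 gives 4 WT homecage mice for the CFC experiment, where the deposited counts hold 3. The total count per homecage library lay between 43816201 and 62431769 in RNA-Seq 1 (median 46356794) and between 15385836 and 43679701 in RNA-Seq 2 (median 37461721). The deposited counts of 22038 genes were tested with 3 factors of unwanted variation and the experiment as a batch, and log2 fold changes are of WT learning relative to WT homecage mice. Libraries carry a replicate number within each group. Their deviations from the group means had a mean correlation across genes of 0.22 between libraries with the same number and of −0.09 between the others; the genes are not independent replicates. Replicate number could therefore mark pairs of libraries handled together, and results of this comparison are also given with replicate number as a block, both without and with the factors of unwanted variation. *Crebbp* was expressed at 212 ± 40 CPM (SD, n = 3) in homecage mice of RNA-Seq 1 and at 66.2 ± 4.59 CPM (SD, n = 3) in those of RNA-Seq 2, and its log2 fold change with learning was −0.07 (standard error 0.04, adjusted p = 0.38 from edgeR's quasi-likelihood test; with the block 0.728 without and 0.249 with the factors).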

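Between WT learning and WT homecage mice, 181 genes had an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg) and 4032 an unadjusted p under 0.05. In proportion, this number moved most when the factors of unwanted variation were left out, to 9 genes, with 1886 at an unadjusted p under 0.05. With replicate number as a block 14 genes passed without the factors and 453 with them. Within one experiment, 3 genes passed in RNA-Seq 1 (2031 at an unadjusted p under 0.05) and 21 in RNA-Seq 2 (742 at an unadjusted p under 0.05). The 3 genes of RNA-Seq 1 were *Fos*, *Egr2* and, chosen after its values were seen, *Neat1* at −0.95 (standard error 0.10, adjusted p = 0.0133). Among genes with lower expression after learning, *Adamts17* had the lowest p-value, with a log2 fold change of −0.39 (standard error 0.05, adjusted p = 0.00241), lower in 7 of 7 mice. With the replicate block its adjusted p was 0.0937 without and 0.00949 with the factors, and its log2 fold change was −0.40 in both. In RNA-Seq 1 alone the log2 fold change of *Adamts17* was −0.33 (standard error 0.12) and in RNA-Seq 2 alone −0.45 (standard error 0.10). *Grin2c* fell by 0.27 on the log2 scale (standard error 0.04, adjusted p = 0.00481; with the block 0.203 without and 0.0062 with the factors), with −0.41 in RNA-Seq 1 alone and −0.17 in RNA-Seq 2 alone. *Gm3764*, a long noncoding RNA that spans annotated microRNAs, fell by 0.42 (standard error 0.06, adjusted p = 0.00669; with the block 0.124 and 0.000636), with −0.64 and −0.23. Both were lower in 7 of 7 mice. The lowest p-values among genes with higher expression were those of *Junb*, *Egr1* and *Arc*.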

We identified 135 DEGs at an FDR of 0.05 (Fig. 3b). Among the DEGs, 47 genes were downregulated while 88 were upregulated following learning (Additional file 2: Table S3). 

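Here 108 of the 181 genes had lower and 73 had higher expression after learning. The direction of the majority depended on the scaling. With TMM normalization 56 genes were lower and 83 higher, with GC-content normalization 15 lower and 36 higher, and with DESeq2 143 lower and 377 higher. Without factors of unwanted variation 0 genes were lower and 9 higher, and with the replicate block 1 lower and 13 higher without the factors and 292 lower and 161 higher with them. Whether more genes were lower or higher was therefore not stable across these settings. Of the 135 genes in the paper's list (Table S3), 135 were tested here and 135 differed in the direction the list gives, and 73 had an adjusted p under 0.05. As these are the paper's calls on the same libraries, their number shows no stability.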

To externally validate our results, we tested the list of learning-responsive genes for enrichment of genes previously identified as differentially expressed 1 h following in vivo chemically induced neuronal activation [55]. 

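The paper's list of positive controls (Table S4) names 2749 genes, of which 1999 could be read here. The list follows the order of Table S3, so the membership of 5 of the 181 learning DEGs could not be read. Of the learning DEGs, 62 were on the part that could be read. The total of positive controls was taken as all 2749, each counted among the 22038 genes tested. This gave an odds ratio of 3.72 (two-sided Fisher's exact test, p = 2.39e-14). If the 5 unread genes were all positive controls the odds ratio would be 4.20. When the replicate block was added, 12 of 14 genes were positive controls without factors of unwanted variation (odds ratio 42.3, Fisher's exact p = 9.91e-10) and 126 of 453 with them (odds ratio 2.79, Fisher's exact p = 1.1e-18), where membership was unread for 61 and the odds ratio would be 5.22 if these were positive. Without factors and without the block, 9 of 9 genes were positive controls, which gives no finite odds ratio (Fisher's exact p = 7.23e-09).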

We found a significant enrichment of these positive controls (*P* = 1.035e−10, odds ratio = 3.57; Additional file 2: Table S4), suggesting that transcriptional programs reproducibly regulated by learning in multiple behavioral paradigms share significant overlap with genes regulated by in vivo chemical activation of neurons.

**Fig. 3:**
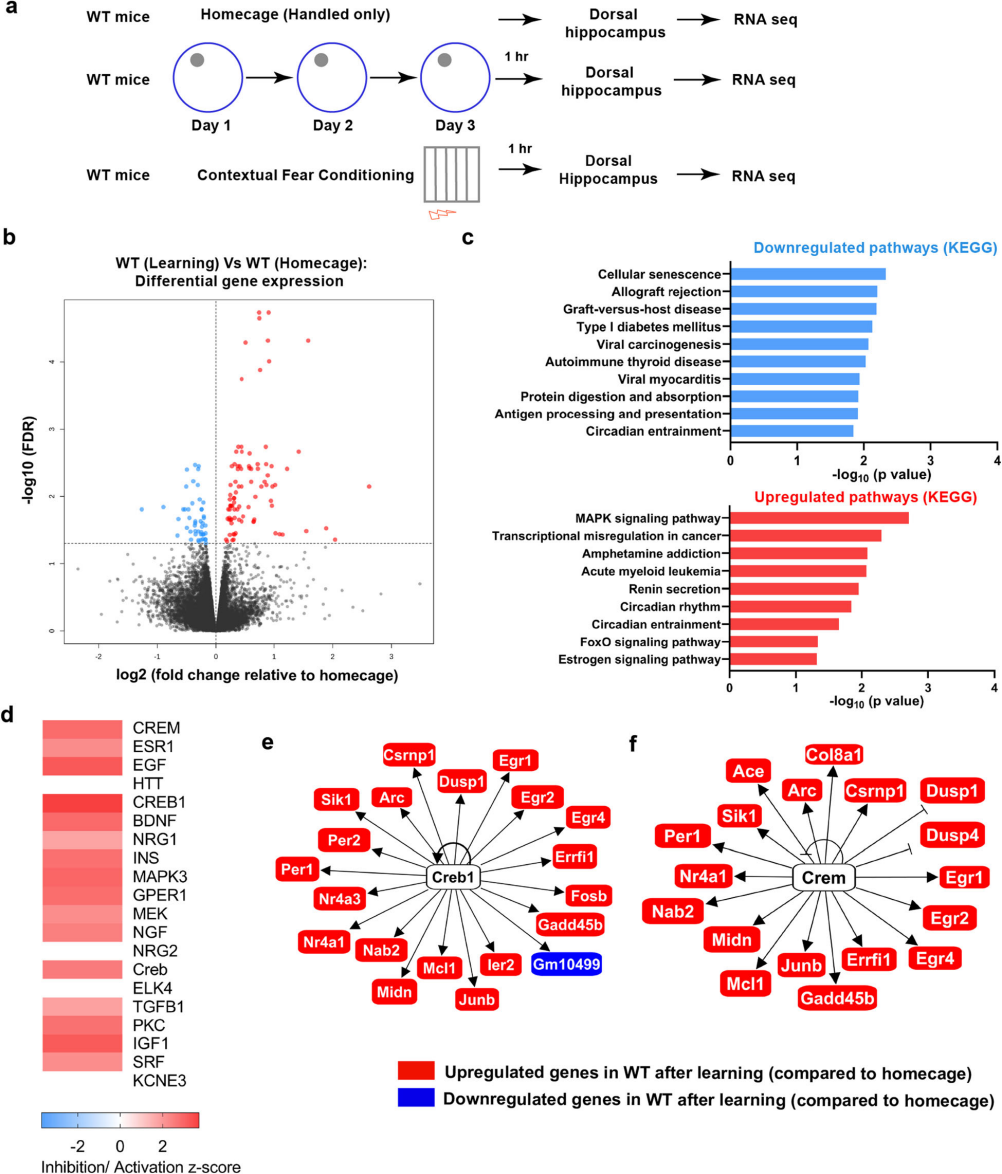
Differential gene expression analysis in the dorsal hippocampus of wildtype mice following learning in fear conditioning and water maze compared to homecage controls. **a** Experimental scheme: RNA-Seq analysis performed after learning in Fig. 2 was compared to RNA extracted from WT homecage animals. To identify the genes altered by learning, we compared WT contextual fear conditioning (*n* = 4) with WT homecage (*n* = 4) and WT MWM (*n* = 3) with WT homecage (*n* = 3). **b** Volcano plot illustrating differentially expressed genes between WT learning and WT homecage mice. **c** KEGG pathway enrichment network analysis showing significant KEGG pathways enriched in the upregulated genes. Top significant pathways are shown in the bar graph. MAPK signaling pathway (*p* = 0.0019). **d** Heat map of IPA upstream regulator analysis on differentially expressed genes in CBP^KIX/KIX^ mice following training. Most significant regulators are on the top of the heat map. CREM is the top-predicted upstream regulator of differentially expressed genes (FDR < 0.05) in the WT learning group compared to homecage controls (predicted activation, *z*-score = 2.854, *p* = 2.54 × 10^−21^). CREB1 also appears as an upstream regulator (predicted activation, *z*-score = 3.715, *p* = 3.97 × 10^−13^). **e**, **f** Known interactions of differentially expressed genes (FDR < 0.05) in learning group vs homecage predicting CREB (**e**) and CREM (**f**) as upstream regulators

Using enrichment network analysis after annotating the upregulated DEGs through the KEGG pathway database, we found that the most significant change occurred in the MAPK signaling pathway (also known as the Ras-Raf-MEK-ERK pathway) (Fig. 3c). Circadian genes have recently been shown to be involved in hippocampus-dependent memory [56, 57], and the lack of functional *Per1* in the hippocampus impairs object location memory [58] and LTP [59]. 

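Pathway enrichment was not analysed here. Apart from *Per1* and *Per2*, the log2 fold changes of the circadian genes between WT learning and WT homecage mice lay between −0.07 for *Nr1d1* (standard error 0.04, adjusted p = 0.343 from edgeR's quasi-likelihood test) and 0.20 for *Ciart* (standard error 0.08, adjusted p = 0.198). *Nr1d2* changed by 0.15 (standard error 0.04, adjusted p = 0.0724), *Clock* by 0.11 (standard error 0.03, adjusted p = 0.0836), *Dbp* by 0.03 (standard error 0.07, adjusted p = 0.838) and *Per3* by −0.02 (standard error 0.06, adjusted p = 0.869). In RNA-Seq 1 alone *Nr1d2* changed by 0.26 (standard error 0.12) and *Ciart* by 0.04 (standard error 0.17), and in RNA-Seq 2 alone *Nr1d2* by 0.04 (standard error 0.06) and *Ciart* by 0.34 (standard error 0.12). *Dbp* was higher in 3 of 7 mice. With replicate number as a block, the adjusted p was 0.503 without and 0.0626 with factors of unwanted variation for *Nr1d2*, 0.56 and 0.0827 for *Ciart*, 0.678 and 0.0857 for *Clock*, 0.811 and 0.259 for *Nr1d1*, 0.799 and 0.266 for *Dbp*, and 0.967 and 0.928 for *Per3*.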

As predicted, based upon the downregulation of circadian pathways we observed after learning in CBP^KIX/KIX^ mice, we also found pathways related to circadian rhythm and circadian entrainment to be upregulated following spatial learning in WT mice. Analysis of the most significantly downregulated pathways revealed that genes associated with cellular senescence were the most significantly downregulated genes after learning, consistent with the hypothesis that learning increases neuronal survival with neurogenesis [60–62].

Upstream regulator analysis revealed cAMP-PKA responsive transcription factor CREM and CREB to be the top upstream regulators of the DEGs predicted to be activated following learning (Fig. 3d, Additional file 2: Table S5). CREM can be activated through phosphorylation at Ser 117 as well as independently activated in some tissues [63]. 

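Of the 20 genes that Table S5 lists as CREB1 targets, 19 were found by symbol and tested here. The paper counts 19 of them as upregulated and 1 as downregulated, so the target without a match may be the downregulated one. All 19 had higher expression in WT learning than in WT homecage mice, and 16 had an adjusted p under 0.05 over all genes (edgeR's quasi-likelihood test, Benjamini-Hochberg) and 19 over the listed genes alone. In fits with the replicate block all 19 were still higher, 8 with an adjusted p under 0.05 without factors of unwanted variation and 19 with them. Without the block and the factors, 5 had one. The 18 listed CREM targets were all higher as well. Of these, 13 had an adjusted p under 0.05 over all genes and 18 over the listed genes alone, and with the block the number over all genes was 8 without the factors and 15 with them. In both lists the smallest log2 fold change was that of *Midn*, at 0.17 (standard error 0.04, adjusted p = 0.0749), and the largest that of *Egr2*, at 2.52 (standard error 0.24, adjusted p = 0.000169; with the block 0.000393 without and 7.84e-05 with the factors). *Egr2* was higher in 7 of 7 mice, with 2.22 (standard error 0.28) in RNA-Seq 1 alone and 3.29 (standard error 0.23) in RNA-Seq 2 alone. With a choroid-plexus score as covariate and no factors, 1 of the CREM targets was lower. Both lists were drawn from the paper's DEGs on the same libraries, so the counts show no stability.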

CREB target genes included 19 upregulated and one downregulated gene (Fig. 3e), while CREM regulated genes included 18 upregulated genes following learning in WT mice (Fig. 3f). 

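The CREB1 and CREM targets of Table S5 were also followed in the comparison of CBP KIX/KIX with WT mice after learning. Of the 19 CREB1 targets tested, 18 were lower and 1 was higher in CBP KIX/KIX mice, and 11 had an adjusted p under 0.05 over all genes (edgeR's quasi-likelihood test, Benjamini-Hochberg) and 14 over the listed genes alone. Of the 18 CREM targets, 17 were lower and 1 was higher, with 8 under 0.05 over all genes and 10 over the listed genes alone. In both lists *Egr4* was the highest, at 0.03 (standard error 0.06, adjusted p = 0.862). Without factors of unwanted variation 0 genes of either list had an adjusted p under 0.05. With GC-content normalization 17 CREB1 targets were lower and 2 higher. The same 7 WT learning mice enter both comparisons, so a gene measured high in them by chance moves up in the first and down in the second.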

Interestingly, we found several genes regulated by both CREB and CREM to be upregulated following learning in WT mice and otherwise downregulated in CBP^KIX/KIX^ mice (Figs. 3e, f and 2e, f).

### Comparisons of differential gene expression in hippocampus-dependent learning paradigms reflect genes dysregulated after learning in CBP^KIX/KIX^ mice

To integrate the results of the preceding RNA-Seq experiments and to determine whether the learning-responsive genes (MWM and contextual fear conditioning) in WT mice were dysregulated after learning in CBP^KIX/KIX^ mice, we tested whether the genes differentially expressed in CBP^KIX/KIX^ mice following learning were significantly enriched for genes differentially expressed following learning in WT animals compared to the homecage condition. 

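The genes tested in both comparisons numbered 21350, with 516 of the genotype DEGs and the 181 learning DEGs among them. The lists shared 19 genes, an odds ratio of 4.88 (two-sided Fisher's exact test, p = 8.98e-08), and 16 of the 19 had opposite directions in the comparisons. Without factors of unwanted variation 4 genotype and 9 learning DEGs were tested in both, and 0 were shared (odds ratio 0, Fisher's exact p = 1). When the block and the factors were used together, 133 genes were shared (odds ratio 3.42, Fisher's exact p = 2.2e-26), 81 of them with opposite directions. With the block and no factors 1 gene was shared, *Fos* (odds ratio 234, Fisher's exact p = 0.00523). To keep the choice of genes apart from their measurement, 50 genes were chosen in RNA-Seq 1 and scored in RNA-Seq 2. Each library's score was their mean log2 CPM. The genes chosen were those with the lowest p-values among genes higher in WT MWM than in WT homecage mice. In RNA-Seq 1, 2 of the 50 had an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg). The score was 4.02 ± 0.12 (SD, n = 3) in WT homecage, 4.30 ± 0.05 (SD, n = 4) in WT CFC and 4.22 ± 0.08 (SD, n = 4) in CBP KIX/KIX CFC mice. It was higher by 0.28 in WT CFC than in WT homecage mice (two-sided exact permutation test, p = 0.0286, the smallest p that 4 mice against 3 allow). It differed by −0.08 between CBP KIX/KIX and WT mice after CFC (two-sided exact permutation test, p = 0.143). Paired by replicate number, a test chosen after seeing the data, the score was lower in CBP KIX/KIX mice in 4 of 4 pairs after CFC (exact permutation of the signs, p = 0.125) and higher after CFC in 3 of 3 WT pairs (exact permutation of the signs, p = 0.25), each the smallest p that so few pairs allow. With 25 genes in the score this difference was −0.10 and with TMM normalization −0.08, each with an exact permutation p of 0.0286, the smallest that 4 mice against 4 allow.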

We found a significant enrichment (*P* = 5.91e−10, odds ratio = 13.51), suggesting that inhibition of protein interactions through the CBP KIX binding following learning prevents hippocampal learning-regulated transcription. Heat map representations were made based on the twelve most significant DEGs common across data sets (Fig. 4a). 

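Of the 12 genes of Fig. 4a, 8 had an adjusted p under 0.05 in both comparisons here (edgeR's quasi-likelihood test, Benjamini-Hochberg). This number was 0 without factors of unwanted variation and 0 with the replicate block and no factors. It was 4 with GC normalization and 11 with the block and factors. *Egr2*, *Chrm4*, *H2-Q7* and *Crocc* were among the 8, and *Lgr6* was not. Without factors the adjusted p between the genotypes was 0.245 for *Egr2*, 0.402 for *Chrm4*, 0.256 for *Crocc*, 0.17 for *H2-Q7* and 0.101 for *Lgr6*. The expression of *Egr2* (chromosome 10, 67535475 to 67542188) rose from 2.16 ± 0.657 CPM (SD, n = 3) in homecage to 10 ± 3.89 CPM (SD, n = 3) after the MWM in WT mice and was 5.87 ± 1.51 CPM (SD, n = 3) in CBP KIX/KIX mice. In RNA-Seq 2 it rose from 0.661 ± 0.197 CPM (SD, n = 3) to 6.16 ± 1.18 CPM (SD, n = 4) after CFC and was 4.62 ± 0.266 CPM (SD, n = 4) in CBP KIX/KIX mice. *Chrm4* changed by 0.31 with learning (standard error 0.06, adjusted p = 0.0292; with the replicate block 0.187 without and 0.0226 with factors of unwanted variation) and by −0.22 in CBP KIX/KIX mice (standard error 0.04, adjusted p = 0.0152). *Crocc* changed by −0.31 with learning (standard error 0.06, adjusted p = 0.0269; with the block 0.39 and 0.00336) and by 0.15 in CBP KIX/KIX mice (standard error 0.04, adjusted p = 0.0399). In RNA-Seq 2 alone *Crocc* changed with learning by −0.08 (standard error 0.05), against −0.58 (standard error 0.15) in RNA-Seq 1 alone. *H2-Q7* belongs to a family of similar genes between which reads could have been split, and its counts were low, at 0.18 ± 0.0227 CPM (SD, n = 3) in WT MWM mice. It changed by −1.38 with learning (standard error 0.23, adjusted p = 0.0171; with the block 0.16 and 0.0552) and by 1.10 in CBP KIX/KIX mice (standard error 0.24, adjusted p = 0.0287). *Lgr6* changed by 0.47 in CBP KIX/KIX mice (standard error 0.10, adjusted p = 0.0207) and by −0.44 with learning (standard error 0.10, adjusted p = 0.0579; with the block 0.245 and 0.0475). In RNA-Seq 1 and RNA-Seq 2 alone the log2 fold changes in CBP KIX/KIX mice were −0.35 (standard error 0.12) and −0.10 (standard error 0.09) for *Chrm4*, 0.19 (standard error 0.08) and 0.12 (standard error 0.05) for *Crocc*, 1.99 (standard error 0.40) and 0.67 (standard error 0.30) for *H2-Q7*, and 0.39 (standard error 0.15) and 0.54 (standard error 0.14) for *Lgr6*. With learning they were 0.36 (standard error 0.13) and 0.26 (standard error 0.09) for *Chrm4*, −1.71 (standard error 0.36) and −1.05 (standard error 0.43) for *H2-Q7*, and −0.40 (standard error 0.17) and −0.48 (standard error 0.15) for *Lgr6*. From the overlap of the lists, the paper proposes that blocking protein interactions through the KIX domain keeps genes from responding to learning in the hippocampus.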

Consistent with our previous analysis, circadian genes were among the most significant genes differentially expressed across data sets with *Per1* and *Per2* in the top upregulated genes in WT mice with learning and downregulated in CBP^KIX/KIX^ mice (Fig. 4a-b). 

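In WT mice *Per1* was expressed at 102 ± 22.1 CPM (SD, n = 3) in homecage in RNA-Seq 1 and at 69.5 ± 6.87 CPM (SD, n = 3) in homecage in RNA-Seq 2. Its log2 fold change with learning was 0.44 (standard error 0.04, adjusted p = 0.000409 from edgeR's quasi-likelihood test), higher in 7 of 7 mice. Its adjusted p with the replicate block was 0.0107 without and 0.00071 with factors of unwanted variation. Without the block and the factors it was 0.177. Within the experiments the log2 fold change of *Per1* was 0.36 (standard error 0.16) in RNA-Seq 1 and 0.50 (standard error 0.07) in RNA-Seq 2. *Per2* was expressed at 49 ± 9.06 CPM (SD, n = 3) and 38.7 ± 1.12 CPM (SD, n = 3) in homecage, and its log2 fold change with learning was 0.29 (standard error 0.07, adjusted p = 0.0644), higher in 6 of 7 mice. With the block the adjusted p of *Per2* was 0.16 without and 0.0131 with the factors. Within the experiments *Per2* changed by 0.38 (standard error 0.13) in RNA-Seq 1 and by 0.19 (standard error 0.08) in RNA-Seq 2.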

Not surprisingly, activity-dependent genes including *Junb*, *Fosb*, and *Nr4a1* were significantly upregulated after learning in WT mice and significantly downregulated in CBP^KIX/KIX^ mice after learning (Fig. 4a, b). 

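*Junb* (chromosome 8, 84974484 to 84978718) overlaps *Prdx2* on the opposite strand. Its expression in WT mice rose from 99 ± 17.2 CPM (SD, n = 3) in homecage to 154 ± 15.8 CPM (SD, n = 3) after the MWM, and from 31.7 ± 2.21 CPM (SD, n = 3) to 71.4 ± 4.82 CPM (SD, n = 4) after CFC. It was 125 ± 14.9 CPM (SD, n = 3) after the MWM and 56.5 ± 1.73 CPM (SD, n = 4) after CFC in CBP KIX/KIX mice. The log2 fold change of *Junb* was 0.91 with learning (standard error 0.06, adjusted p = 1.12e-05 from edgeR's quasi-likelihood test; with the replicate block 0.000428 without and 4.16e-05 with factors of unwanted variation) and −0.32 in CBP KIX/KIX relative to WT mice after learning (standard error 0.04, adjusted p = 0.000797). *Fosb* (chromosome 7, 19302696 to 19310051) changed by 0.75 with learning (standard error 0.11, adjusted p = 0.00669; with the block 0.179 and 0.00623) and by −0.35 in CBP KIX/KIX mice (standard error 0.06, adjusted p = 0.00854). *Nr4a1* (chromosome 15, 101254269 to 101274795) changed by 1.08 with learning (standard error 0.10, adjusted p = 0.000129; with the block 0.000129 and 4.39e-06) and by −0.31 in CBP KIX/KIX mice (standard error 0.05, adjusted p = 0.0074). Between the genotypes the adjusted p without such factors was 0.062 for *Junb*, 0.245 for *Fosb* and 0.213 for *Nr4a1*. Each gene was higher after learning in 7 of 7 WT mice and lower in 7 of 7 CBP KIX/KIX mice. With learning the log2 fold changes in RNA-Seq 1 and RNA-Seq 2 alone were 0.65 (standard error 0.14) and 1.16 (standard error 0.07) for *Junb*, 0.28 (standard error 0.17) and 1.21 (standard error 0.12) for *Fosb*, and 0.99 (standard error 0.18) and 1.17 (standard error 0.06) for *Nr4a1*. In CBP KIX/KIX mice they were −0.29 (standard error 0.10) and −0.34 (standard error 0.05) for *Junb*, −0.38 (standard error 0.13) and −0.31 (standard error 0.13) for *Fosb*, and −0.32 (standard error 0.15) and −0.29 (standard error 0.05) for *Nr4a1*.

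**Figure D2:**
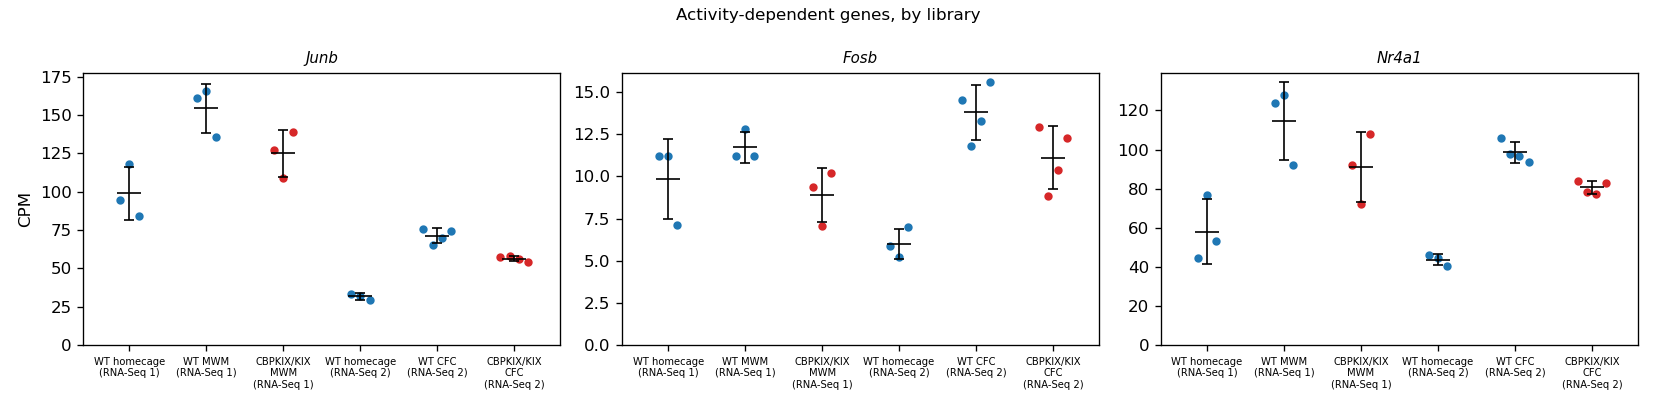
Expression of *Junb*, *Fosb* and *Nr4a1* in CPM in WT homecage, WT trained and CBP KIX/KIX trained mice of RNA-Seq 1 (MWM) and RNA-Seq 2 (CFC), WT in blue and CBP KIX/KIX in red. Each dot is a mouse and lines show the mean ± SD; for *Junb* in RNA-Seq 2 the means are 31.7, 71.4 and 56.5 CPM.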

Sv2b, a synaptic vesicle protein important in vesicle secretion and neurotransmission, was also significantly upregulated in WT mice after learning compared to homecage animals and downregulated in CBP^KIX/KIX^ mice after learning compared to WT mice. 

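*Sv2b* lies on chromosome 7 from 75114894 to 75309262 and overlaps the noncoding *1500012K07Rik* on the opposite strand. It was expressed at 393 ± 24.5 CPM (SD, n = 3) in WT homecage, 510 ± 27.5 CPM (SD, n = 3) in WT MWM and 455 ± 15.7 CPM (SD, n = 3) in CBP KIX/KIX MWM mice. In RNA-Seq 2 it was 455 ± 9.59 CPM (SD, n = 3) in WT homecage, 438 ± 28.3 CPM (SD, n = 4) in WT CFC and 409 ± 36.5 CPM (SD, n = 4) in CBP KIX/KIX CFC mice. The log2 fold change with learning was 0.16 (standard error 0.04, adjusted p = 0.0887 from edgeR's quasi-likelihood test), higher in 4 of 7 mice. Its adjusted p with the replicate block was 0.556 without and 0.0356 with factors of unwanted variation. The experiments differed in direction, with 0.38 (standard error 0.12) in RNA-Seq 1 alone and −0.06 (standard error 0.05) in RNA-Seq 2 alone. In CBP KIX/KIX relative to WT mice after learning the log2 fold change was −0.13 (standard error 0.03, adjusted p = 0.0412), lower in 7 of 7 mice, with −0.16 (standard error 0.07) and −0.10 (standard error 0.07) in the experiments taken alone. Without the factors its adjusted p was 0.442.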

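*Pcp4*, on chromosome 16 from 96467606 to 96525793, was expressed at 11.4 ± 2.21 CPM (SD, n = 3) in WT homecage, 8.09 ± 0.584 CPM (SD, n = 3) in WT MWM and 12.8 ± 3.37 CPM (SD, n = 3) in CBP KIX/KIX MWM mice. In RNA-Seq 2 it was 20.2 ± 0.118 CPM (SD, n = 3) in WT homecage, 19.7 ± 0.765 CPM (SD, n = 4) in WT CFC and 20.8 ± 2.50 CPM (SD, n = 4) in CBP KIX/KIX CFC mice. With learning its log2 fold change was −0.25 (standard error 0.08, adjusted p = 0.134 from edgeR's quasi-likelihood test), lower in 6 of 7 WT mice. With the replicate block the adjusted p was 0.413 without and 0.0324 with factors of unwanted variation. In RNA-Seq 1 alone it was −0.49 (standard error 0.16) and in RNA-Seq 2 alone −0.04 (standard error 0.06). In CBP KIX/KIX relative to WT mice after learning it was 0.32 (standard error 0.06, adjusted p = 0.0131), higher in 6 of 7 mice, with 0.65 (standard error 0.16) in RNA-Seq 1 alone and 0.09 (standard error 0.08) in RNA-Seq 2 alone. Without the factors its adjusted p was 0.388.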

Analysis across data sets identified *Pcp4* (Purkinje cell protein 4), a calmodulin-binding protein that acts as a modulator of calcium signaling, as significantly downregulated in WT mice after learning and upregulated in CBP^KIX/KIX^ mice after learning suggesting dysregulated intracellular signaling in CBP^KIX/KIX^ mice after learning. We further assessed the overlap between genes regulated by learning in WT mice and genes regulated in CBP^KIX/KIX^ mice following learning using the rank-rank hypergeometric overlap approach to identify common gene signatures (Additional file 1: Fig. S3a). Maximal enrichment of 53 common genes between lists was observed when considering the top 500 genes from each list, corresponding to FDR thresholds of 0.146 for genes regulated by learning, and 0.133 for genes regulated by KIX following learning, suggesting additional biological signal may lie outside the FDR ≤ 0.05 threshold in which 12 common genes were identified. 

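Among the 500 genes with the lowest p-values in each comparison, 34 were shared, and 25 of the 34 had opposite directions. Independent lists would share 11.7 (two-sided Fisher's exact test, p = 3.21e-08), but both lists rest on the same 7 WT learning mice. Other splits of the genotype labels shared a median of 28 genes, and 24 of 64 splits, the real one included, shared at least 34. The count of 34 therefore does not set the real genotype apart. At rank 500 the adjusted p was 0.0481 in the genotype and 0.0834 in the learning comparison (edgeR's quasi-likelihood test, Benjamini-Hochberg). The number of shared genes moved most with the replicate block and factors of unwanted variation, to 50. It was 36 with the block and without factors and 40 without either. Both comparisons hold the same 7 WT learning mice, so they were also made with no mouse in common, without factors. With the genotype comparison from RNA-Seq 2 and the learning comparison from RNA-Seq 1, 25 genes were shared where 14.5 would be by chance (Fisher's exact p = 0.0093), 17 of them with opposite directions. With RNA-Seq 1 for genotype and RNA-Seq 2 for learning, 24 were shared where 14.2 would be by chance (Fisher's exact p = 0.0131), 10 of them with opposite directions. Within RNA-Seq 1, 19 were shared (11.9 by chance, Fisher's exact p = 0.0506, 14 with opposite directions), and within RNA-Seq 2, 61 were shared (14.3 by chance, Fisher's exact p = 4.14e-22, 57 with opposite directions). Within one experiment the same WT learning mice are in both comparisons, and the numbers by chance do not allow for this. Fisher's test also takes genes as independent, and no other splits were made for the pairings with no mouse in common. Those pairings therefore do not settle how much of the sharing comes from the common mice.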

We compared enrichment of gene ontology terms using standard FDR thresholds of 0.05, with the aforementioned thresholds supporting maximal RRHO enrichment. As thresholds were relaxed, several terms showed diminished significance such as entrainment of circadian clock and cellular response to hormone stimulus, suggesting those biological signals were primarily derived from significant genes at FDR ≤ 0.05. We also found that several additional terms were significant, including nuclear receptor activity and postsynaptic density membrane localization (Additional file 2: Fig. S3b).

**Fig. 4:**
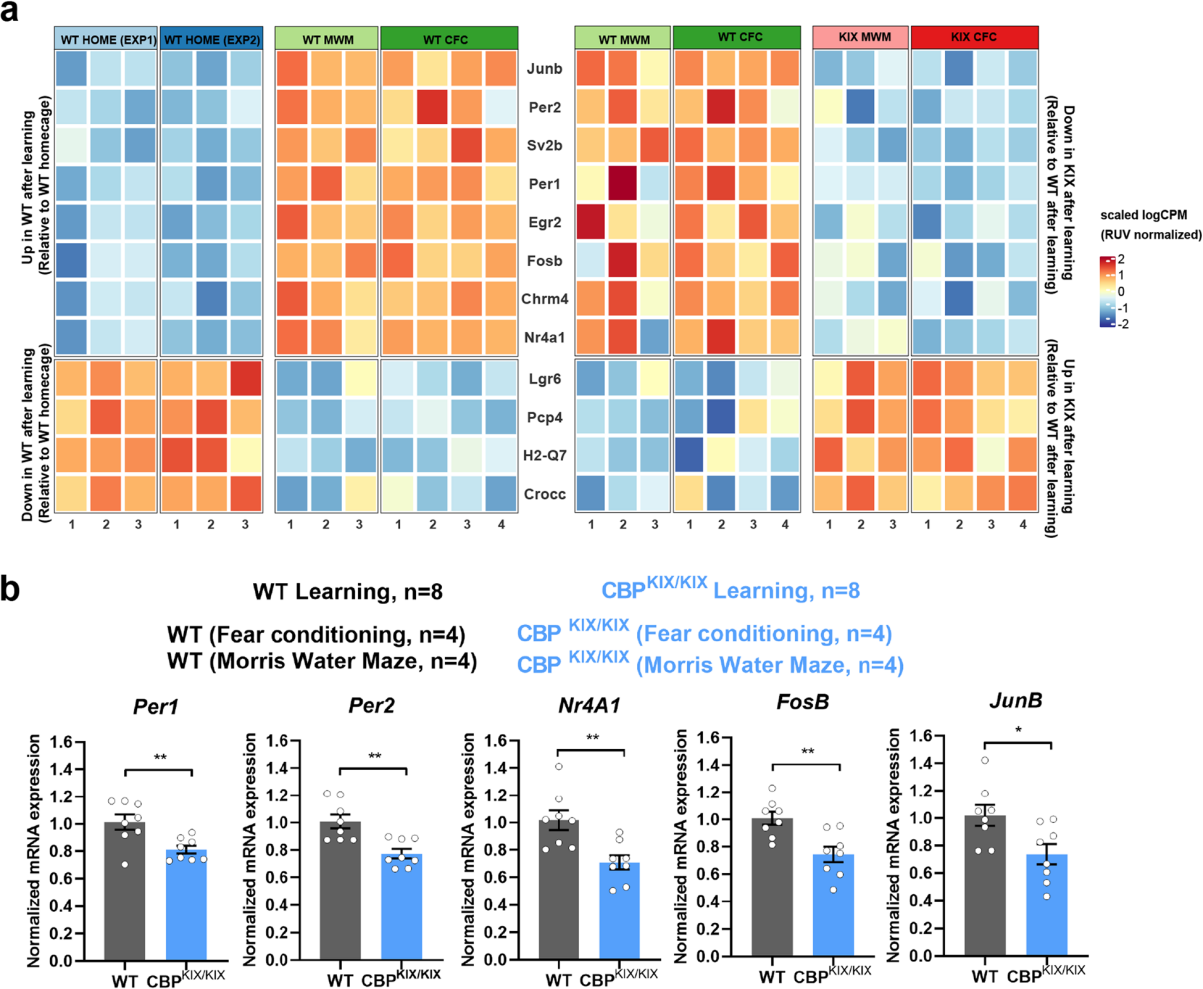
CBP^KIX/KIX^ mice show transcriptional dysregulation of learning-responsive genes. **a** Heat map depicting color-coded expression of the top 12 upregulated or downregulated genes responsive to learning (left) which fail to be appropriately regulated following learning in CBP^KIX/KIX^ mice (right). Left: Genes depicted show differential expression between homecage wildtype mice with wildtype mice after learning in the Morris Water Maze (MWM) and contextual fear conditioning (CFC) training. Right: The same genes exhibit differential expression between trained wild type mice and trained CBP^KIX/KIX^ mice. Expression values depicted represent the scaled log of RUV-normalized counts per million. As RUV normalization differed between differential expression analyses, scaling was applied independently for each analysis. **b** CBP^KIX/KIX^ mice showed significantly decreased expression of circadian and memory related genes after learning (MWM and FC). Unpaired *t* test, *Per1*: *p* = 0.0068; *Per2*: *p* = 0.0019; *Nr4A1*: *p* = 0.0039; *FosB*: *p* = 0.0034; and *JunB*: *p* = 0.0190

### The CBP KIX mutation has only a modest effect on baseline gene expression

In the CBP^KIX/KIX^ mutant mice, it is possible that developmental consequences of the mutation affect gene expression in the hippocampus in such a manner that neural circuitry or basal synaptic transmission would be affected. Although this possibility appears less likely given previous research with these mice in contextual fear conditioning [19] and our behavioral data in the MWM task in which CBP^KIX/KIX^ mice demonstrated task acquisition and short-term memory retention similar to WT mice, we analyzed baseline gene expression in WT and CBP^KIX/KIX^ mice. We performed microarray gene expression analysis using Affymetrix MOE 430v2 arrays in WT and CBP^KIX/KIX^ mice, using RNA extracted from whole hippocampus. We found comparatively few changes in gene expression in CBP^KIX/KIX^ mutant mice in baseline/homecage conditions with almost all of the observed downregulation of gene expression consistent with the function of CBP as a positive regulator of gene expression (Table 1). Among the 27 downregulated genes and one upregulated gene that were differentially regulated in the homecage condition between WT and CBP^KIX/KIX^ mice (95% confidence level), *Fos* was the only activity-dependent gene downregulated in CBP^KIX/KIX^ mice. Even when the confidence level was reduced to 80%, only 63 genes were found to be downregulated in the mutant mice and three upregulated (Additional file 2: Table S6). Overall, most of the observed gene changes were modest reductions in gene expression (average 23% reduction). The observation of differential expression in such a limited number of genes under homecage conditions is likely a result of the specificity of the KIX mutation as it affects only a single interaction interface of the protein [47]. Although unlikely, it is possible that the KIX mutation affected stability of the mRNA encoding CBP. Using three non-overlapping probes, our microarray data confirmed that overall RNA levels for CBP were not reduced in the mutant mice compared to WT mice. The KIX mutation was validated using a fourth CBP probe set that hybridizes with the region containing the mutated base pairs in the CBP^KIX/KIX^ mice. We found that the signal was substantially reduced as predicted (Additional file 1: Fig. S4).

**Table 1:** Highest confidence (95%) changes in homecage gene expression in CBP^KIX/KIX^ mice

Gene symbol	Confidence	Probe set	Molecular role	Wt(Log2)	% change
**Downregulated genes**					
Slc25a34	0.995	1455506_at	Mitochondrial solute carrier protein	7.99	− 43%
Papss2^##^	0.995	1421987_at	Sulfate Adenylyltransferase, cysteine synthesis	6.89	− 42%
Efcab6	0.993	1453766_a_at	Calcium-binding transcriptional co-repressor	8.02	− 25%
Cbp	0.993	1459804_at	Transcriptional co-activator CBP, KIX domain	8.41	− 37%
Nts	0.991	1422860_at	Neuropeptide	10.73	− 31%
Lipm^#^	0.991	1430550_at	Triglyceride hydrolysis	5.38	− 40%
Cenpa	0.991	1450842_a_at	Double-strand break repair, centromere organization	6.75	− 29%
Pmch	0.988	1429361_at	Neuropeptide	7.33	− 24%
Fos	0.988	1423100_at	DNA-binding transcription factor	9.55	− 33%
Crhbp	0.988	1436127_at	Regulator of hormone signaling	11.03	− 20%
Ccl6^#^	0.988	1420249_s_at	Cytokine, inflammatory response	6.79	− 25%
Cth	0.987	1426243_at	Cysteine-Protein Sulfhydrase, cysteine synthesis	7.89	− 24%
Nqo1	0.98	1423627_at	Positive regulator of translation; quinone detoxification	9.27	− 20%
Tbx1	0.975	1425779_a_at	DNA-binding transcription factor	5.65	−25%
Spata13	0.975	1454656_at	Guanine nucleotide exchange factor	9.44	− 19%
Rec8	0.975	1419147_at	Meiotic chromatid cohesion	6.68	− 26%
Bglap	0.972	1449880_s_at	Osteogenic marker	7.13	− 38%
Cyp11a1^#^	0.965	1448804_at	Steriod hormone metabolism, cholesterol metabolism	7.43	− 28%
Pdlim2	0.962	1423946_at	Negative regulator of NFkappa-B and STAT signaling	9.46	− 21%
Zdbf2	0.955	1456783_at	Unknown	10.51	− 16%
Pcsk1	0.955	1421396_at	Pro-neuropeptide cleavage	7.91	− 24%
Gpnmb	0.955	1448303_at	Transmembrane glycoprotein	7.84	− 18%
Dusp10	0.955	1417163_at	Phosphatase	8.96	− 17%
Dbp^#^	0.955	1418174_at	DNA-binding transcription factor	10.63	− 24%
Plcd1	0.952	1448432_at	Ca2^+^-dependent phospholipase, phosphotidyl inositol-signaling	8.69	− 18%
Mmel1	0.952	1449432_a_at	Membrane metalloprotease	5.17	− 28%
Cort	0.952	1449820_at	Neuropeptide	9.01	− 30%
**Upregulated genes**					
Ifi27l2a	0.995	1427747_a_at	Interferon, alpha-inducible protein 27 like 2A	2.19	358%

^#^A second probe set for this gene was also present in the 80% confidence probe set list

^##^Two additional probe sets for this gene were present in the 80% confidence probe set list

Although we did not find many differentially expressed genes between WT and CBP^KIX/KIX^ mice in homecage conditions, we wanted to confirm these results particularly for circadian genes, since we found that circadian genes were downregulated after learning in CBP^KIX/KIX^ in comparison to WT animals. To complement the results from the microarray experiments, we performed quantitative real-time PCR for eight core circadian genes to determine if there were any differences in expression between WT and CBP^KIX/KIX^ mice in homecage conditions. We found that seven of the eight genes had similar expression levels between WT and CBP^KIX/KIX^ mice, while *Dbp* exhibited significant downregulation in CBP^KIX/KIX^ mice (Additional file 1: Fig. S5). Furthermore, we performed differential expression analysis of the RNA-Seq data for WT and CBP^KIX/KIX^ samples the from dorsal hippocampus of homecage mice. 

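Homecage libraries of CBP KIX/KIX mice (n = 4) were sequenced in RNA-Seq 2 only and were compared with the 3 WT homecage libraries of that experiment, so no second batch is available for the comparison. The total count of the CBP KIX/KIX homecage libraries lay between 15940061 and 46056290 (median 26731684). No factors of unwanted variation were used, as in the paper, and 18682 genes were tested with edgeR's quasi-likelihood test. Across genes, which are not independent replicates, the libraries' deviations from their group means had a mean correlation of 0.18 between libraries with the same replicate number and of −0.06 between the others, so results are also given with replicate number as a block. *Crebbp* was expressed at 63.1 ± 4.23 CPM (SD, n = 4) in CBP KIX/KIX homecage mice, with a log2 fold change of −0.07 (standard error 0.07, adjusted p = 0.906), lower in 2 of 4 mice. With the block the log2 fold change of *Crebbp* was −0.03. In this comparison 2 genes had an adjusted p under 0.05 (Benjamini-Hochberg) and 1153 an unadjusted p under 0.05. With the block 0 genes passed and 1350 had an unadjusted p under 0.05. Of the other alternatives, 1 factor of unwanted variation moved the number most, to 175.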

We found that for the twelve overlapping genes regulated by learning in WT, and the KIX genotype after learning, none was significantly different between the genotypes at baseline in homecage conditions (Additional file 2: Fig. S6). Thus, it appears that the differential gene expression we observed between WT and CBP^KIX/KIX^ mice after training in the Morris water maze or contextual fear condition was training dependent, rather than due to differences in baseline gene expression.

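Of these 12 genes, 5 had lower and 7 higher expression in CBP KIX/KIX than in WT homecage mice. None had an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg), whether over all genes or over the 12 alone, and *Per2* had an unadjusted p under 0.05. With the replicate block 5 were lower and 7 higher, though *Per1* and *Pcp4* changed direction, to 0.07 and −0.09, and 0 had an adjusted p under 0.05 and 2 an unadjusted one. The log2 fold change of *Per2* was −0.24 (standard error 0.07, adjusted p = 0.777), lower in 4 of 4 mice, and its adjusted p with the block was 0.566. The lowest log2 fold change was that of *Crocc*, at −0.26 (standard error 0.16, adjusted p = 0.821; with the block 0.719), and the highest that of *Egr2*, at 3.74 (standard error 1.80, adjusted p = 0.788; with the block 0.712). The standard errors of the activity-dependent genes were large because of replicate 3 of the CBP KIX/KIX homecage mice. In this library *Junb* was at 181 CPM where the other 3 lay between 23.6 and 29.5 CPM, *Nr4a1* at 288 CPM where they lay between 26.9 and 42 CPM, and *Per1* at 119 CPM where they lay between 42 and 67.1 CPM. Without this library, singled out after its values were seen, the log2 fold change of *Junb* was −0.27 in place of 1.01, that of *Nr4a1* −0.40 in place of 1.13 and that of *Egr2* −0.26, and that of *Per1* was −0.40 in place of −0.01, each with an adjusted p of at least 0.993. Without it 4 of the 12 genes, *Per2*, *Junb*, *Nr4a1* and *Per1*, all lower, had an unadjusted p under 0.05 in homecage, and 0 of the 12 had one for the interaction of genotype and training.

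**Figure D3:**
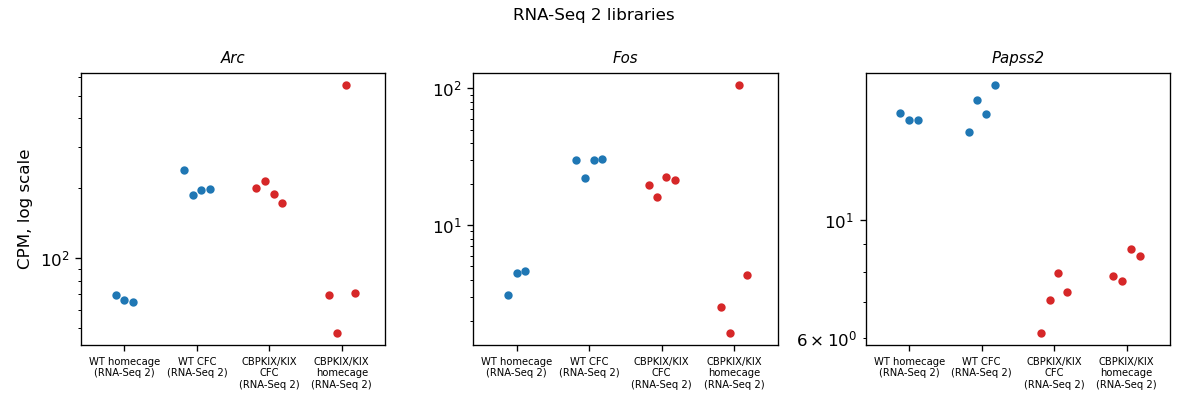
Expression of *Arc*, *Fos* and *Papss2* in CPM on a log axis in the 4 groups of RNA-Seq 2, each dot a mouse. In CBP KIX/KIX homecage mice 1 dot, replicate 3, lies at 553 CPM for *Arc* and 105 CPM for *Fos*, above every other mouse, while *Papss2* lies at 8.82 CPM, under every WT mouse.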

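Whether the effect of the genotype depended on training was tested as an interaction among the WT and CBP KIX/KIX homecage and CFC mice of RNA-Seq 2. Of 18851 genes, 0 had an adjusted p under 0.05 for the interaction (edgeR's quasi-likelihood test, Benjamini-Hochberg) and 927 had an unadjusted p under 0.05. Deviations from the group means had a mean correlation across genes, which are not independent replicates, of 0.22 between libraries with the same replicate number and of −0.07 between the others. With the replicate block 0 genes passed and 992 had an unadjusted p under 0.05. Of the 12 genes of Fig. 4a, 0 had an adjusted p under 0.05 for the interaction and 3 an unadjusted one, and with the block 0 and 1. DESeq2 gave 1 gene, *Ngb*, named after its values were seen, with an interaction of 1.68 (standard error 0.31, adjusted p = 0.00167). Without CBP KIX/KIX homecage replicate 3, 0 genes passed and 686 had an unadjusted p under 0.05. In homecage, the circadian genes had log2 fold changes of −0.70 for *Dbp* (standard error 0.21, adjusted p = 0.777 from edgeR's quasi-likelihood test), −0.62 for *Per3* (standard error 0.19, adjusted p = 0.777), −0.61 for *Ciart* (standard error 0.16, adjusted p = 0.72), −0.45 for *Nr1d2* (standard error 0.08, adjusted p = 0.286) and −0.43 for *Nr1d1* (standard error 0.11, adjusted p = 0.669). Each was lower in 4 of 4 CBP KIX/KIX mice. With 1 factor of unwanted variation the adjusted p of *Dbp* was 0.021, and with the block it was 0.22. The block gave an adjusted p of 0.592 for *Per3*, 0.566 for *Ciart*, 0.418 for *Nr1d2* and 0.22 for *Nr1d1*. The interactions of *Dbp* and *Nr1d2* were 0.21 (standard error 0.26, adjusted p = 0.955) and 0.24 (standard error 0.10, adjusted p = 0.944), so the difference in homecage was not shown to differ from that after CFC. The effect of CFC passed in 0 genes in WT mice (515 at an unadjusted p under 0.05; with the block 0 and 707) and in 0 in CBP KIX/KIX mice (2460 at an unadjusted p under 0.05) when all 4 groups were fitted together. Fitted on the WT mice of RNA-Seq 2 alone, the effect of CFC passed in 21 genes, all higher (742 at an unadjusted p under 0.05). With the block 3 genes passed in CBP KIX/KIX mice, *Zmym1*, *C4b* and *Rxfp3*, named after their values were seen. The score of genes chosen in the MWM differed by 0.08 between CBP KIX/KIX and WT homecage mice (two-sided exact permutation test, p = 0.943), with 4.10 ± 0.38 (SD, n = 4) in CBP KIX/KIX mice. The sign of this difference rested on CBP KIX/KIX homecage replicate 3, at 4.67. The other CBP KIX/KIX homecage mice lay between 3.84 and 3.98, and the WT homecage mice between 3.93 and 4.15. In CBP KIX/KIX mice, replicate 3 included, the score was higher by 0.12 after CFC than in homecage (two-sided exact permutation test, p = 0.629). The paper also drew on homecage microarrays of whole hippocampus, which showed few changes, and on homecage qPCR of core circadian genes. By its qPCR *Dbp* was lower and the other circadian genes, *Nr1d1* and *Nr1d2* among them, were similar. As the 12 genes did not differ in homecage, the paper proposes that the differences after training depended on training, not baseline expression.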

### CBP^KIX/KIX^ mice display increased free-running period length and phase differences in peak activity compared to WT mice

Our studies indicate that the CBP KIX domain is important for regulation of gene transcription by the circadian transcription factors CLOCK and BMAL1 even though in vitro studies have suggested that CBP interactions with BMAL1 occurred in a region outside of the KIX domain in CBP [64]. We then investigated in vivo circadian rhythms in CBP^KIX/KIX^ mice. We measured homecage activity in CBP^KIX/KIX^ and WT mice using infrared beam breaks with 1 week of continuous monitoring in a 12-h light/12-h dark (12 h:12 h LD) cycle. Layered infrared beams allow quantification of locomotor activity as well as rearing, as previously described [65] (Fig. 5a). CBP^KIX/KIX^ mice had significantly lower anticipatory activity in the last hour of the light (inactive) phase and lower activity in the first 2 h of the dark phase. We found that CBP^KIX/KIX^ mice reached peak activity levels 3 h later than their WT littermates. Despite the circadian alterations in activity profiles, there was no difference between CBP^KIX/KIX^ and WT mice in total activity across the 24-h day (Fig. 5b). We also found no differences in activity when the light and dark phases were analyzed separately (Fig. 5c). We observed significant delays in activity onset and peak activity in both male and female CBP^KIX/KIX^ mice (Additional file 2: Fig. S7). These results indicate that male and female CBP^KIX/KIX^ mice have delayed activity patterns in 12-h:12-h LD while maintaining normal total locomotor activity levels. Given the temporally shifted activity patterns of CBP^KIX/KIX^ mice, we next investigated whether the CBP^KIX/KIX^ mutation affected free-running circadian rhythms under constant conditions. After entrainment to LD cycles, CBP^KIX/KIX^ and WT mice were placed in constant darkness for 4 weeks to measure circadian activity and period length. CBP^KIX/KIX^ mice had a significantly longer circadian period, ~ 22.9 min, than WT littermates (WT 23.66 ± 0.01 h, CBP^KIX/KIX^ 24.05 ± 0.03 h) (Fig. 5d–f). There was no effect of sex on circadian period with both male and female CBP^KIX/KIX^ mice displaying significantly lengthened free-running periods. This shift in circadian period is roughly similar to the shifts observed in knockouts of core circadian clock genes, including *CLOCK* [66], *Per1* [67], *Per3* [68], *Nr1d1* [69], *Dbp* [70], *Rora* [71], *Rorb* [72], and *Npas2* [73] [summarized in [74]]. Thus, these results provide in vivo evidence that the KIX domain of CBP is an integral modulator of circadian period length and activity profiles.

**Fig. 5:**
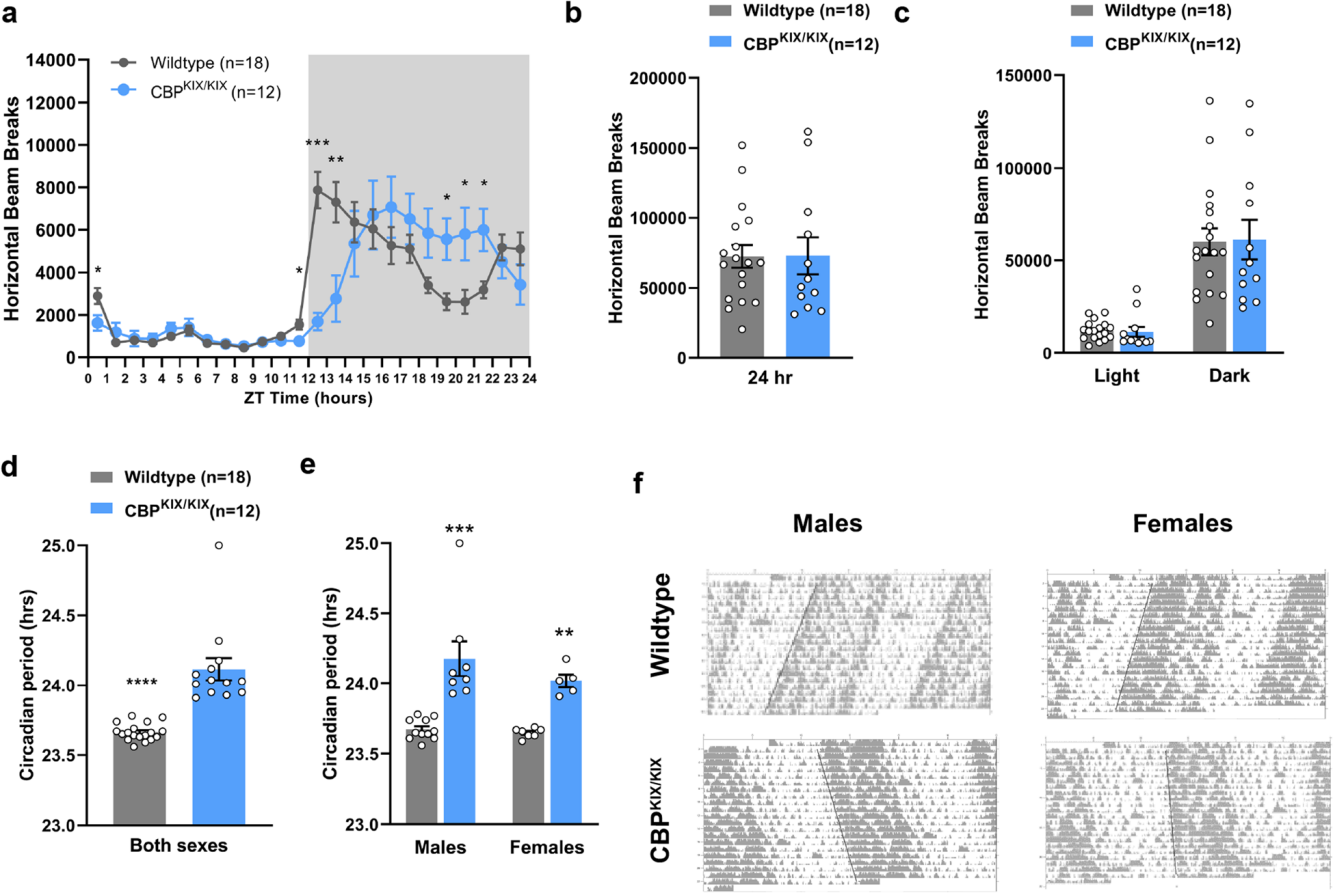
Male and female CBP^KIX/KIX^ mice have increased free-running periods compared to wildtype littermates. **a** CBP^KIX/KIX^ mice have delayed activity onset and peak activity in 12-h:12-h LD compared to wildtype littermates. Each data point represents 1 h of binned activity data. Mixed design ANOVA: Significant time × genotype interaction between CBP^KIX/KIX^ and WT mice (*F*_(23,644)_ = 8.26, *p* = 0.00003). **b** There are no significant differences in total activity levels between wildtype and CBP^KIX/KIX^ mice [*t*(28) = 0.03183, *p* = 0.9748]. **c** No significant differences were observed with the light and dark phase activity analyzed independently [two-way ANOVA: no significant Genotype × Light/Dark interaction, *F*_(1, 56)_ = 0.02275, *p* = 0.88]. **d** CBP^KIX/KIX^ male and female mice display longer free-running circadian periods in constant darkness compared to wildtype littermates (*t*_(29)_ = 6.550, *p* < 0.0001). **e** Sex had no effect on circadian period of WT or CBP^KIX/KIX^ mice [Two-way ANOVA: Sex × Genotype interaction (*F*_(1, 27)_ = 0.9139, *p* = 0.3476), Main effect of genotype, *F*_(1, 27)_ = 38.24, *p* < 0.0001. **f** Representative actograms for males (left) and females (right)

To further probe the role of the KIX domain of CBP in the circadian clock, we investigated phase-shifting in CBP^KIX/KIX^ mice in response to light pulses in constant darkness. After 4 weeks in continuous darkness, one cohort of CBP^KIX/KIX^ mice and WT controls was given a 15-min, 250 lx (80 lx at cage floor) phase delaying light pulse at CT14 for maximal phase delay [75]. Circadian period length was recalculated and the phase shift in hours was calculated for each animal. Mice were allowed to again free-run in constant darkness for 8 days before receiving another light pulse, this time phase-advancing, at CT22 (Fig. 6a). There were no differences in response to the delaying (CT14) or advancing (CT22) phase shifts between CBP^KIX/KIX^ mice and WT controls (Fig. 6b–d). These data suggest that CBP-mediated transcription through the KIX domain is not necessary for circadian clock resetting, but rather is a modulator that plays a role in ensuring accurate timing of circadian transcriptional oscillations.

**Fig. 6:**
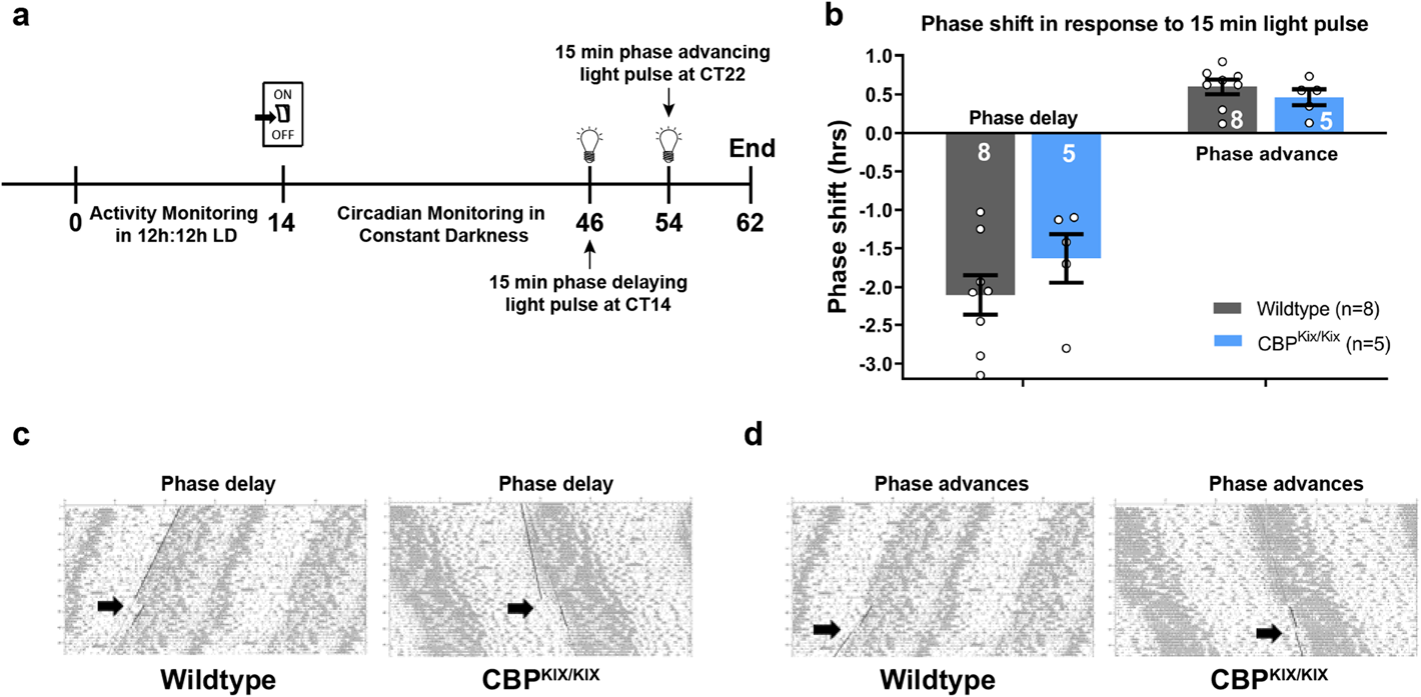
CBP^KIX/KIX^ mice exhibit normal responses to phase advances and phase delays. **a** Schematic representation of experimental timeline in days for circadian monitoring and light pulse experiments. **b** CBP^KIX/KIX^ and WT mice display comparable phase shifts when given either a phase delaying (CT14) or phase advancing (CT22) light pulse (Student’s *t* test, phase delaying: (*t*_(11)_ = 1.15, *p* = 0.27); phase advancing: (*t*_(11)_ = 0.93, *p* = 0.37)). **c** Representative actograms from CT14 phase delaying light pulse for wildtype (left) and CBP^KIX/KIX^ (right) mice. **d** Representative actograms from CT22 phase advancing light pulse for wildtype (left) and CBP^KIX/KIX^ (right) mice. *p < 0.05, **p < 0.01, ***p < 0.001

## Discussion

CBP is a complex co-activator of transcription interacting with numerous transcription factors as well as functioning as a histone acetyltransferase important in long-term memory. To separate the multiple functions of CBP and provide clearer insight into the downstream targets of CREB-CBP transcriptional co-activation in memory, we used CBP^KIX/KIX^ mice with three point mutations in the KIX domain to analyze spatial memory following hippocampus-dependent learning and to identify downstream target genes. We found that CBP^KIX/KIX^ mice learned a complex spatial task, the MWM, with acquisition rates similar to WT mice. However, long-term spatial memory tested 24 h following the last day of MWM training was impaired in CBP^KIX/KIX^ mice. These results are consistent with previously described *Cbp* mutant models with deficiencies in hippocampus-dependent memory including contextual fear conditioning and object recognition memory [19–21]. However, previous research using an adult specific forebrain *Cbp* knockout model found no deficits in long-term memory for MWM or contextual fear conditioning in the mutant mice [21]. Potentially, compensation by other transcription factors or co-activators occurs to make-up for the complete lack of forebrain CBP in these mutants. Thus, our results suggest a crucial role for the interaction of the KIX domain of CBP with transcription factors during the consolidation of long-term spatial memory.

Despite the lack of long-term spatial memory evident in CBP^KIX/KIX^ mice, these mice demonstrated memory recall in the 1-h probe test comparable to WT mice, consistent with most previous research investigating short term-memory for contextual fear conditioning and object recognition in *Cbp* mutants [19, 20]. It should be noted that deficits in associative short-term memory were found for contextual fear conditioning and novel object recognition in the forebrain *Cbp* knockout model that results in virtually complete depletion of CBP protein in excitatory neurons of the hippocampus and the cortex [76]. In contrast, in the CBP^KIX/KIX^ mutant mice used in our studies, overall CBP protein levels and protein stability are not affected [19, 41]. In CBP^KIX/KIX^ mice, CBP retains the potential to interact with non-KIX binding transcription factors to induce gene expression and CBP can also still function as an acetyltransferase. Although CBP^KIX/KIX^ mice express the mutant form of CBP from developmental stages onward, we found only modest changes in baseline gene expression between CBP^KIX/KIX^ mice and WT littermates under homecage conditions.

To provide insight into the downstream transcriptional targets common to multiple hippocampus-dependent learning paradigms initiated through co-activation of CBP via the KIX domain, we performed deep RNA sequencing from the dorsal hippocampus of CBP^KIX/KIX^ mice and their WT littermates after training for either MWM or contextual fear conditioning. Consistent with the specificity of the mutations in the CBP^KIX/KIX^ mice, we found that CREB was the top-predicted upstream regulator of the differentially regulated genes in learning for CBP^KIX/KIX^ vs WT mice. To further support the hypothesis that compromised CREB-CBP interactions underlie the long-term deficits in hippocampal memory in CBP^KIX/KIX^ mice, we found that pCREB was decreased in CBP^KIX/KIX^ mice following 3 days of MWM training compared to WT mice. As Ser-133 phosphorylation is necessary for the binding of CREB to CBP and induces folding of the CREB kinase inducible domain (KID), the decreased binding of CREB to CBP may increase CREB vulnerability to phosphatase activity in the CBP^KIX/KIX^ mice as total CREB protein levels were not affected. Prior to binding CBP, the KID of CREB remains chiefly unstructured and is considered disordered with CBP binding increasing the helical structure of the KID region [77].

Our RNA-Seq results from the WT group comparison (learning versus homecage) support the present literature that learning induces CREB and CREM target genes that both interact with CBP [12, 78, 79]. 

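Of the activity-dependent genes *Arc*, *Egr1* and *Fos*, each was higher after learning in 7 of 7 WT mice. *Arc* (chromosome 15, 74669083 to 74672570) changed by 1.28 on the log2 scale (standard error 0.09, adjusted p = 1.12e-05 from edgeR's quasi-likelihood test; with the replicate block 0.000393 without and 1.25e-05 with factors of unwanted variation). *Egr1* (chromosome 18, 34859823 to 34864984) changed by 0.97 (standard error 0.07, adjusted p = 1.12e-05; with the block 0.000428 and 4.39e-06). *Fos* (chromosome 12, 85473890 to 85477273) changed by 1.95 (standard error 0.20, adjusted p = 0.000446; with the block 0.00911 and 0.000683). In RNA-Seq 1 and RNA-Seq 2 alone the log2 fold changes were 0.92 (standard error 0.18) and 1.62 (standard error 0.08) for *Arc*, 0.68 (standard error 0.16) and 1.24 (standard error 0.06) for *Egr1*, and 1.14 (standard error 0.14) and 2.79 (standard error 0.16) for *Fos*. In CBP KIX/KIX relative to WT mice after learning, *Fos* was at −0.51 (standard error 0.06, adjusted p = 0.000852), lower in 7 of 7 mice. Its expression was 20.7 ± 2.68 CPM (SD, n = 3) in WT and 14.2 ± 1.57 CPM (SD, n = 3) in CBP KIX/KIX mice after the MWM, and 27.9 ± 3.83 CPM (SD, n = 4) and 19.9 ± 2.81 CPM (SD, n = 4) after CFC. *Arc* was at −0.15 (standard error 0.04, adjusted p = 0.0612), lower in 6 of 7 mice, and *Egr1* at −0.08 (standard error 0.05, adjusted p = 0.458), lower in 5 of 7 mice. Within the experiments *Fos* was at −0.53 (standard error 0.12) and −0.49 (standard error 0.12), *Arc* at −0.26 (standard error 0.12) and −0.08 (standard error 0.08), and *Egr1* at −0.11 (standard error 0.15) and −0.04 (standard error 0.06).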

Among the CREB downstream genes, we found several activity-dependent genes (*Arc*, *Egr1*, *Fos*, *Nr4a1*, *JunB*) that previously have been shown to be upregulated following hippocampus-dependent learning [31, 80, 81]. It is noteworthy that some of these activity-dependent genes were downregulated in CBP^KIX/KIX^ mice, including *Nr4a1*. The role of the Nr4A sub-family has been well characterized in memory. Reducing Nr4A function in the hippocampus impairs long-term memory [82–84], while the activation of Nr4A family transcription factors enhances memory in young [85] and aged mice [86, 87]. Pharmacological activation of CBP in a mouse model of Alzheimer’s disease rescues *Nr4A* gene expression and long-term memory [31].

Notably, we found that genes involved in circadian rhythms were significantly dysregulated in the dorsal hippocampus of CBP^KIX/KIX^ mice following learning including *Per1*, *Per2*, *Per3*, *Dbp*, *Nr1d1*, *Nr1d2*, and *Ciart/Chrono/ Gm129*. IPA analysis revealed the major upstream regulators of the downregulated circadian genes in CBP^KIX/KIX^ mice following learning were CREB, CLOCK, and BMAL1, emphasizing the interaction between CBP and the circadian oscillator. Although the suprachiasmatic nucleus (SCN) houses the master circadian clock in mammals, circadian rhythms and circadian genes in the hippocampus have been associated with memory. Performances in hippocampus-dependent tasks including the radial arm maze, spontaneous alteration, novel object location, contextual fear conditioning, passive avoidance, and MWM are time of day dependent (reviewed in [88]). The formation and persistence of long-term hippocampal memory has been associated with circadian rhythms in cAMP and MAPK signaling through CREB-mediated transcription [89]. Hippocampal PER1 has been postulated to function as a gatekeeper conveying time of day information to signaling pathways involved in memory formation through the regulation of CREB phosphorylation [57, 59]. While these previous studies indicate that the circadian clock regulates CREB-mediated transcription in the hippocampus to affect memory formation, our data suggests reciprocal interactions with CBP transcriptional co-activation mediating *Per* gene expression after learning. Our research suggests that in the hippocampus, *Per1* and *Per2* transcription is dependent upon CBP transcriptional co-activation similar to the CBP-CREB-dependent regulation of *Per* genes seen in the SCN [90, 91].

Previously, in vitro research has indicated that CBP modulates circadian rhythms and interacts with BMAL1 in phase resetting of the circadian clock [40]. Moreover, siRNA knockdown of CBP significantly diminishes circadian oscillations in cultured cells [40]. However, no previous studies in mammalian models have examined the effects of CBP mutations on circadian rhythms in vivo*.* We found that under diurnal conditions, CBP^KIX/KIX^ mice exhibited delayed activity onset with peak activity occurring significantly later in the night compared to sex-matched controls. In constant darkness, both male and female CBP^KIX/KIX^ mice have significantly longer free-running periods. During preparation of this manuscript, high-resolution structural research identified direct interactions between the C-terminal transactivation domain of BMAL1 with the KIX domain of CBP [92]. Previous in vitro research found that the KIX domain of CBP and CRY 1 competed for binding at the TAD domain of BMAL1 highlighting the fine-tuned regulation of circadian period length [93]. Thus, it appears possible that CBP affects circadian clock function through independent interactions with circadian transcription factors, particularly BMAL1, in addition to transcriptional co-activation with phospho-CREB (Ser133). The role of CBP in the circadian clock appears highly conserved. In *Drosophila*, CBP has been shown important in circadian gene transcription regulating the CLOCK/CYCLE activation of transcription [94–97]. Similar to what we observed in mice, when CBP levels are decreased in circadian pacemaker neurons, the period is lengthened in *Drosophila* [96]. Moreover, the regulation of CBP levels appears to be a critical factor in the maintenance of normal circadian function as overexpression of CBP induces behavioral arrhythmicity in *Drosophila* [94, 97].

Despite the temporally delayed activity pattern and longer free-running rhythms seen in CBP^KIX/KIX^ mice, we found no difference between phase resetting in mutant mice and WT by light pulses delivered in the early or late night. The dissociation between the impact of KIX domain mutations on different functions of the circadian clock is consistent with the multiple domain nature of the CBP protein. For phase resetting of the circadian clock, the interactions between CBP and BMAL1 at the *Per1* promoter are thought to be primarily reliant upon calcium-dependent PKC signaling following resetting stimuli and not CREB [40]. CBP has been postulated to interact with BMAL1 through the PXDLS motif (Pro-X-Asp-Leu-Ser), a conserved motif in multiple circadian proteins and present in CBP [64]. Our in vivo studies differentiating the impact of KIX mutations on period length and phase resetting support the hypothesis that different signaling pathways trigger CBP involvement in these two functions. Since phase shifts in response to light have been shown to be, at least in part, CREB-dependent, CREB also may act through binding to other co-activators such as CREB-regulated transcription coactivator (CRTC1) in phase resetting via Per1 in the SCN [98, 99].

While our study shows a dual role for the CBP KIX domain in spatial long-term memory consolidation and the maintenance of normal circadian periods, we cannot absolutely determine the relationship between the two functions of CBP. As the CBP^KIX/KIX^ mutation is a whole body mutation, the Kix domain of CBP is mutated in the SCN, the master circadian clock controlling transcriptional and behavioral rhythms, which presumably underlies the lengthening of the free-running period and the activity delays. Of particular relevance, previous research has found that arrhythmia in the SCN circadian clock results in hippocampal memory impairments [100, 101]. Thus, it is possible that alterations in the circadian function of the SCN result in changes in other brain clocks such as in the hippocampus to cause memory impairments. However, as shown in our studies, we found that the CBP^KIX/KIX^ mutation did not cause circadian arrhythmia, but instead CBP^KIX/KIX^ mice exhibited a lengthening of the free-running period under constant conditions and a delay in activity during the dark phase during both LD and DD conditions. Furthermore, no activity differences were observed between CBP^KIX/KIX^ mice and wild-type mice during the light phase when the training for learning occurred in our experiments (ZT3–ZT6). These results make it unlikely that changes in the SCN circadian oscillator underlie the impairments in hippocampus memory consolidation that we observed. Additionally, the differential expression of several core circadian genes between wildtype and CBP^KIX/KIX^ mice were observed specifically after hippocampus-dependent learning, but not under homecage conditions (Fig. 4, Additional file 1: Fig. S5, Table 1, Additional file 2: Table S1). While beyond the scope of the present investigation, future studies involving site-specific mutation of CBP^KIX/KIX^ restricted specifically to the adult hippocampus or SCN will be an important avenue of exploration to more fully elucidate the relationship between the impairments in learning and the circadian clock.

While performing these studies at the same circadian time (ZT3-ZT6) allows for direct comparison between experiments through minimization of changes in gene expression due to circadian regulation, it is possible that the downregulation of circadian genes observed in CBP^KIX/KIX^ mice represents a change in gene expression due to phase shifts of the circadian oscillator. However, we find this possibility to be unlikely as we did not observe any significant phase shifts in the locomotor activity profiles of these animals during the light phase nor did we find widespread changes in gene expression under homecage conditions that would be likely if circadian gene cycling was affected. Nonetheless, understanding the effect of CBP^KIX/KIX^ on memory and circadian transcription across multiple circadian times is an important future direction necessary to fully understand the multiple roles of CBP.

## Conclusions

Our research on the CBP KIX domain provides significant insight into two processes that significantly impact healthy aging, memory, and circadian rhythms. Although overall CBP protein levels appear unchanged with aging in one rat model [102], potentially, changes in CREB-CBP interactions through the KIX domain could be linked to age-related memory impairments. Mutations in CBP have been associated with neurodegenerative diseases including Huntington’s disease [32, 33] and Alzheimer’s disease [34–36]. Post-mortem brain analysis in humans and animal models have found decreased CREB expression associated with many neurological and neurodegenerative disorders including Alzheimer’s disease, Parkinson’s disease, bipolar disorder, and schizophrenia [31, 103–105]. In a mouse model of Alzheimer’s disease, viral delivery of CBP restores pCREB levels and mitigates cognitive impairments [106]. Our research highlights the role the CBP KIX domain plays in the regulation of circadian gene expression and circadian activity as well as its role in long-term memory. Maintaining robust circadian rhythms is also essential for healthy aging. Age-related changes in circadian function include the dampening of molecular circadian rhythms, changes in free-running period, and impairments in the synchronization and coordination of circadian oscillators across tissues and organs (reviewed in [107]). The longer free running period in CBP^KIX/KIX^ mice with delayed activity onset is reminiscent of the circadian phenotypes seen in aging mice. Aged mice have significantly longer free-running periods and exhibit a delay in activity onset after dark compared to younger adult mice [108]. Recent evidence suggests that circadian rhythm disruptions may contribute to increased risk or aggravation of disease pathology for neurodegenerative diseases including Alzheimer’s disease and Parkinson’s disease [109–114]. Additionally, recent research suggests that hippocampal Per1 specifically may be critical to age-related cognitive impairments [58]. The CBP KIX domain appears to represent a potential target for understanding the effects of circadian and memory impairments that occur with aging. With life expectancy predicted to continue rising [115], identifying the regulatory mechanisms and molecular processes underlying the formation of memory is a necessary step for the development of future therapies and treatments for memory impairments.

## Methods

### Animals

The CBP^KIX/KIX^ mice for experiments were generated from heterozygous mating (from C57BL/6 J genetic background), with wildtype (WT) littermates used as controls. Mice were approximately 3 months old at the start of experiments. Male and female mice were used in experimental and control groups. Mice were housed in groups of 2–3 under 12-h light/12 h-dark cycle in a temperature- and humidity-controlled room (22 °C and 55 ± 5%, respectively) with ad libitum access to food and water. All behavioral training and testing (with the exception of circadian monitoring) was performed during the light portion of the cycle (lights on at 7:00 A.M.) at the same time of day. Experimental protocols and animal care at the University of Strasbourg were in compliance with the institutional guidelines laws and policies (the European Parliament 2010/63/UE of September 22, 2010). All experiments at the University of Pennsylvania were approved by the University of Pennsylvania Institutional Care and Use Committee (IACUC protocol 804407) and conducted in accordance to National Institute of Health guidelines.

### Morris water maze

Evaluation of spatial memory was performed using the Morris Water Maze task (MWM) as described in Chatterjee et al. [30]. For the spatial memory tests, two independent groups of mice CBP^KIX/KIX^ and their WT littermates were trained for 5 days. Each training day consisted of four trials of maximum duration of 60 s in each trial to locate a hidden platform under the surface of water using the visual cues present in the room. After the last training session, the platform was removed, and each group of animals was tested (probe test) to measure short-term memory 1 h later or 24 h later to measure long-term memory. During the probe test, the mice were placed in the opposite quadrant with respect to the target quadrant and allowed to swim for 60 s. Spatial memory during the probe test was quantified by measuring the amount of time spent by the mice searching in the target quadrant versus the average time spent in the three other quadrants. For the biochemical studies, mice were trained for three consecutive days. Three days of training using this protocol has previously been shown sufficient to induce CBP-dependent gene expression changes in the dorsal hippocampus [116]. One hour after the last trial on the 3rd day, the dorsal hippocampus was immediately dissected, frozen in liquid nitrogen, and stored at − 80 °C. All the animals were euthanized between ZT3 and ZT6 for tissue collection for gene expression studies. This time point was chosen based on our previous publications [31, 116] in which we showed that 3 days of training in the MWM was sufficient to increase CBP expression in the dorsal hippocampus, increased CBP binding to the promoter of target genes, increased histone acetylation, and increased upregulation of target gene expression.

### Contextual fear conditioning

Contextual fear conditioning was performed as previously described [117] with mice handled 1 min per day for three consecutive days prior to fear conditioning training. On the training day, the mice received a single 2 s, 1.5 mA foot-shock culminating 2.5 min after placement into the chamber. Mice were removed from the chamber 30 s after receiving the foot shock and returned to their homecages. One hour after the end of training, animals were euthanized and dorsal hippocampi were quickly dissected for RNA extraction. A separate group of mice serving as homecage controls were handled but did not receive the electric shock. All the animals were euthanized between ZT3 to ZT6 for gene expression studies.

### Microarray

For the microarray homecage experiments, WT or CBP^KIX/KIX^ mice were handled for three consecutive days prior to tissue collection. Animals were euthanized between ZT3 and ZT6, hippocampi were quickly dissected and total RNA was extracted. Microarray analysis was performed with Affymetrix MOE 430v2 arrays probed with labeled RNA from the two hippocampi of each animal as a single biological replicate. RNA was obtained using a TRIzol-chloroform extraction followed by RNAeasy (Qiagen) isolation. RNA quality was assessed with the Agilent Bioanalyzer. RNA amplification and labeling were performed with the NuGen ovation system. After hybridization and array reading at the Penn Microarray Facility, intensity scores were calculated by the Robust Multiarray Average (RMA) method [118], and quality control was performed using array Quality Metrics [119] to ensure that differences in signal intensity did not bias analysis. Following the RMA, patterns from Gene Expression (PaGE v5.1) analysis were implemented in Perl to assess confidence in changes in probe set expression level between CBP^KIX/KIX^ and wildtype littermates. This algorithm uses permutations of the input data to empirically determine the false discovery rate (FDR) for a given *T*-statistic level, allowing assignment of FDR values to individual probe sets based on a modified *T*-statistic. FDR values were computed with 200 permutations, and multiple instances of FDR calculation were run to assess confidence levels (1-FDR) from 80 to 95%.

### RNA extraction for RNA-seq library preparation and sequencing

Dorsal hippocampus was quickly dissected, placed into RNA later (Qiagen Valencia, CA), or frozen in liquid nitrogen. Tissues were homogenized in QIAzol Lysis Reagent (Invitrogen) and mixed in chloroform. RNA in aqueous-phase was separated in phase-lock tubes following centrifugation at 14,000*g* for 15 min. RNA was extracted using RNAeasy kit (Qiagen) according to the manufacturer’s instruction. Samples were DNase treated using the RNase-Free DNase kit (Qiagen) off-column. Samples were ethanol precipitated and resuspended in RNAse-free water. Samples with an OD 260/280 and OD 260/230 ratio close to 2.0 and RNA integrity number (RIN) above 8 were selected for library preparation.

#### RNA library preparation and sequencing from homecage and fear conditioned mice

RNA library from homecage and fear conditioned mice were prepared at the PGFI sequencing core at the University of Pennsylvania using the TruSeq sample preparation kit (Illumina San Diego, CA) according to the manufacturer’s instructions with polyA selection. Libraries were size selected and quantified by qPCR (KAPA Biosystems Boston, MA) and sequenced. Barcoded libraries were sequenced in Illumina HiSeq 2000 in paired-end 100-bp reads. Three libraries were sequenced per lane on an Illumina HiSeq 2000 at the sequencing core at the University of Pennsylvania.

#### RNA library preparation and sequencing from homecage and MWM mice

RNA libraries from homecage and MWM mice were prepared at the Iowa Institute of Human Genetics (IIHG), Genomics Division, using the Illumina TruSeq Stranded Total RNA with Ribo-Zero gold sample preparation kit (Illumina, Inc., San Diego, CA). Library concentrations were measured with KAPA Illumina Library Quantification Kit (KAPA Biosystems, Wilmington, MA). Pooled libraries were sequenced on Illumina HiSeq 4000 sequencers with 150-bp Paired-End chemistry (Illumina) at the IIHG core.

The RNA seq data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE151681 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE151681). The code for analyses and figures related to RNA-seq data can be accessed through GitHub (github.com/ethanbahl/chatterjee2020_cbpkix).

#### cDNA synthesis and quantitative real-time reverse transcription (RT)-PCR

cDNA preparation was done using SuperScript™ IV First-Strand Synthesis System (Ambion) from 1 μg total RNA. Real-time RT-PCR reactions were performed in 384-well optical reaction plates with optical adhesive covers (Life Technologies). Each reaction was composed of 2.25 μl cDNA (2 ng/ul), 2.5 μl Fast SYBR™ Green Master Mix (ThermoFisher Scientific), and 0.25 μl of primer mix (IDT). Reactions were performed in at least triplicate on the Quant studio 7 Flex Real-Time PCR system (Applied Biosystems, Life Technologies). Hprt and Pgk1 were used as housekeeping controls for normalization.

#### RNA-seq analysis

Sequencing data was processed with the bcbio-nextgen pipeline (https://github.com/bcbio/bcbio-nextgen). The pipeline uses STAR [120] to align reads to the genome and quantifies expression at the gene level with featureCounts [121]. All further analyses were performed using R [122]. For gene level count data, the R package EDASeq was used to adjust for GC content effects (full quantile normalization) and account for sequencing depth (upper quartile normalization) [123] (Additional file 1: Fig. S8 and S9). Latent sources of variation in expression levels were assessed and accounted for using RUVSeq (RUVr) [124] (Additional file 1: Fig. S10 and S11). Appropriate choice of the RUVSeq parameter *k* was determined through inspection of *P* value distributions, mean-difference plots, RLE plots, and PCA plots. Specifically, values of *k* were chosen where *P* value distributions showed an expected peak below 0.05 [125] and experimental groups were separable with three principal components. Differential expression analysis was conducted using edgeR [126, 127].

We performed three differential expression analyses to identify genes responsive to learning in wildtype mice, genes responsive to the CBP^KIX/KIX^ genotype following learning, and genes responsive to the CBP^KIX/KIX^ genotype at baseline. Based on criteria listed above, we used *k* values of 3, 4, and 0 for the analyses. Data generated from two experimental batches using different hippocampus-dependent learning paradigms were included in the differential expression models. Due to this experimental design, effects specific to a particular experiment (both sequencing batch effects and paradigm-specific effects) were accounted for in the models by including experimental batch as a blocking variable, thus revealing genes reproducibly responsive to learning or the CBP^KIX/KIX^ genotype across multiple paradigms of hippocampus-dependent learning.

To externally validate our analysis, we used previously published research on gene regulation in the hippocampus following chemically induced neuronal activation [55]. We created a positive control set (Additional file 2: Table S4 with list of positive controls) using genes in the top decile of adjusted *P* values (adjusted *P* < 0.05). We performed Fisher’s exact test on a two-dimensional contingency table, with rows indicating whether a gene was responsive to learning in our study, and columns indicating whether the gene was in the positive control set. Using this approach, we also tested the set of genes responsive to the CBP^KIX/KIX^ genotype, after learning, for enrichment of genes responsive to learning in WT animals. As an alternative approach to assessing commonalities between these expression signatures, we also performed a rank-rank hypergeometric overlap (RRHO) analysis [128]. We ordered genes in each list by *P* value and used a step size of 100 genes to identify FDR thresholds for each list, which conferred maximal overlap in gene signatures. We then used the R package cluster Profiler [129] to compare gene ontology enrichment identified for traditional thresholds compared to thresholds supporting maximal RRHO enrichment.

#### Upstream regulator and pathway analysis

Upstream regulator analysis was performed using the QIAGEN’s Ingenuity® Pathway Analysis (Qiagen Redwood City, CA, USA, www.qiagen.com/ingenuity) as described in Lorsch et al. [130]. Global enrichment network analysis from KEGG pathway database was performed using the free online NetworkAnalyst software 3.0 (https://www.networkanalyst.ca).

### Activity monitoring

Activity monitoring was performed as previously described in a separate group of mice from the RNA-seq/microarray/ behavioral experiments [65, 131]. Briefly, mice were individually housed inside light- and noise-attenuating chambers (22″ × 16″ × 19″, Med Associates, St. Albans, VT) equipped with a 250-lx light source (80 lx at cage floor) and fan for ventilation. Each cage was placed within a system of infrared beams spaced 0.5 in. apart that provided two horizontal infrared grids at 0.75″ and 2.75″ above the cage floor. Mice were allowed to acclimate to the activity monitoring chambers for 1 week before the start of activity monitoring. Infrared beam break counts were acquired at 10 s intervals for 7 days on a 12-h:12-h LD schedule to measure both horizontal and vertical (rearing) activity across the entire diurnal cycle. Activity counts were binned into 1-h intervals and averaged over the 7 days. After the final day of activity monitoring in LD cycles, lights were switched off and animals were allowed to free-run in 24 h constant darkness (DD) for 4 weeks with activity counts compiled every minute. Circadian period (tau) was calculated from day 2 until the end of DD using ClockLab software (Actimetrics).

### Light pulses

Following 4 weeks of constant darkness, one cohort of mice (*n* = 8 WT and *n* = 5 CBP^KIX/KIX^) received a 15-min phase delaying 250-lx (80 lx at cage floor) light pulse at CT 14. Mice were allowed to recover for 8 days in 24-h constant darkness, and the phase shift was measured. After the 8 days in continuous darkness, a second 15-min phase advancing light pulse was given at CT 22. The phase angles of activity delay and advancement were calculated using ClockLab software (Actimetrics).

### Statistical analyses

All statistics were performed using Graphpad Prism (V8.1), except for circadian analysis which was performed using SPSS for Windows (v 24.0) and the bioinformatics analysis. For MWM, performance recorded during acquisition (latency to the platform) was evaluated using a one- or two-way ANOVA with repeated measures when appropriate. Escape latencies during acquisition were analyzed using two-way ANOVA, followed by Sidak’s multiple comparisons test. Probe trial performance was also analyzed using two-way ANOVA, followed by Sidak’s multiple comparisons test comparing the time spent in the target quadrant (T) and the time spent in the other three quadrants (Q1–3). Homecage activity was analyzed using a Mixed ANOVA with genotypes (WT and CBP^KIX/KIX^) as the between-subjects factor and time as the within-subject factor. Post hoc multiple comparisons were performed. Multivariate ANOVAs (MANOVA) were used to analyze the activity counts in the light and dark phases, with alpha corrected for multiple ANOVAs and set at *α* = 0.05/2. For total activity over the 24-h day and light pulse analysis, Student’s *t* test was applied. Results were expressed as means ± SEM. Values of *p* < 0.05 were considered as statistically significant.

## Supplementary information

**Additional file 1: Fig. S1.** CBP^KIX/KIX^ mice show normal learning, reduced swim speed and impaired long-term memory. **a** CBP^KIX/KIX^ mice show similar performance during trial 1 across training days 1–4 but shows significantly higher escape latency on day 5. 2-Way ANOVA: significant main effect of training days: F _(3.318, 99.55)_ = 4.538, *p* = 0.0038, significant main effect of genotype: F ^(1, 30)^ = 9.507, *p* = 0.0044. Sidak’s multiple comparisons test, comparing CBP^KIX/KIX^ vs WT on Day 5: adjusted *p* = 0.0120. **b** CBP^KIX/KIX^ mice showed lower swim speed during the training days (acquisition). Significant main effect of genotype: F (1, 30) = 15.33, *p* = 0.0005. Sidak’s multiple comparisons test revealed significant decrease in swim speed (CBP^KIX/KIX^ vs WT mice) on day 4 (*p* = 0.0067) and day 5 (*p* = 0.0417). **c** Male and female CBP^KIX/KIX^ mice showed similar performances during the 1 h probe test (short-term memory). **d** Male and female CBP^KIX/KIX^ mice showed similar performances in the 24 h probes test (long-term memory). Mixed-effects analysis: Significant main effect of Genotype F _(1, 12)_ = 11.36, *p* = 0.0056. No significant main effect of sex F _(1, 12)_ = 0.3330, *p* = 0.5746. **Fig. S2**. Learning-induced CREB phosphorylation at S133 is decreased in CBP^KIX/KIX^ mice. **(a)** Scheme of the experiment**. (b)** CREB phosphorylation at S133 is significantly increased after MWM training ([Unpaired t-test: t_(11)_ = 2.407, *p* = 0.0348, WT HC Vs WT MWM], while no such enhancement were observed in CBP^KIX/KIX^ mice [Unpaired t-test: t_(7)_ = 0.7450, *p* = 0.4805]. **(c)** Western blot showing CREB and p-CREB expression. **Fig. S3**. RRHO analysis. **a** Rank-rank hypergeometric overlap (RRHO) analysis comparing differential expression results between the effect of the KIX genotype after learning (X-axis) to the effect of learning (Y-axis). Although a threshold of FDR < = 0.05 corresponds to the top 158 and 135 genes for the X and Y axis, respectively, we observe maximum hypergeometric enrichment between the two lists when considering the top 500 genes from each list, corresponding to FDR thresholds of 0.133 and 0.146 for the X and Y axis, respectively (circle). **b** Comparison of gene ontology enrichment for overlapping genes using traditional FDR thresholds (FDR < =0.05), and relaxed thresholds identified by RRHO. RRHO thresholds also revealed significant enrichment of several terms not discovered with FDR < =0.05, including terms related to postsynaptic localization and additional transcription factor and hormone receptor binding terms. Compared to the stricter threshold of FDR < =0.05, RRHO thresholds reduced enrichment of several signficant gene ontology terms related to circadian rhythm, histone deacetylation, and transcription factor binding, suggesting these biological signals are primarily derived from statistically significant genes at FDR < =0.05. **Fig. S4.** CBP gene expression is unaltered in CBP^KIX/KIX^ mice. The four probe sets for CBP, official gene symbol Crebbp, are shown. Only the probe set that hybridizes to the KIX domain (1459804_at) shows evidence of reduced signal intensity in CBP^KIX/KIX^ mice. The approximately 40% reduction in signal only for this probe set is likely due to the three base pair mutations introduced by the KIX domain mutation. **Fig. S5.** CBP^KIX/KIX^ mice shows normal expression of core circadian genes in homecage. Circadian gene expression were accessed at baseline from wildtype and CBP^KIX/KIX^ mice. *Per1, Per2, Clock, Bmal, Nr1d1* and *Nr1d2* showed similar levels of expression, while *Dbp* showed significant decrease in CBP^KIX/KIX^ mice (unpaired t-test *p* = 0.0214). All the animals were euthanized between ZT3-ZT6. **Fig. S6.** Homecage RNA-seq analysis. 

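In homecage *Col6a4* (chromosome 9, 105989454 to 106096783) and *Papss2* had an adjusted p under 0.05. *Col6a4* was expressed at 8.63 ± 1.94 CPM (SD, n = 3) in WT and 1.65 ± 0.33 CPM (SD, n = 4) in CBP KIX/KIX mice, a log2 fold change of −2.44 (standard error 0.19, adjusted p = 0.00902 from edgeR's quasi-likelihood test). *Papss2* was expressed at 15.6 ± 0.275 CPM (SD, n = 3) in WT and 8.23 ± 0.552 CPM (SD, n = 4) in CBP KIX/KIX mice, a log2 fold change of −0.93 (standard error 0.08, adjusted p = 0.0121). Both were lower in 4 of 4 CBP KIX/KIX mice. In the fit with the replicate block the log2 fold changes were −2.53 (adjusted p = 0.115) and −0.95 (adjusted p = 0.218). After learning *Col6a4* changed by −0.35 between the genotypes (standard error 0.29, adjusted p = 0.546), with 0.14 (standard error 0.26) in RNA-Seq 1 alone and −0.67 (standard error 0.52) in RNA-Seq 2 alone, the experiment of the homecage mice. *Slc25a34* differed by −1.05 in homecage (standard error 0.13, adjusted p = 0.149; with the block −1.10 and 0.22), lower in 4 of 4 mice. *Col6a4* overlaps noncoding transcripts on the opposite strand.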

Volcano plot showing only 2 genes are differentially expressed in CBP^KIX/KIX^ mice compared to WT mice in dorsal hippocampus at homecage. **Fig. S7.** Delayed peak diurnal activity in male and female CBP^KIX/KIX^ mice. **a,b** CBP^KIX/KIX^ males have delayed activity onset and peak activity in 12 h:12 h LD compared to wildtype littermates **(a)** (time*genotype, F_(23,368)_ = 6.13, *p* = 0.002), without exhibiting differences in total ambulation **(b)** (t_(16)_ = 1.16, *p* = 0.307). **c, d** CBP^KIX/KIX^ females also have delayed diurnal activity patterns compared to wildtype (**c**) (F_(2,23)_ = 7.95, *p* < 0.001), while total movement is unaltered between CBP^KIX/KIX^ females and wildtype controls (**d**) (t(10) = 1.11, *p* = 0.316). *p < 0.05, **p < 0.01. ***p < 0.001. **Fig. S8.** Normalization of differences in GC content distribution and sequencing depth using EDASeq for comparisons of RNAseq studies after learning in wildtype mice and CBP^KIX/KIX^ mice. Distributional differences in GC content and variability in sequencing depth are sources of technical variability in RNA-sequencing data. **a-c**, GC content distributions before normalization (**a**), after full quantile GC content normalization (**b**), and upper quartile sequencing depth normalization (**c**). **d-f**, Relative log expression (RLE) plots before normalization (**d**), after full quantile GC content normalization (**e**), and upper quartile sequencing depth normalization (**f**). **g-i**, Principal component analysis (PCA) plots before normalization (**g**), after full quantile GC content normalization (**h**), and upper quartile sequencing depth normalization (**i**). **Fig. S9**. Normalization of differences in GC content distribution and sequencing depth using EDASeq for comparisons of RNAseq studies between homecage wildtype mice and trained wildtype mice. **a-c**, GC content distributions before normalization (**a**), after full quantile GC content normalization (**b**), and upper quartile sequencing depth normalization (**c**). **d-f**, Relative log expression (RLE) plots before normalization (**d**), after full quantile GC content normalization (**e**), and upper quartile sequencing depth normalization (**f**). **g-i**, Principal component analysis (PCA) plots before normalization (**g**), after full quantile GC content normalization (**h**), and upper quartile sequencing depth normalization (**i**). **Fig. S10**. RUV normalization for analysis of RNAseq after learning in wildtype mice and CBP^KIX/KIX^ mice. RUV normalization removes unwanted variation that dwarfs biological signal in RNA-sequencing data. Left. 

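RUVr estimates factors from the residuals of a first fit and adds them to the model, so that variation shared by many genes is taken out of the error. In the comparison of CBP KIX/KIX with WT mice after learning, 9.89% of the genes had an unadjusted p under 0.05 without such factors and 18.7% with 4 of them. On simulated data with no changed gene and 4 such factors, the share was 42.3% where hidden factors were drawn at random. It was 5.23% where they were made exactly uncorrelated with genotype and batch. The share with factors is therefore no measure of how many genes differ. The genes with an adjusted p under 0.05 without factors (edgeR's quasi-likelihood test, Benjamini-Hochberg) were *Papss2* and *Slc25a34*, each at 1.94e-06, *Rbp3* at 0.000942, *Nptx2* at 0.0139 and *Alcam* at 0.0363. With 3 factors 326 genes passed and with 5 factors 762.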

Without applying RUV normalization, uncorrected *P*-values from the differential expression analysis are uniformly distributed and few genes are found to be statistically significant at false discovery rate (FDR) < =0.05 after multiple testing correction (**a,c**). RLE and PCA plots reveal traditional normalization approaches fail to allow separation of biologically meaningful groups using three principal components* (**e,g**). Right. Applying RUV normalization increases power to detect statistically significant differences in gene expression (**b,d**), and allows separation of experimental groups (blue-green, green-red) of interest using three principal components* (**f,h**). *For 3-dimensional PCA plots, the first component represents experimental batch (correlation coefficient > 0.99). As experimental batch is directly accounted for in the differential expression model, we excluded it here and considered PC 2–4 for visualization and the assessment of RUV normalization. **Fig. S11.** RUV normalization for analysis of homecage and trained wildtype mice RNAseq experiments. Left. 

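In the comparison of WT learning with WT homecage mice, 8.56% of the genes had an unadjusted p under 0.05 without factors of unwanted variation and 18.3% with 3 of them. The genes with an adjusted p under 0.05 without factors (edgeR's quasi-likelihood test, Benjamini-Hochberg) were *Egr2*, *Nr4a1*, *Arc*, *Junb*, *Egr1*, *Fos* and, outside the genes chosen beforehand, *Dusp6*, *Tiparp* and *Dusp5*. Their adjusted p-values ran from 0.000128 for *Egr2* to 0.0187 for *Dusp5*. With 2 factors 119 genes passed and with 4 factors 313. Under the replicate block the share of genes with an unadjusted p under 0.05 was 9.34% without factors and 21.5% with 3.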

Without applying RUV normalization, uncorrected P-values from the differential expression analysis are uniformly distributed and few genes are found to be statistically significant at false discovery rate (FDR) < =0.05 after multiple testing correction (**a,c**). RLE and PCA plots reveal traditional normalization approaches fail to allow separation of biologically meaningful groups using three principal components* (**e,g**). Right. Applying RUV normalization increases power to detect statistically significant differences in gene expression (**b,d**), and allows separation of experimental groups (blue-green, green-red) of interest using three principal components (**f,h**).

**Additional file 2 : Table S1.** List of Genes Differentially Expressed in CBP^KIX/KIX^ mutants compared to wild-type littermates after spatial learning. **Table S2**. List of the upstream regulators of the DEGs in CBP^KIX/KIX^ mutants. **Table S3**. List of Genes Differentially Expressed in wildtype mice after spatial learning compared to homecage. **Table S4.** Positive controls for validation of differential gene expression analysis. **Table S5**. List of the upstream regulators of the DEGs in wild-type mice following learning. **Table S6**. High confidence (80%) changes in homecage gene expression in CBP^KIX/KIX^ mice. **Table S7.** List of qPCR primers used to study gene expression.

## Data Availability

The datasets generated and/or analyzed during the current study are available in the NCBI’s Gene Expression Omnibus repository, GEO Series accession GSE151681 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE151681). CCA’s present address is: Department of Psychiatry and Behavioral Sciences, Stanford University, Stanford, California, USA. SGP’s present address is: DNA Electronics, San Diego, California, USA. JDH’s present address is: Department of Cellular Neuroscience, Neurodegeneration, and Repair, Yale University, New Haven, Connecticut, USA.

# Supplementary material for: The CBP KIX domain regulates long-term memory and circadian activity
**Source:** BMC Biol. 2020 Oct 29;18:155. doi: 10.1186/s12915-020-00886-1
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1. CBPKIX/KIX mice show normal learning, reduced swim speed and impaired long-term memory. a CBPKIX/KIX mice show similar performance during trial 1 across training days 1–4 but shows significantly higher escape latency on day 5. 2-Way ANOVA: significant main effect of training days: F (3.318, 99.55) = 4.538, p = 0.0038, significant main effect of genotype: F (1, 30) = 9.507, p = 0.0044. Sidak’s multiple comparisons test, comparing CBPKIX/KIX vs WT on Day 5: adjusted p = 0.0120. b CBPKIX/KIX mice showed lower swim speed during the training days (acquisition). Significant main effect of genotype: F (1, 30) = 15.33, p = 0.0005. Sidak’s multiple comparisons test revealed significant decrease in swim speed (CBPKIX/KIX vs WT mice) on day 4 (p = 0.0067) and day 5 (p = 0.0417). c Male and female CBPKIX/KIX mice showed similar performances during the 1 h probe test (short-term memory). d Male and female CBPKIX/KIX mice showed similar performances in the 24 h probes test (long-term memory). Mixed-effects analysis: Significant main effect of Genotype F (1, 12) = 11.36, p = 0.0056. No significant main effect of sex F (1, 12) = 0.3330, p = 0.5746. Fig. S2. Learning-induced CREB phosphorylation at S133 is decreased in CBPKIX/KIX mice. (a) Scheme of the experiment. (b) CREB phosphorylation at S133 is significantly increased after MWM training ([Unpaired t-test: t(11) = 2.407, p = 0.0348, WT HC Vs WT MWM], while no such enhancement were observed in CBPKIX/KIX mice [Unpaired t-test: t(7) = 0.7450, p = 0.4805]. (c) Western blot showing CREB and p-CREB expression. Fig. S3. RRHO analysis. a Rank-rank hypergeometric overlap (RRHO) analysis comparing differential expression results between the effect of the KIX genotype after learning (X-axis) to the effect of learning (Y-axis). Although a threshold of FDR < = 0.05 corresponds to the top 158 and 135 genes for the X and Y axis, respectively, we observe maximum hypergeometric enrichment between the two lists when

## Supporting Figures for “The CBP KIX domain regulates long-term memory and circadian activity”

Snehajyoti Chatterjee^1,2,3#^, Christopher C. Angelakos^4,5#^, Ethan Bahl^6,7^, Joshua D. Hawk ^4,5^, Marie E. Gaine^3^, Shane G. Poplawski^4,5,8^, Anne Schneider-Anthony^1,2^, Manish Yadav^3^, Giulia S. Porcari^5^, Jean-Christophe Cassel^1^, K. Peter Giese^9^, Jacob J. Michaelson^6,10,11,12^, Lisa C. Lyons^3,13^, Anne-Laurence Boutillier^1,2^* and Ted Abel^3^*

^#^ Authors contributed equally

**Figure S1.**

**
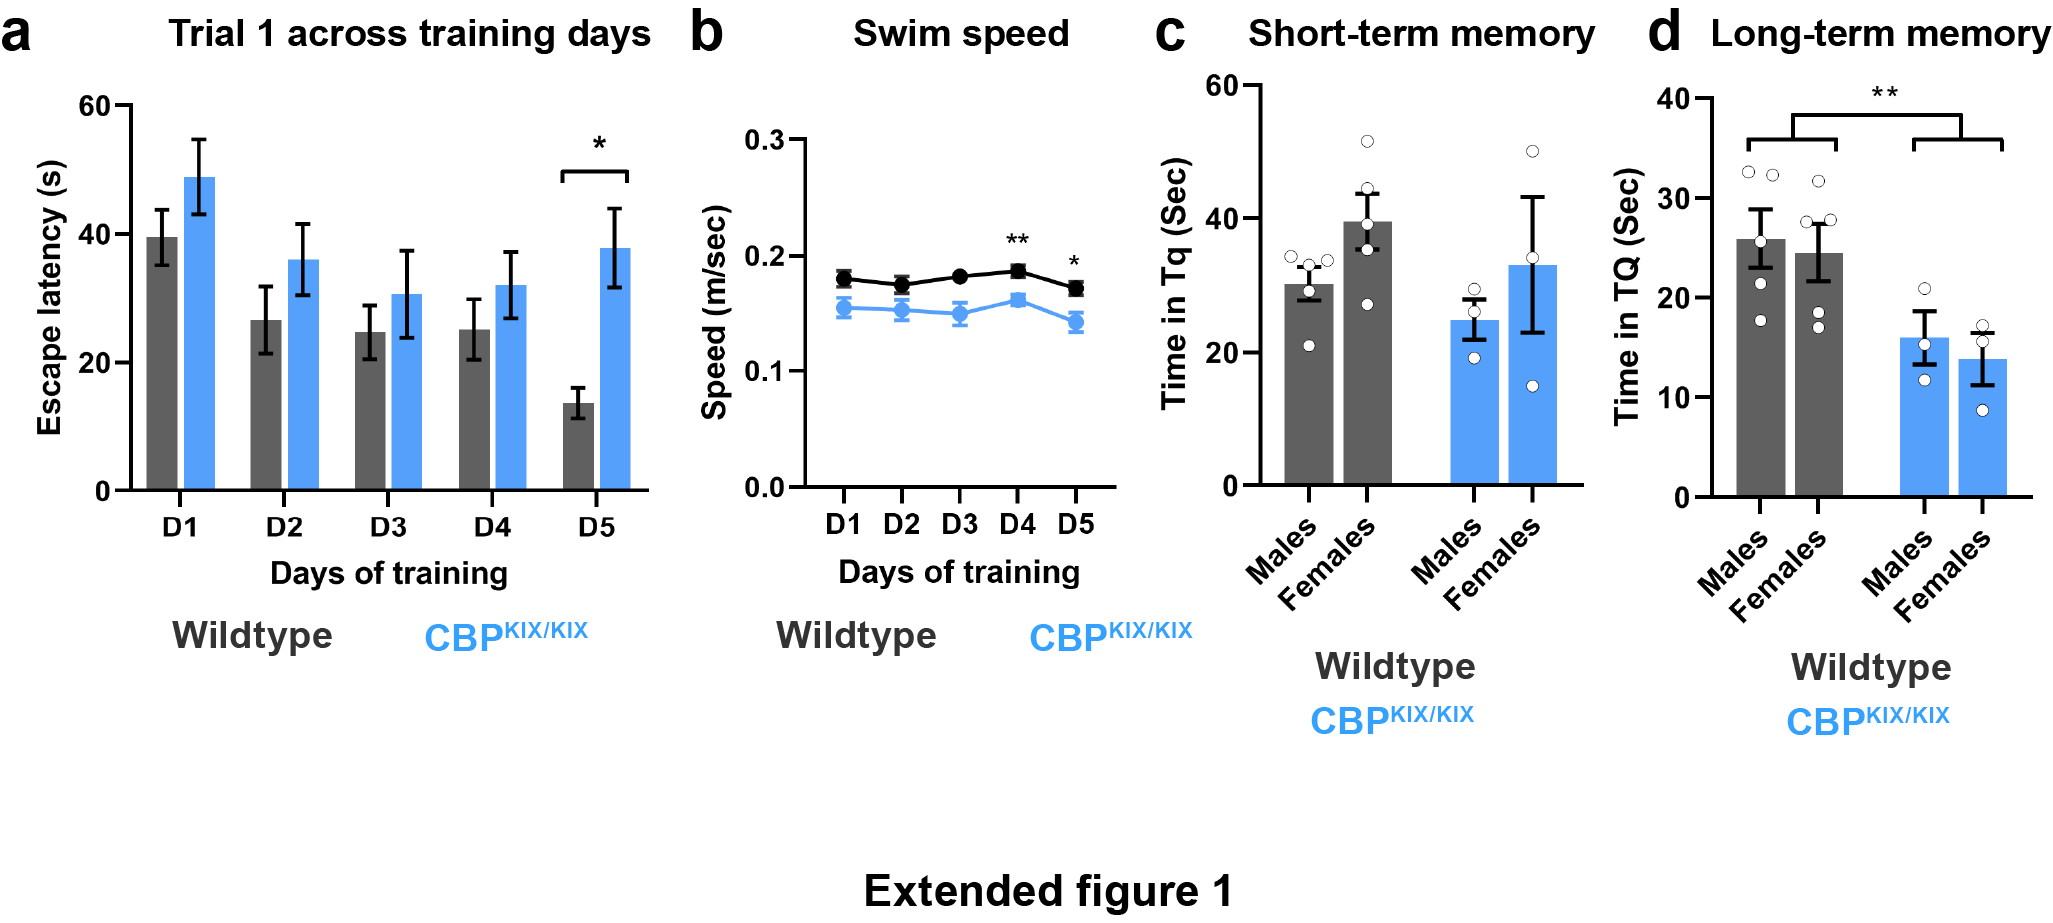
**

**Figure S2.**

**Figure S3.**

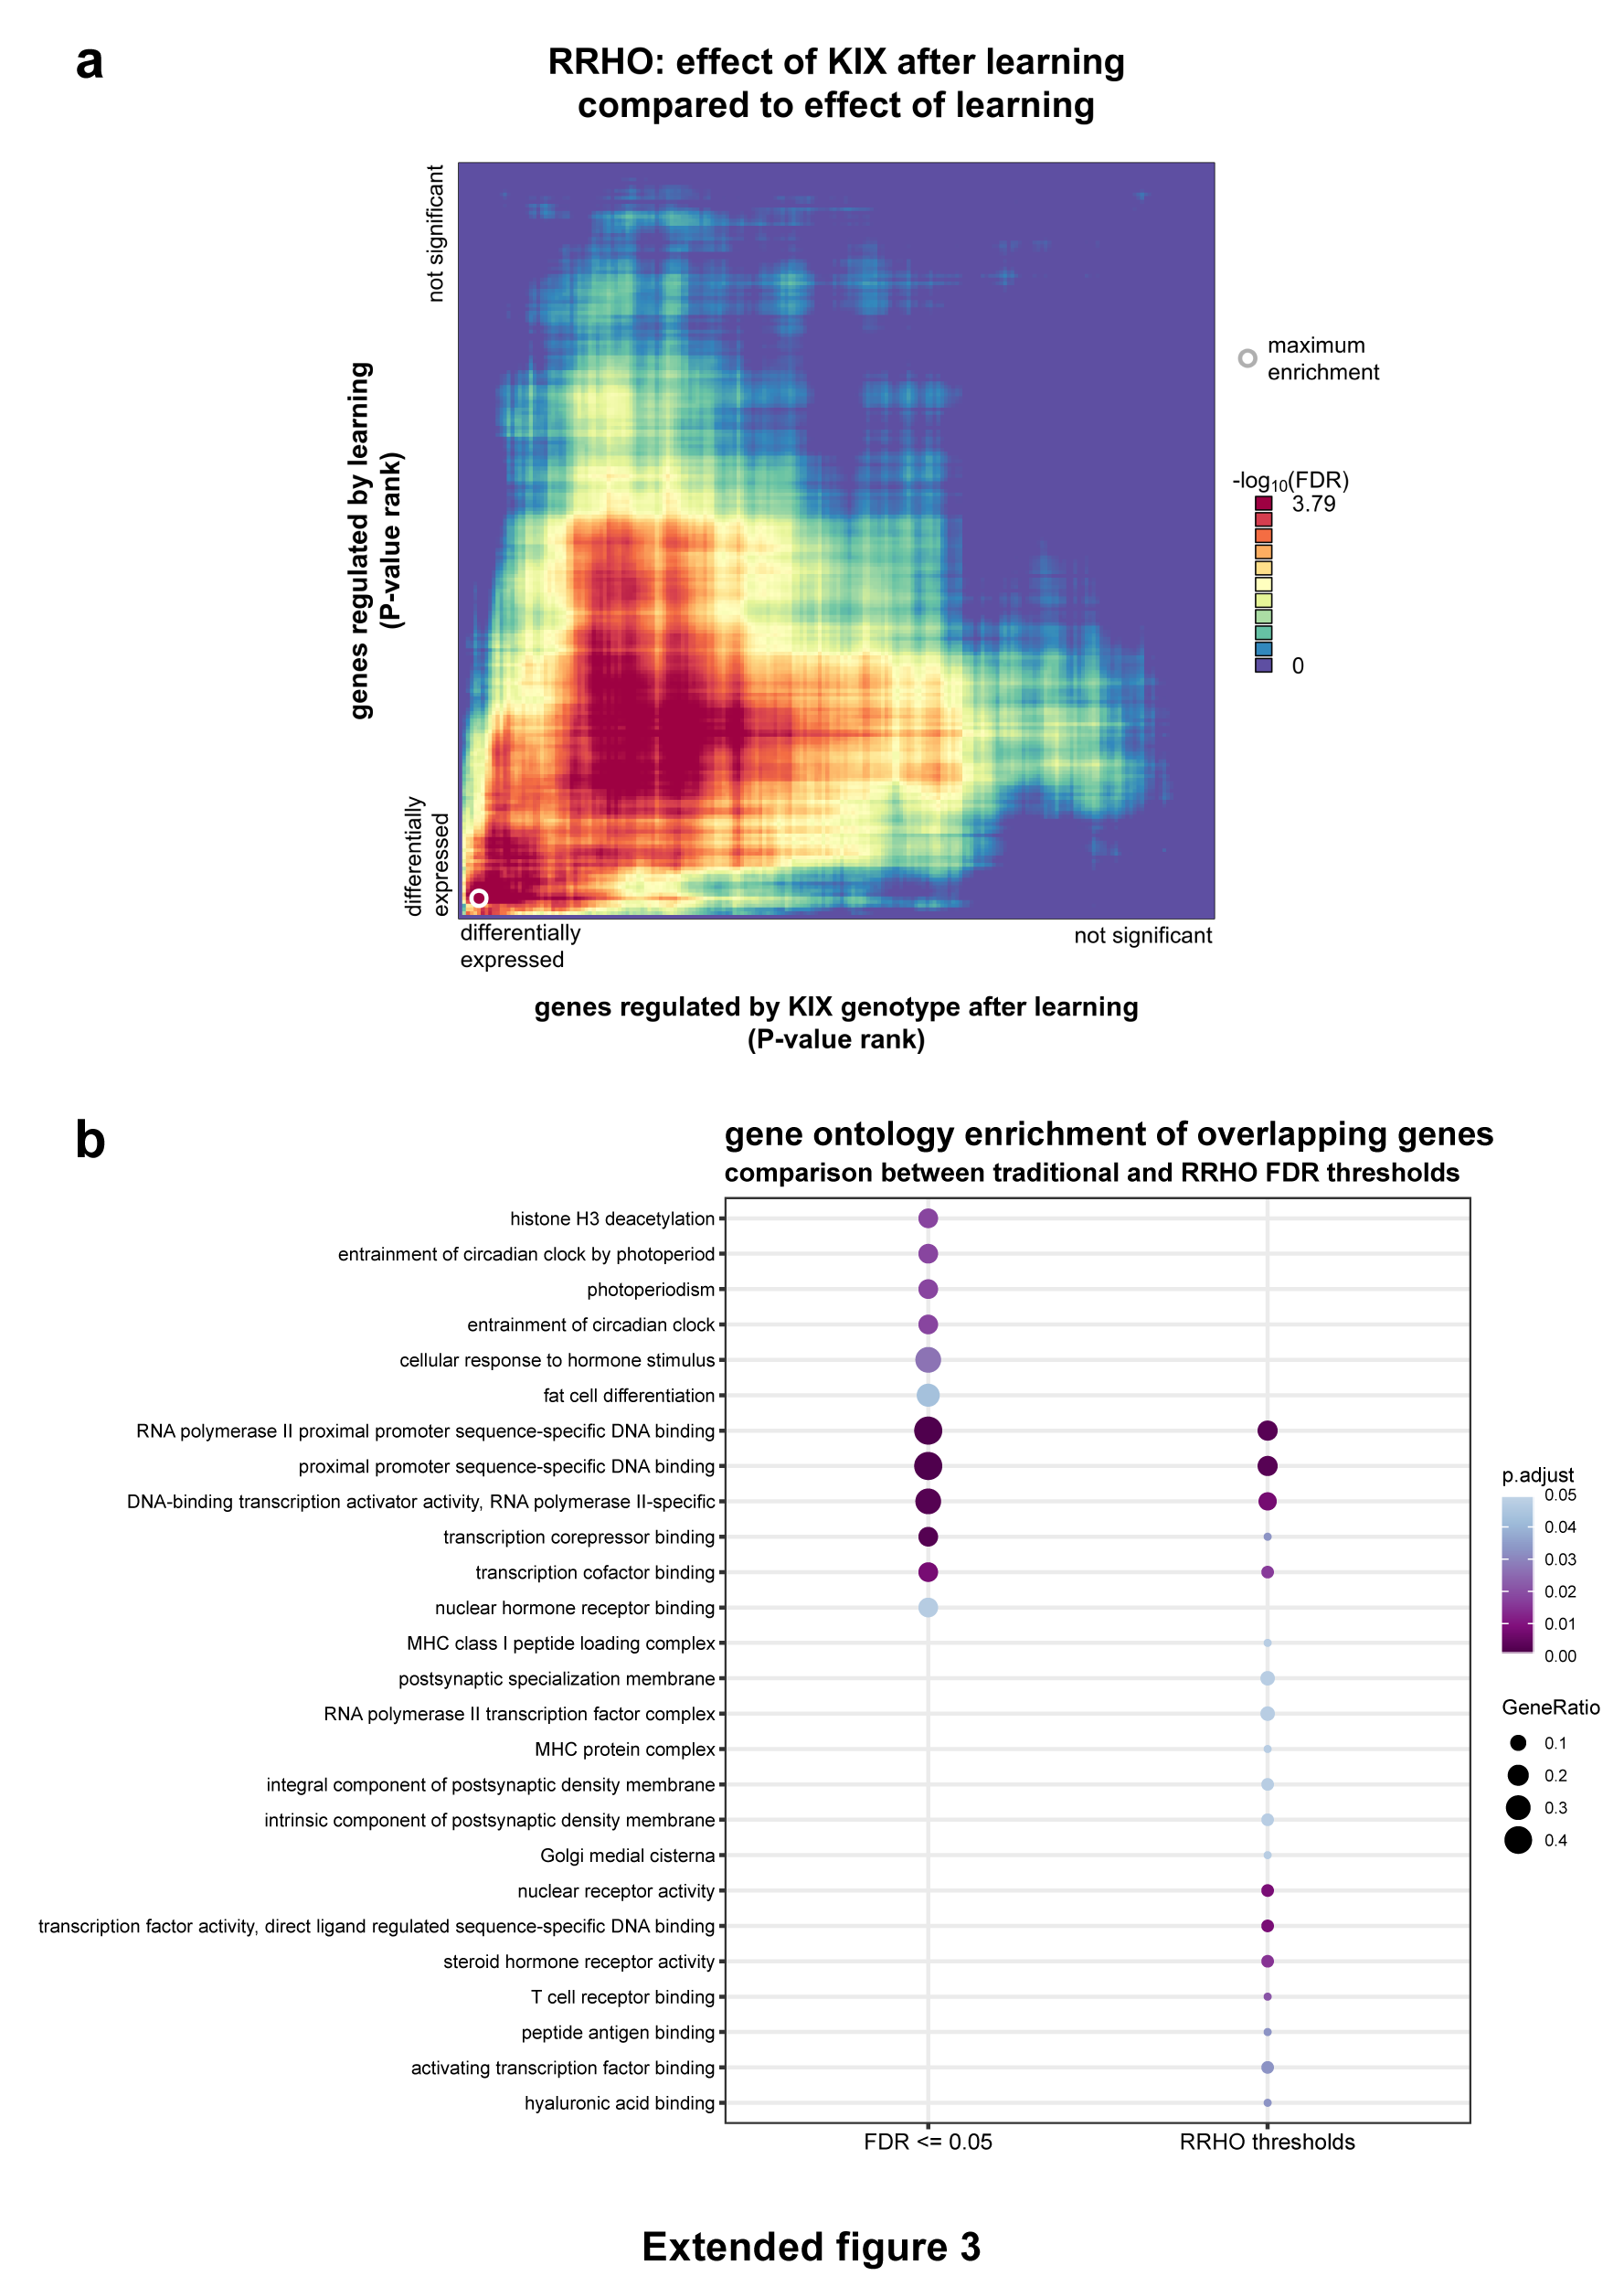

**Figure S4.**

**Figure S5.**

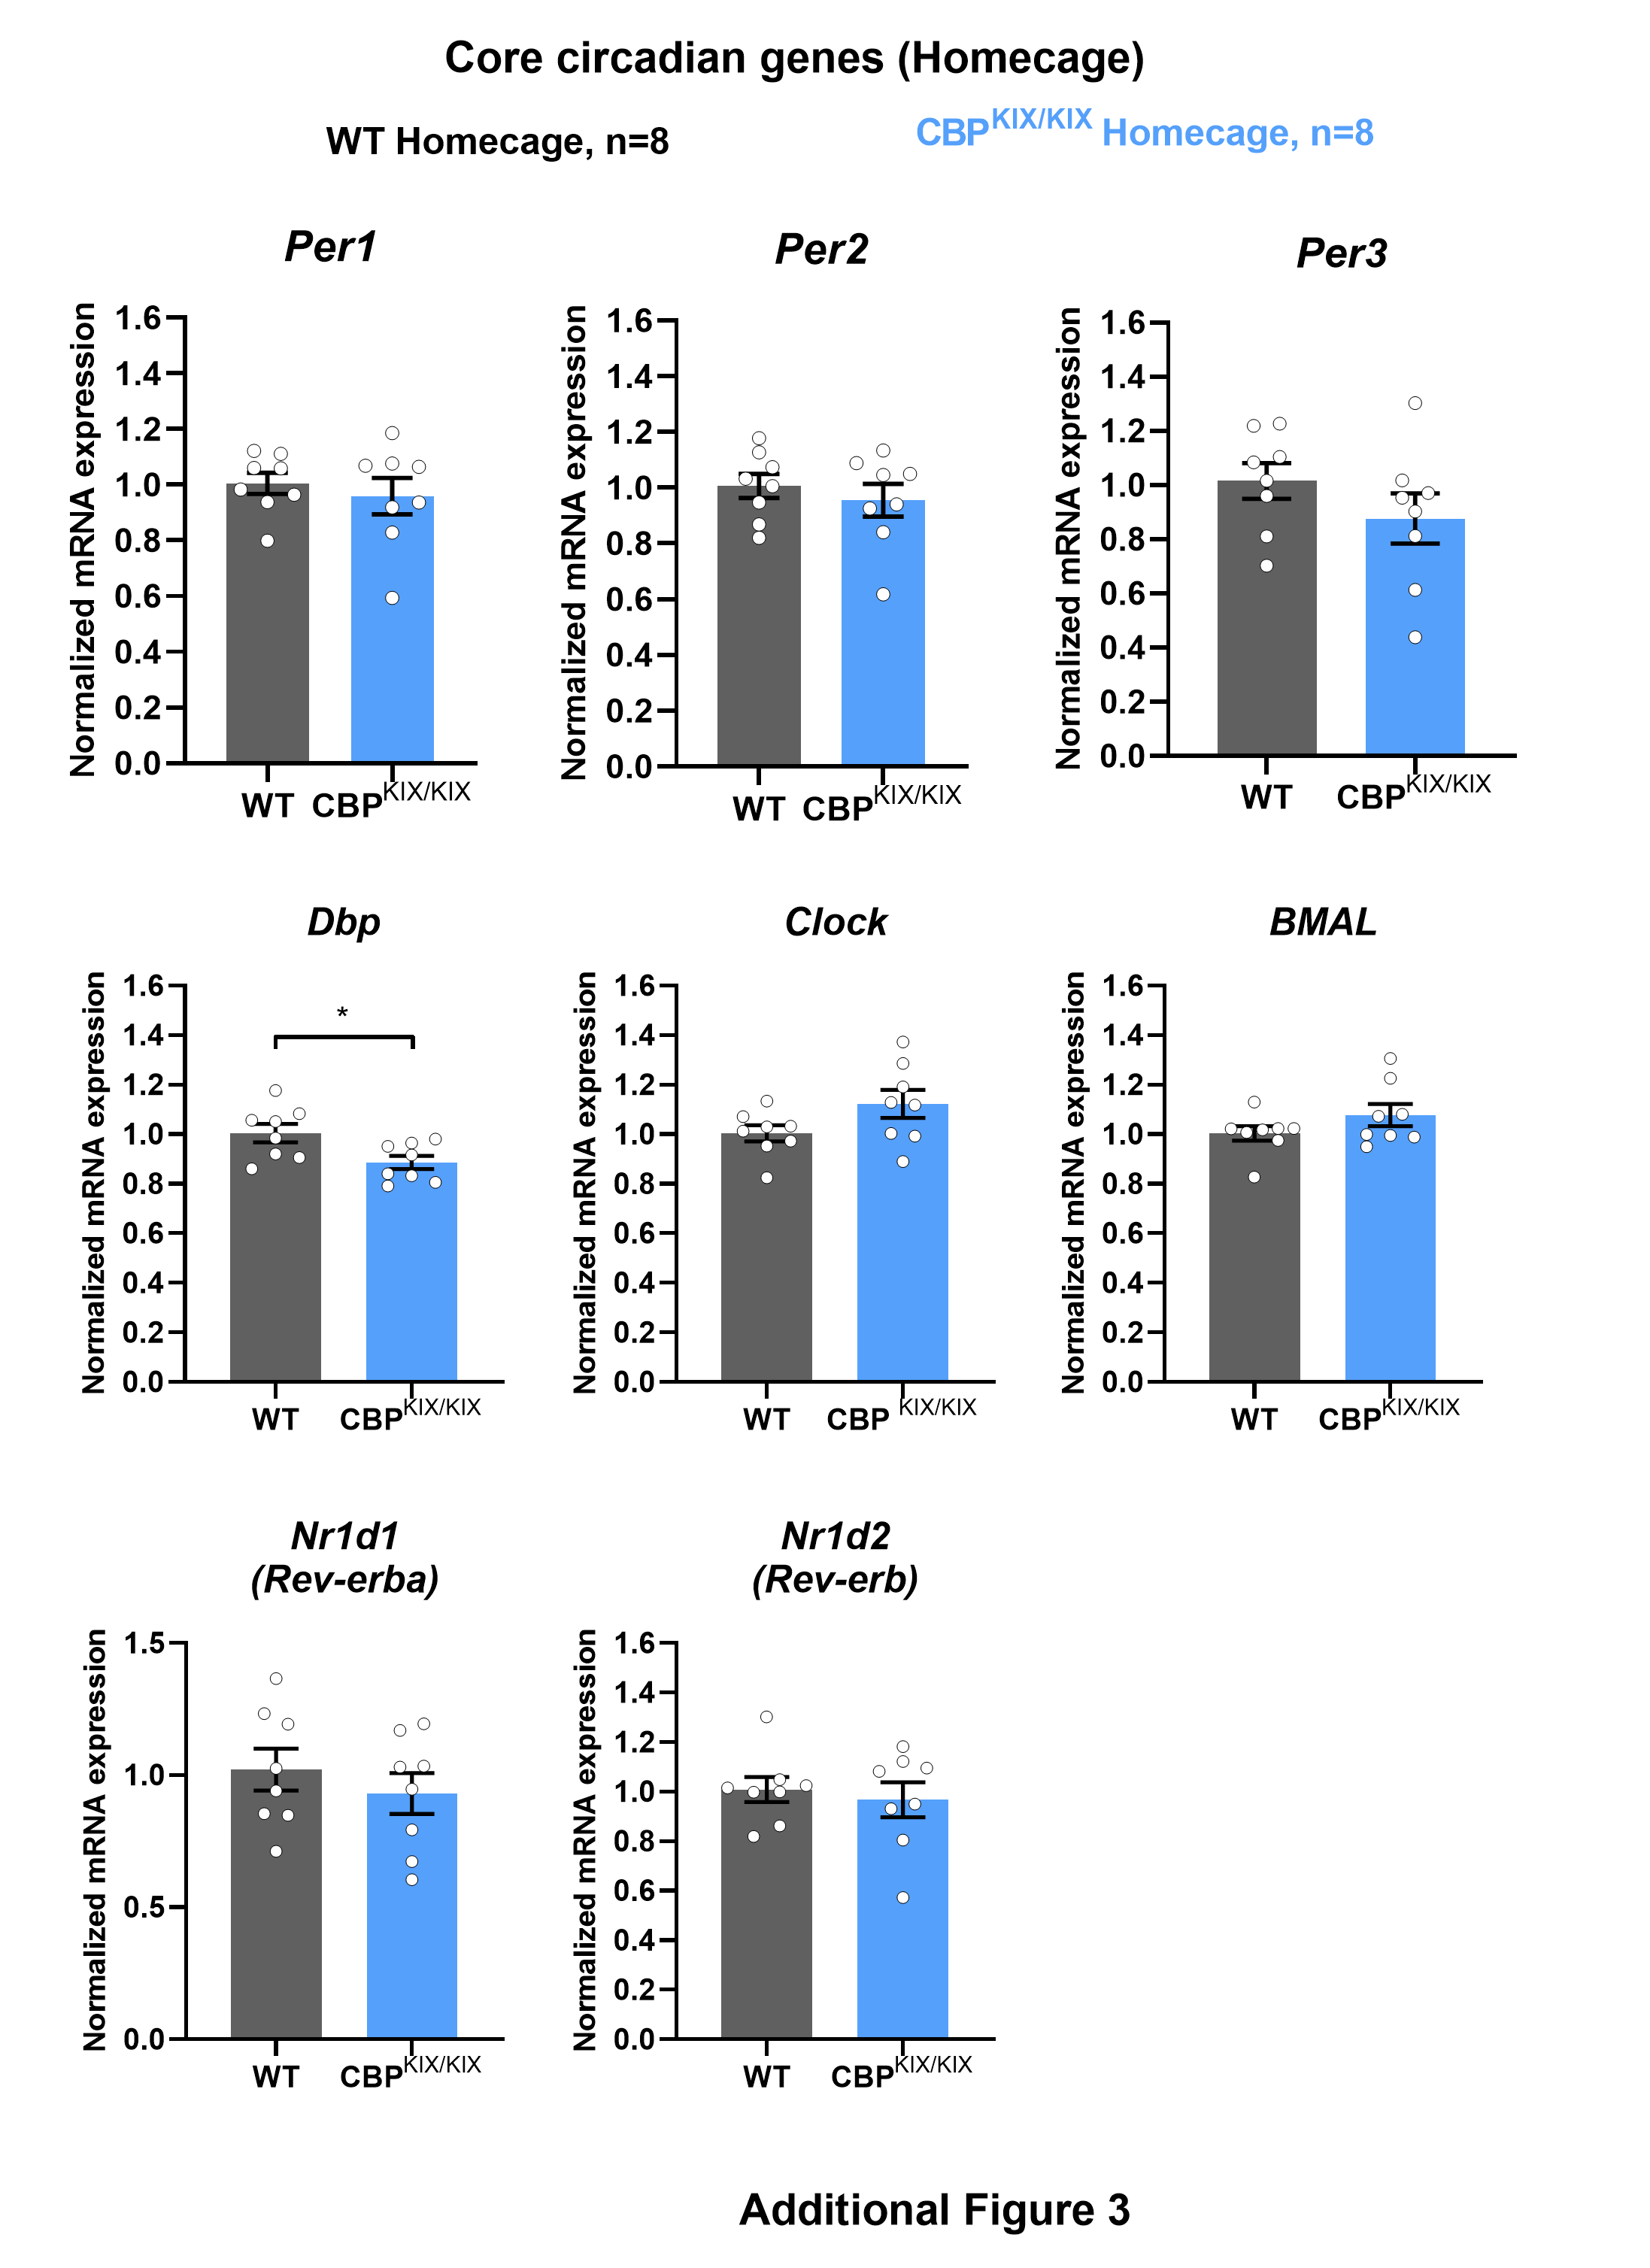

**Figure S6.**

**
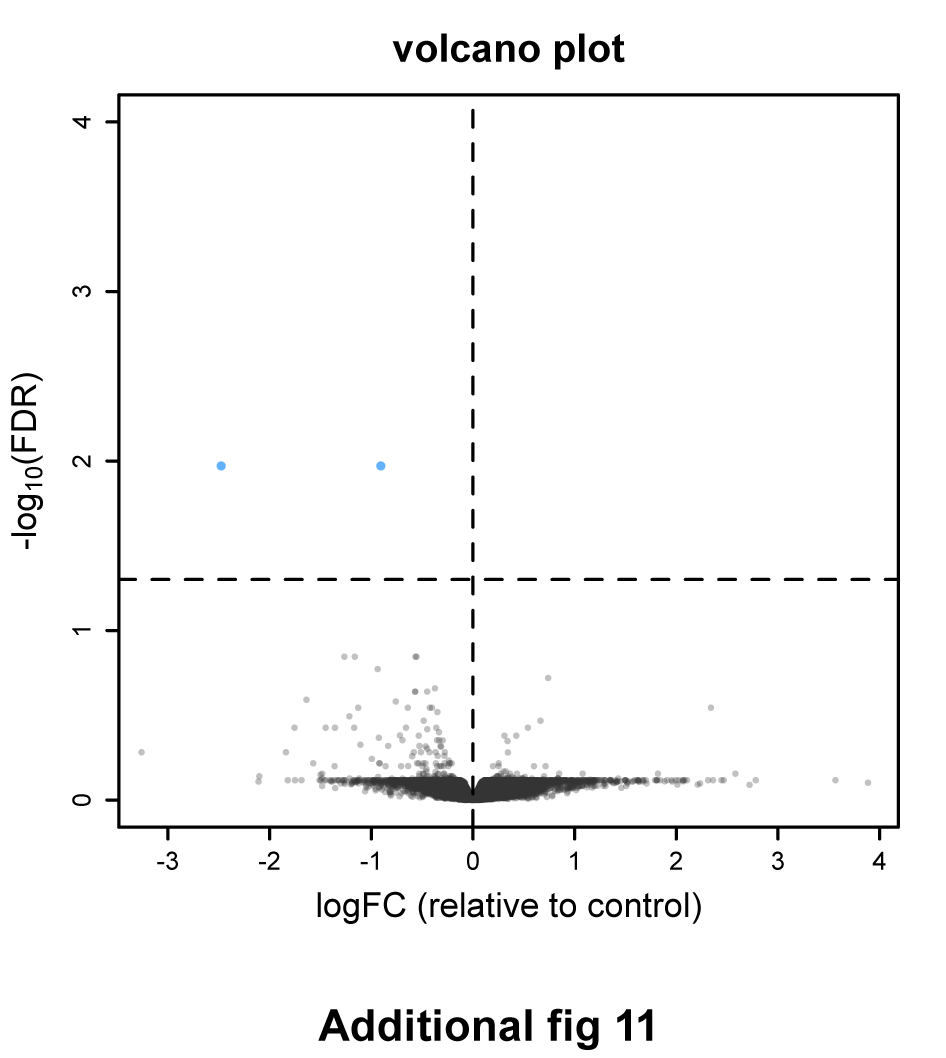
**

**Figure S7.**

**Figure S8.**

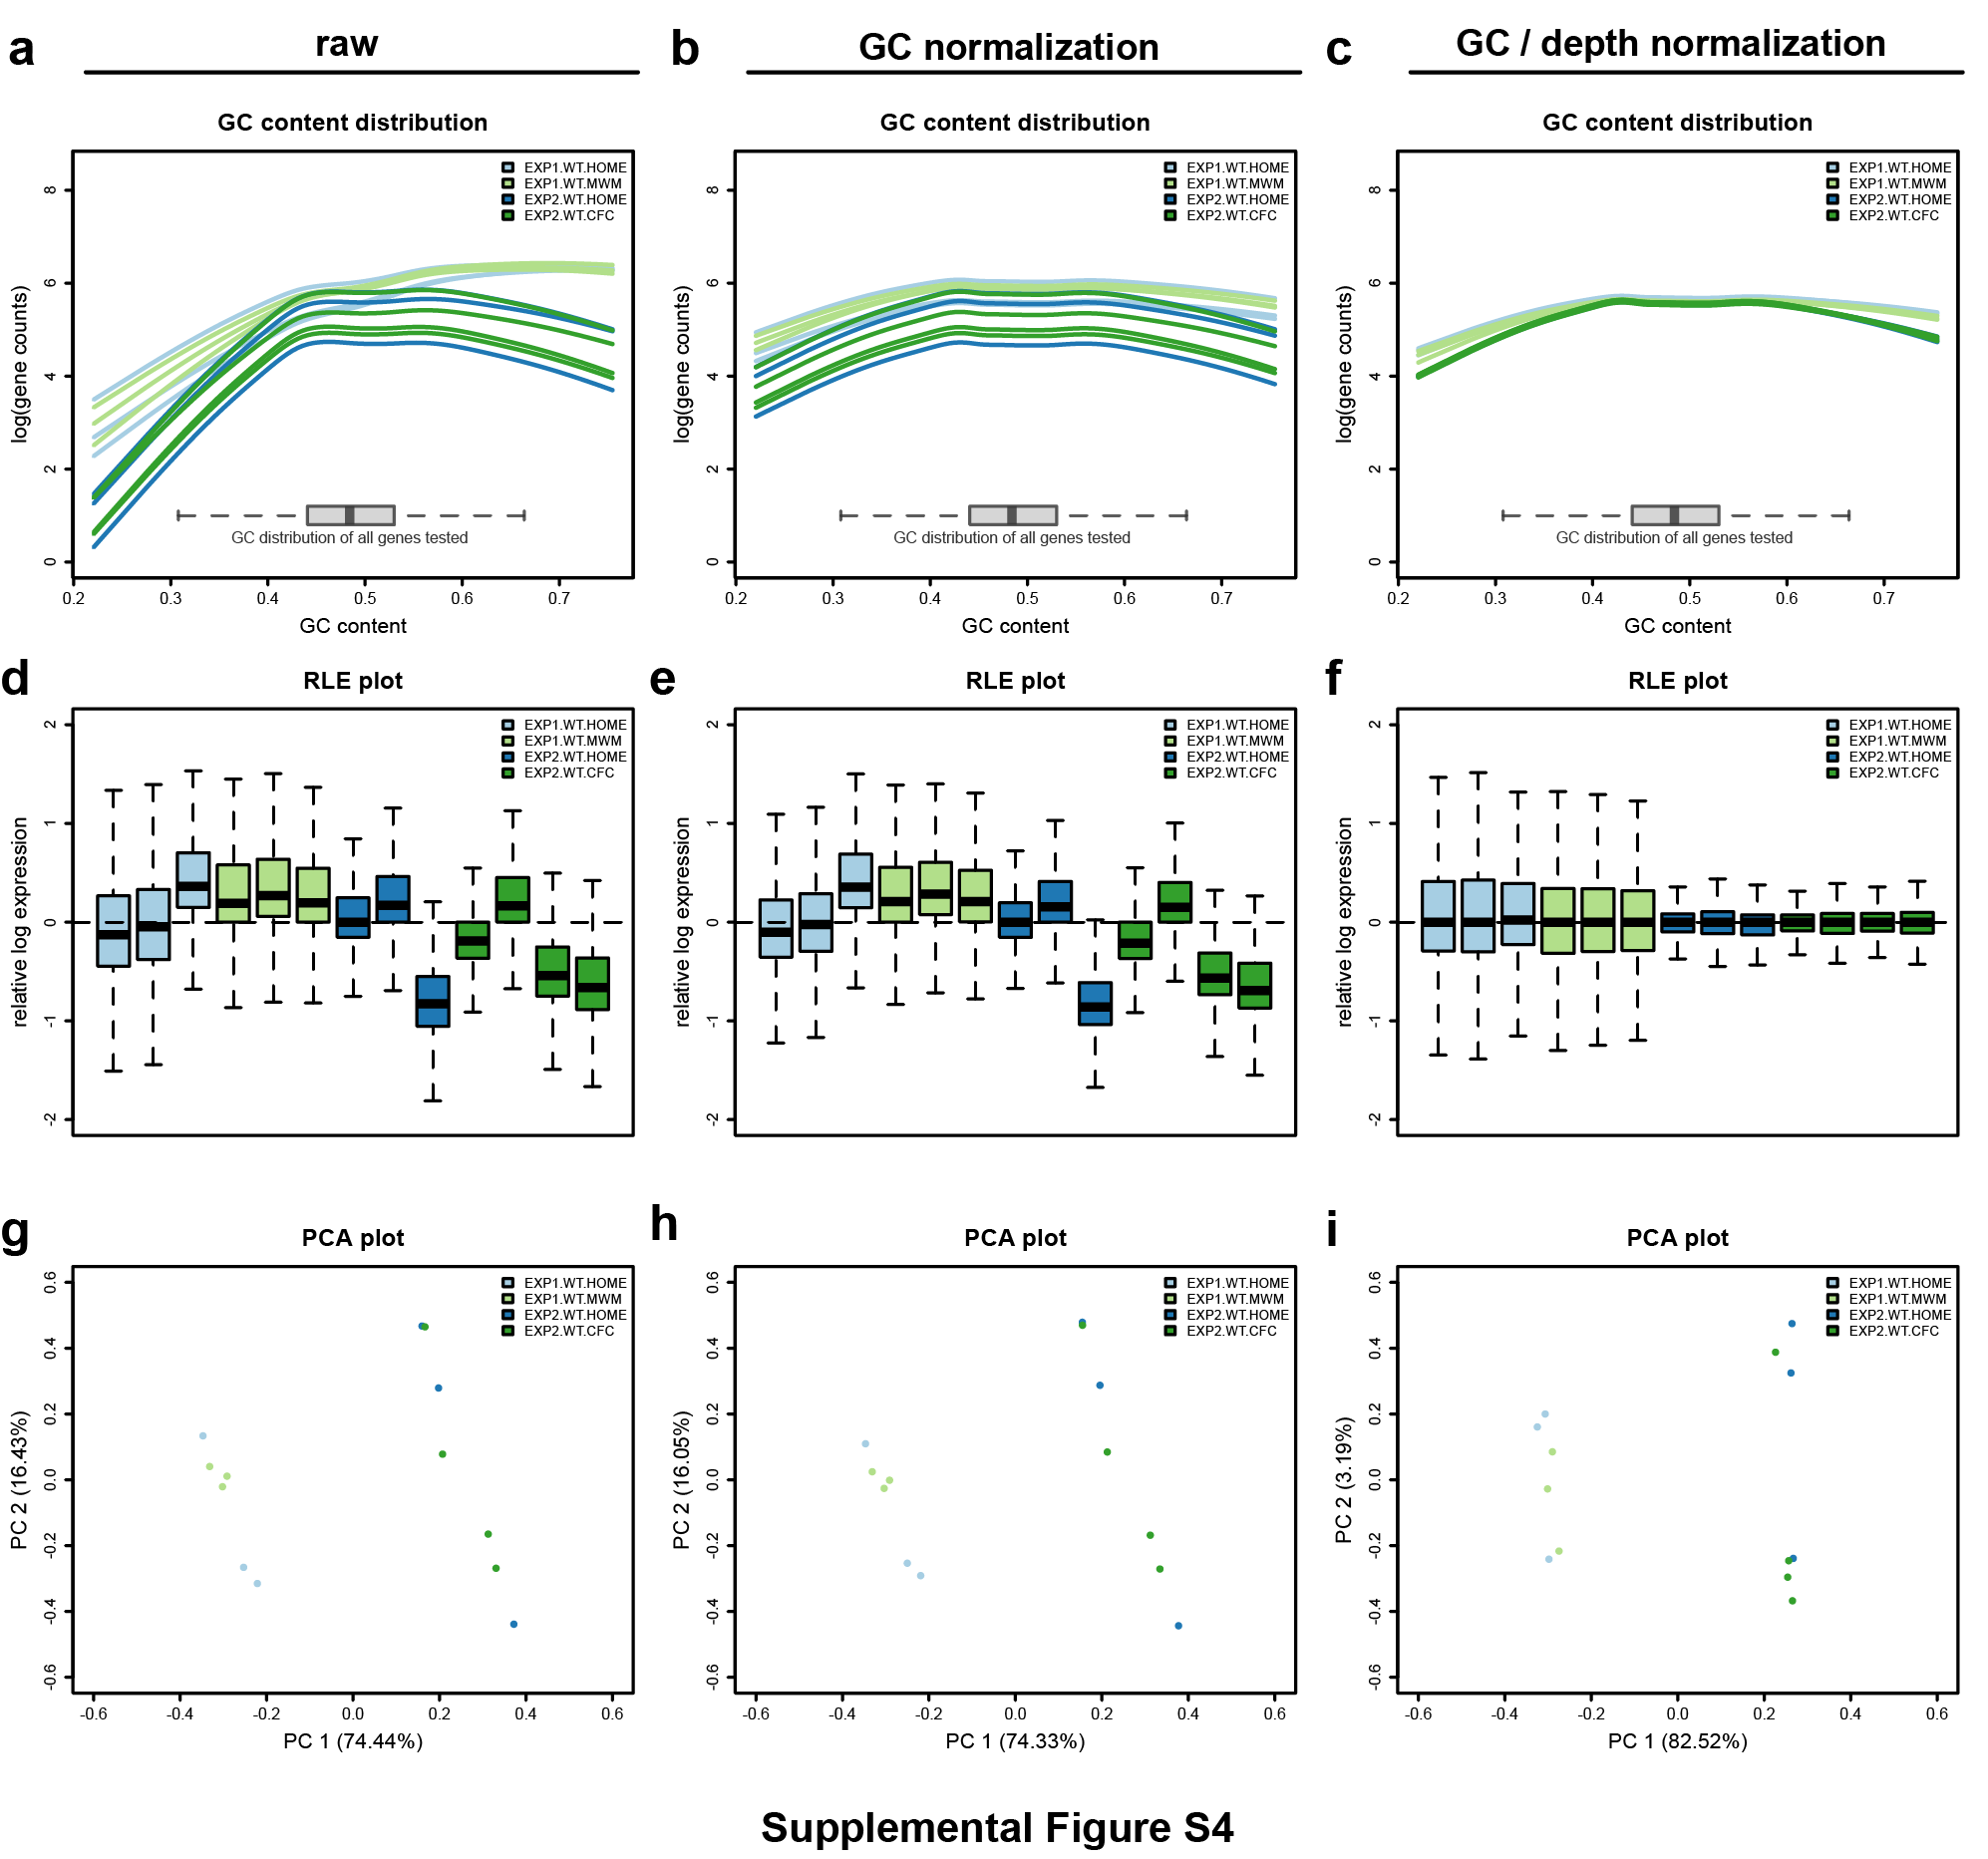

**Figure S9.**

**
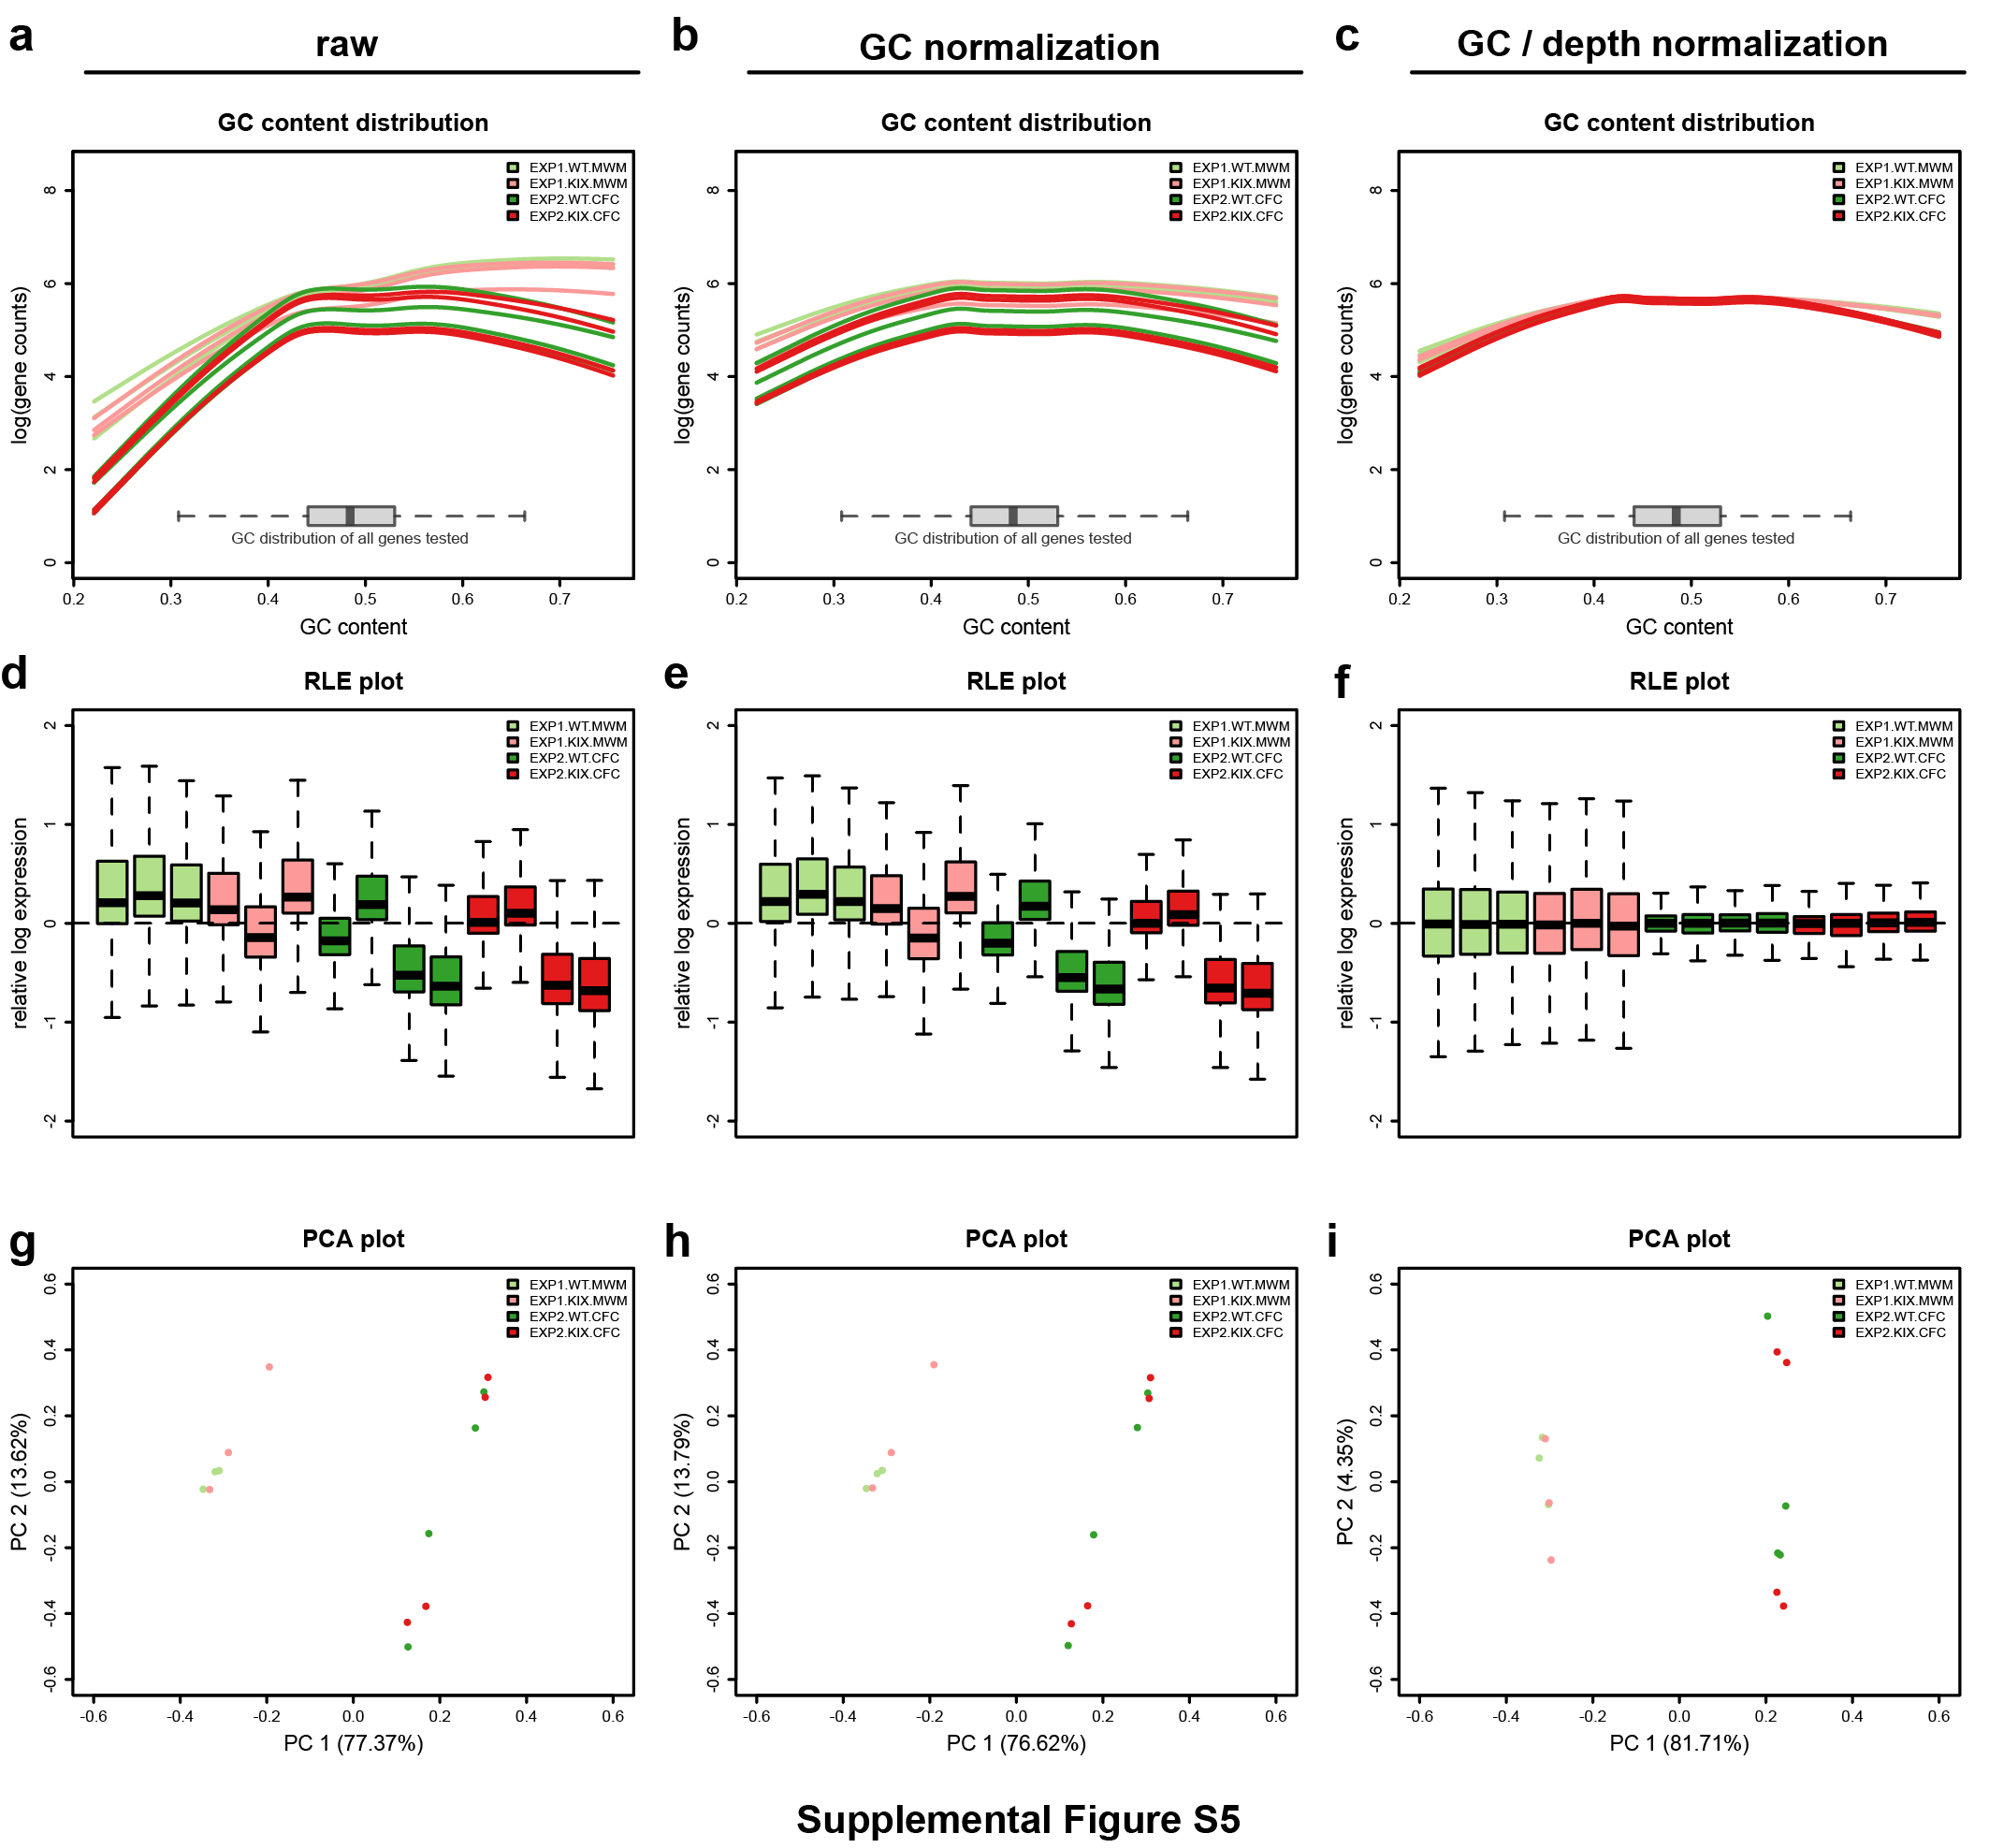
**

**Figure S10.**

**
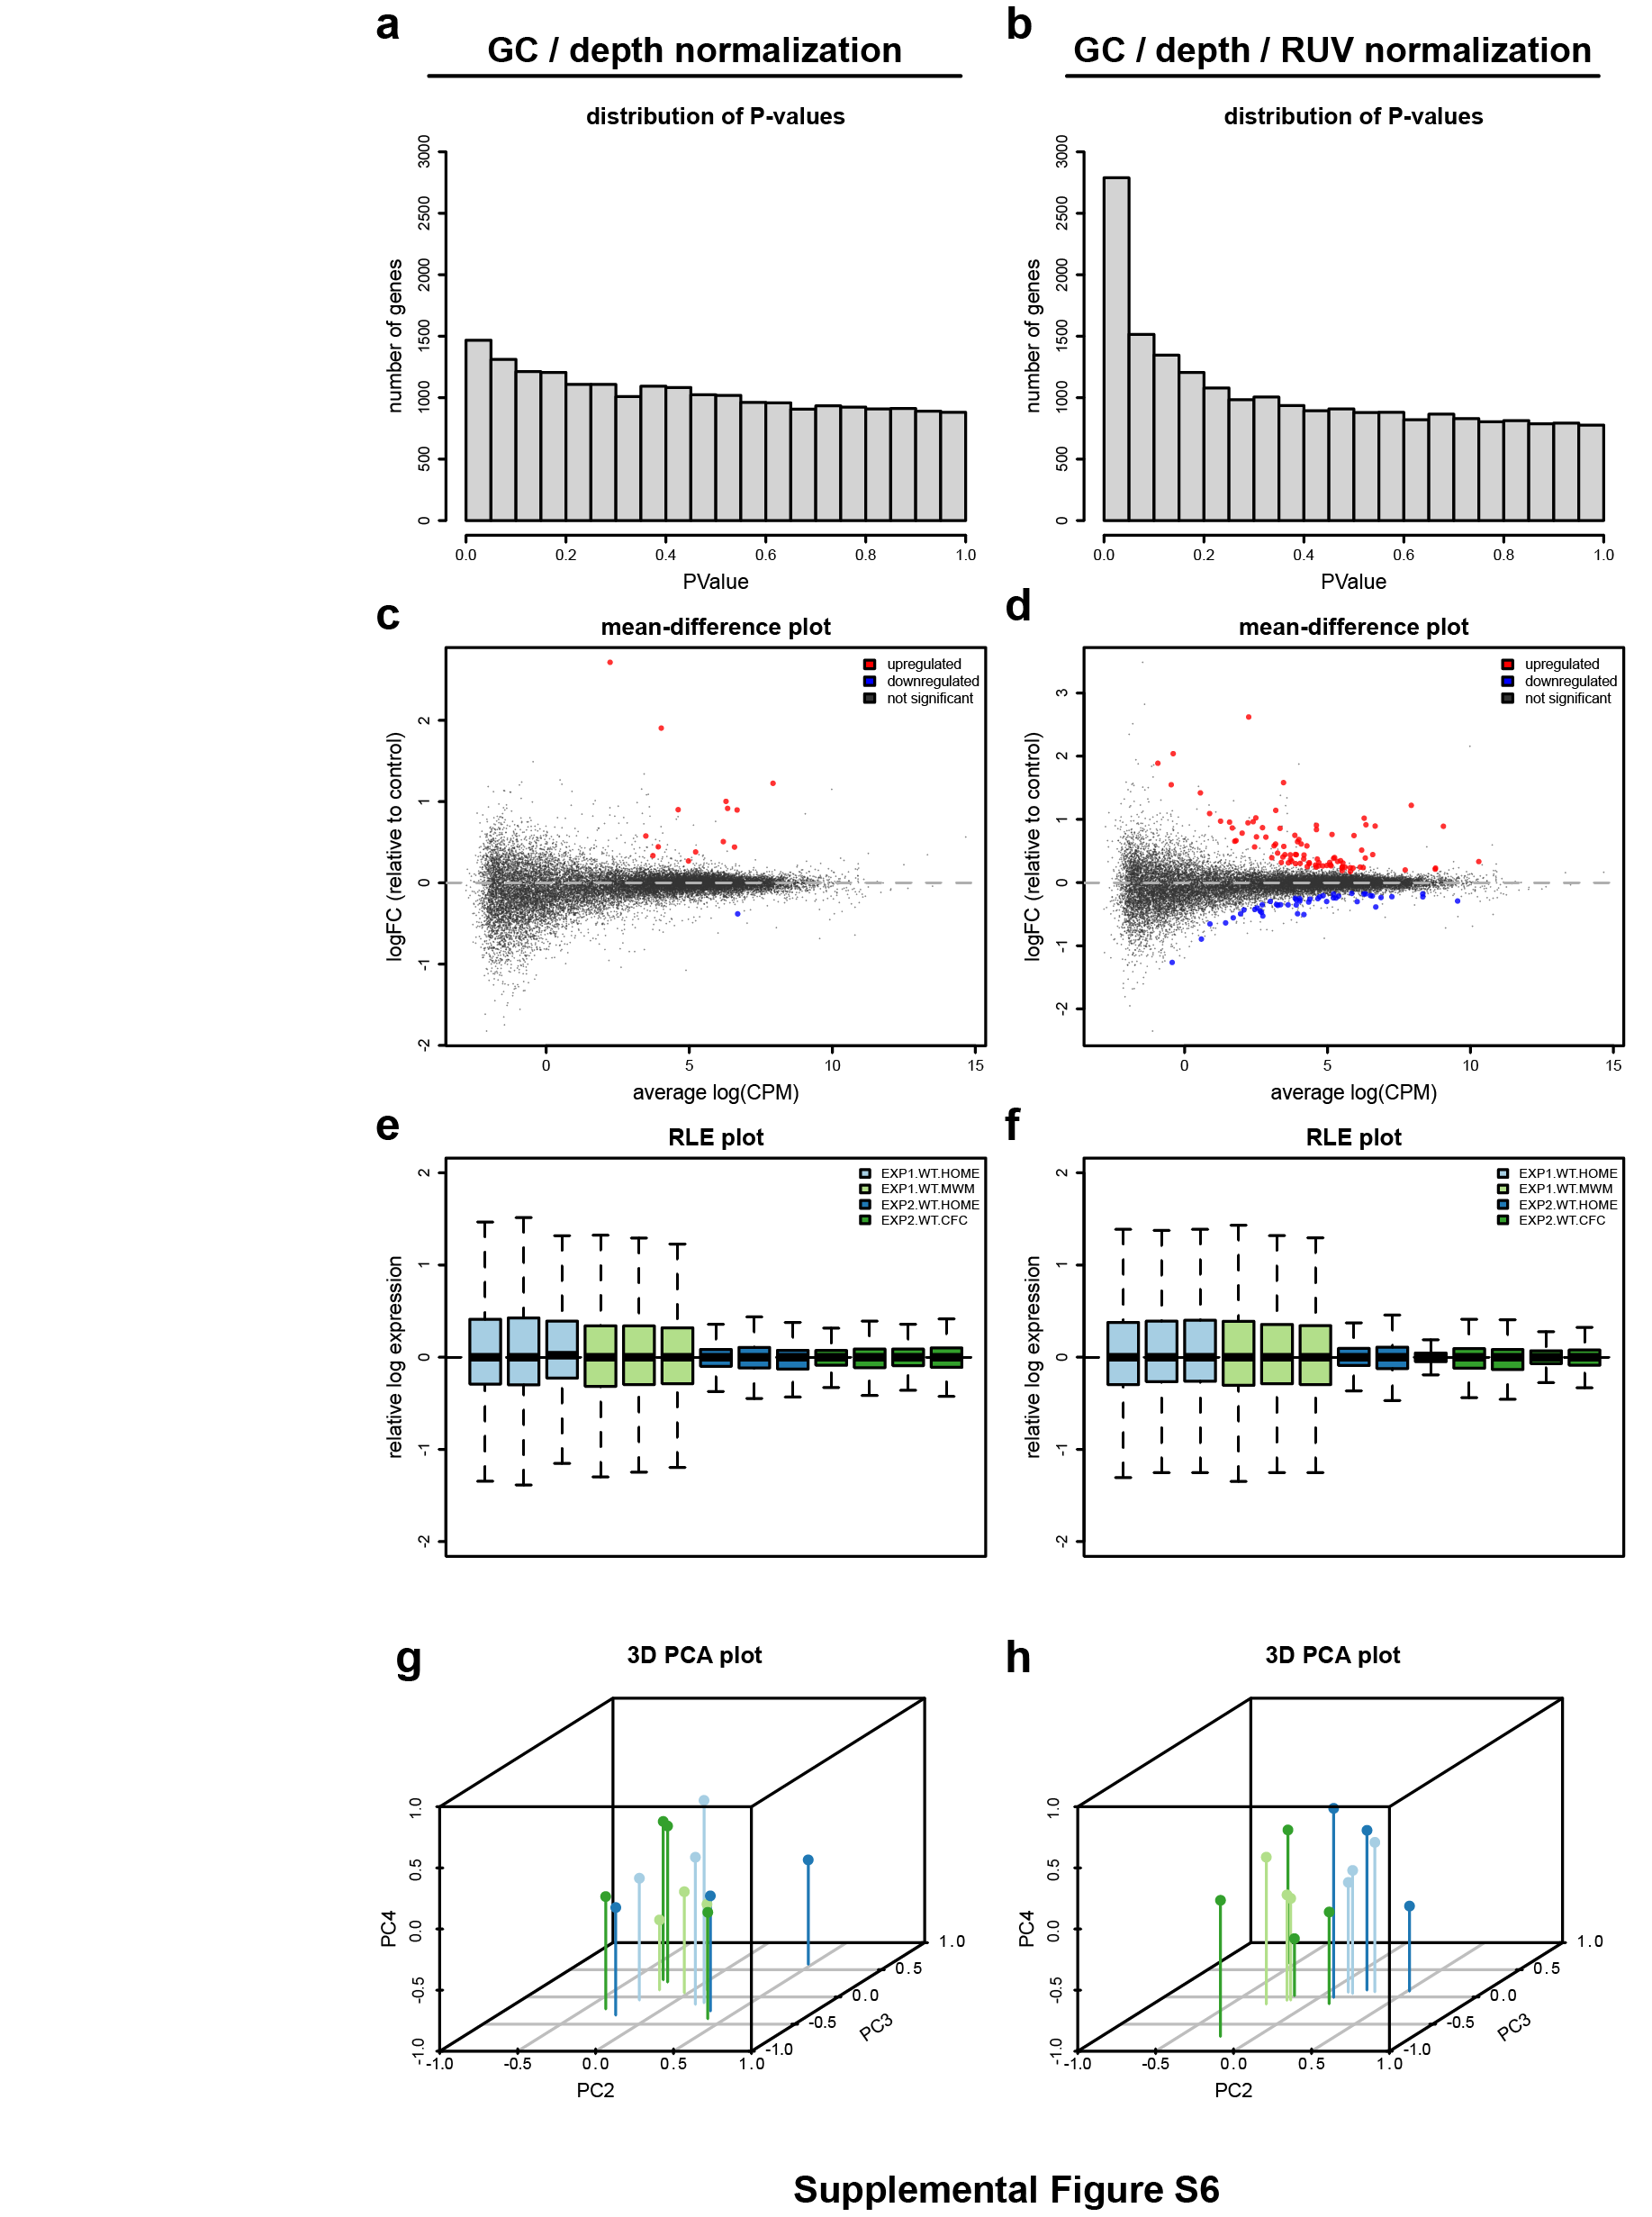
**

**Figure S11.**

**
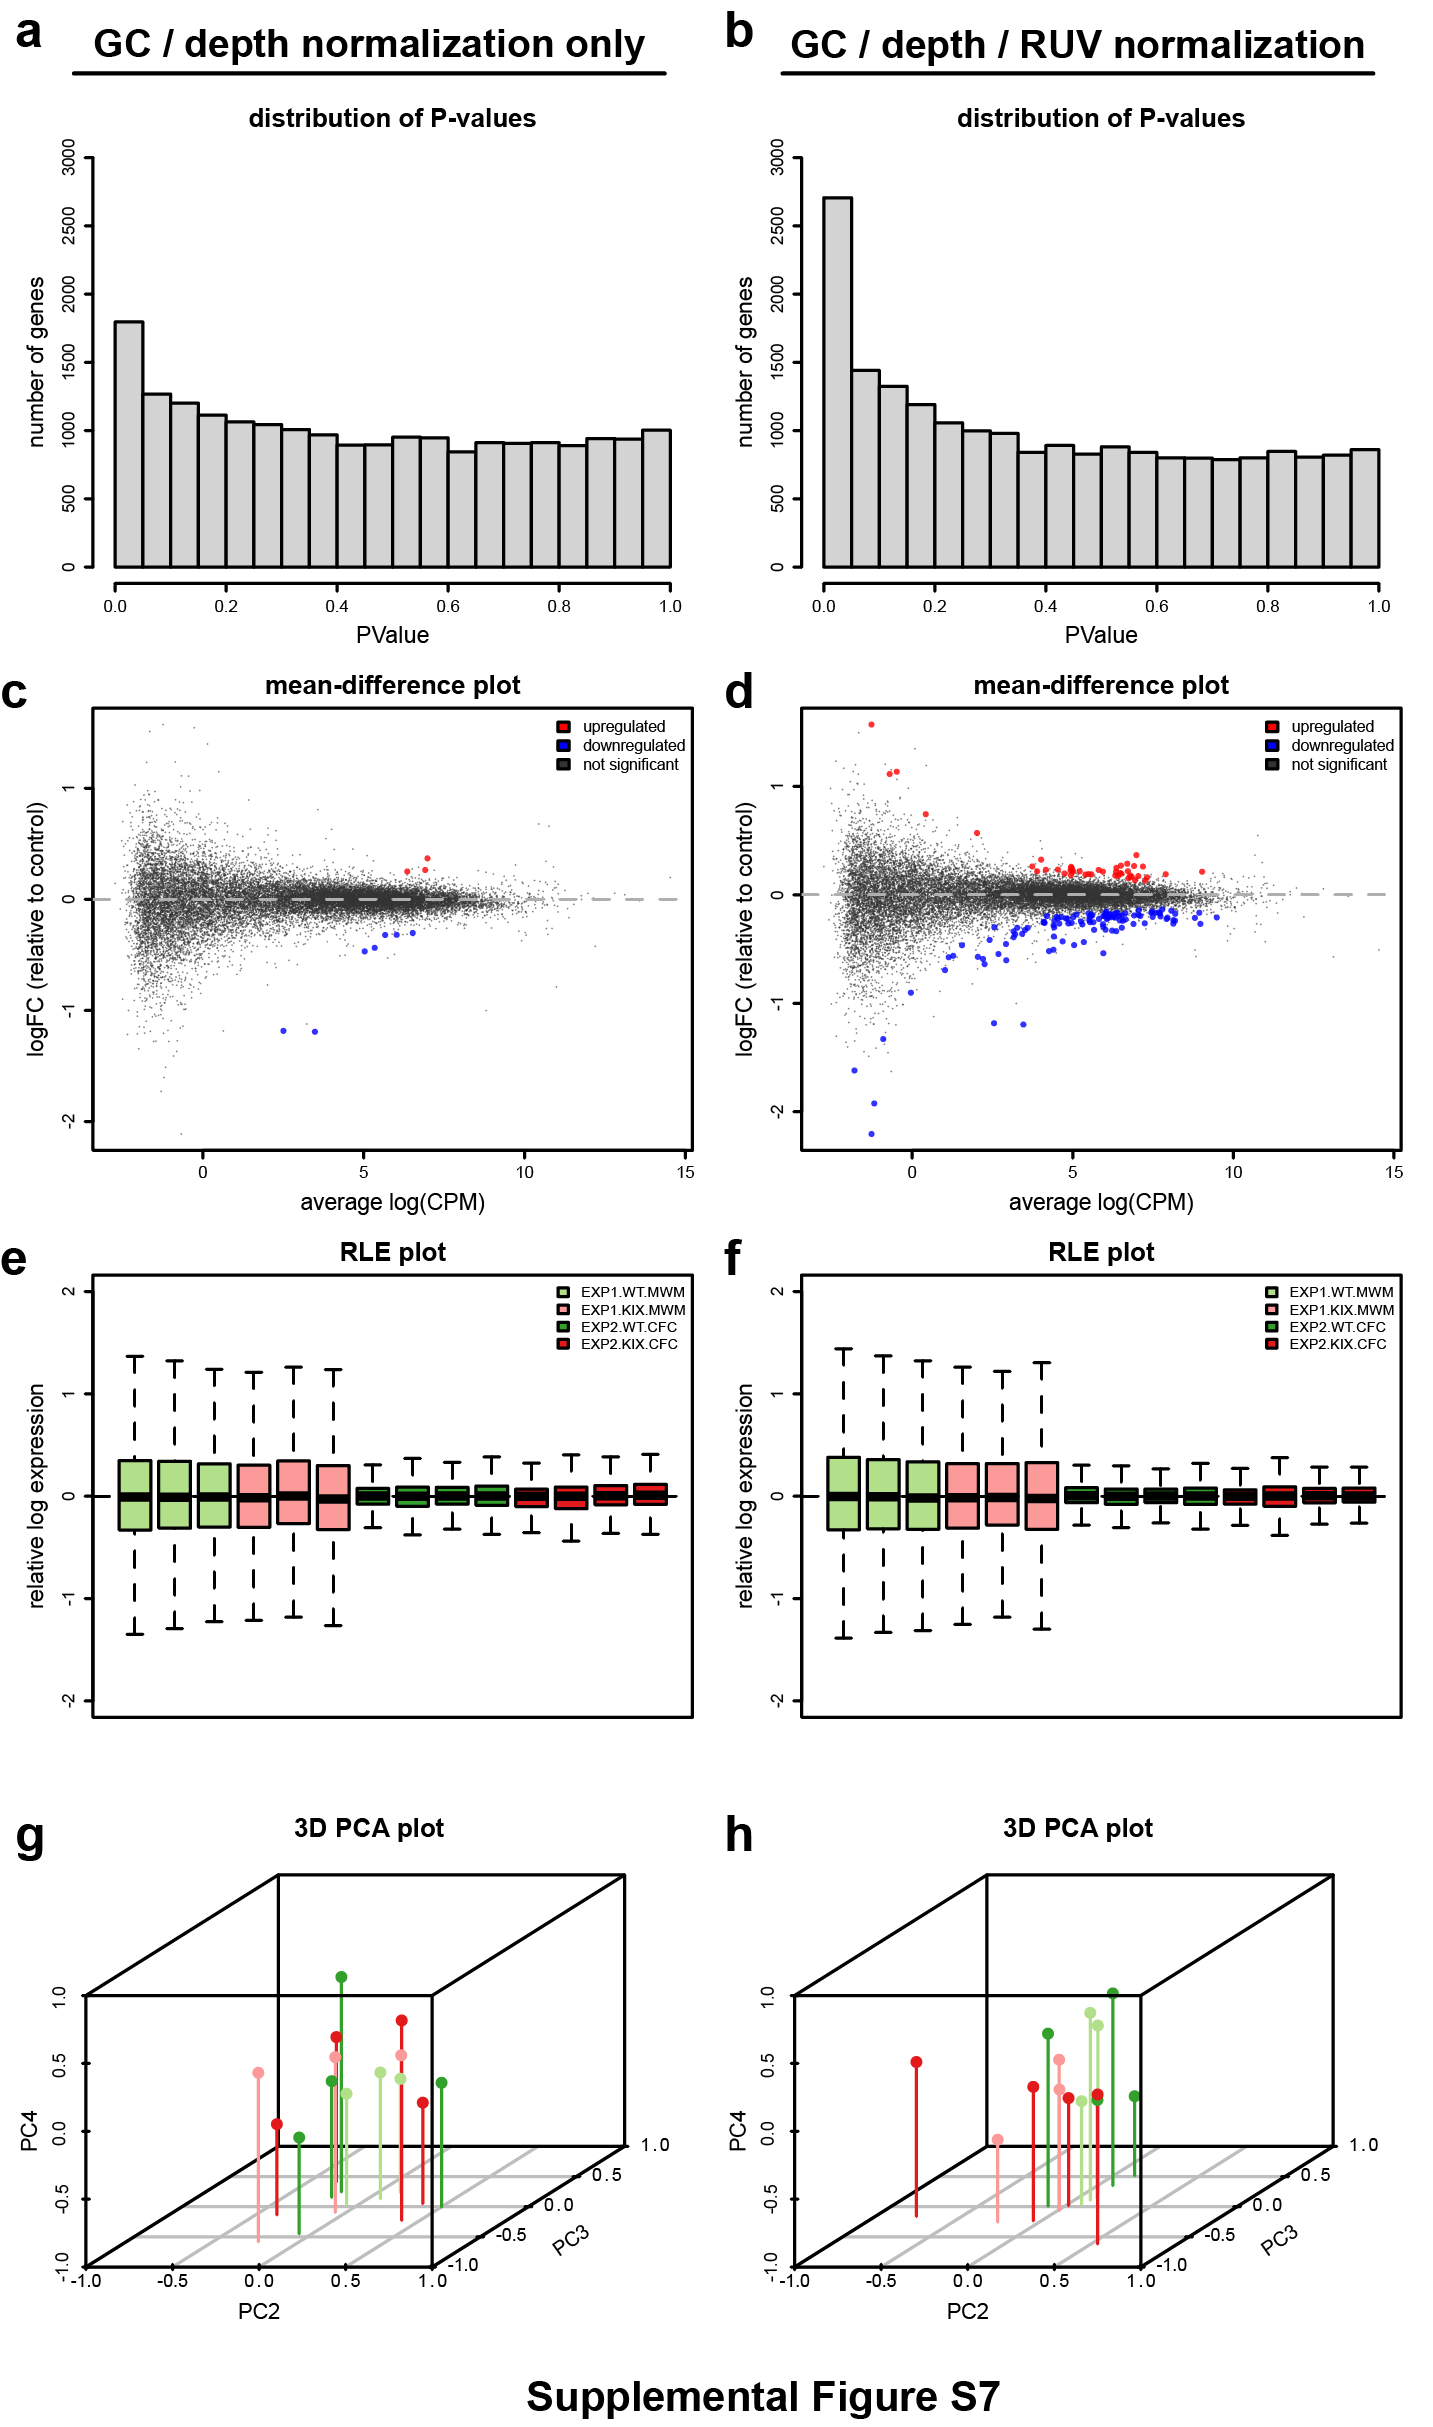
**

How the deposited data were processed for this re-analysis (not part of the article)

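RNA of the dorsal hippocampus was measured in 24 libraries of WT and CBP KIX/KIX mice. RNA-Seq 1 holds 3 WT homecage, 3 WT MWM and 3 CBP KIX/KIX MWM libraries, made from total RNA with ribosomal depletion. RNA-Seq 2 holds 3 WT homecage, 4 WT CFC, 4 CBP KIX/KIX CFC and 4 CBP KIX/KIX homecage libraries, made from polyA-selected RNA. The authors aligned the reads with STAR, counted them per gene with featureCounts in the bcbio pipeline, and deposited the raw counts with no scaling or filtering. Tool versions, genome build, annotation release and strand setting are not stated in the text. The count table holds 51826 gene identifiers, of which 51633 are in GENCODE M21 on GRCm38, 47648 of them with the same version, and 193 are not. Gene positions and GC content, that of the longest transcript, come from that release.

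The total count per library lay between 38174044 and 65709282 in RNA-Seq 1 (median 58740625) and between 15385836 and 46056290 in RNA-Seq 2 (median 30143949). In RNA-Seq 2, replicates 1 and 2 had 30143949 to 46056290 counts and replicates 3 and 4 had 15385836 to 20568337. The 10 most counted genes took between 11.6% and 15.2% of the counts in RNA-Seq 1 and between 5.39% and 5.98% in RNA-Seq 2. Over the 30 pairs of libraries of one condition the chi-square per gene lay between 2.91 and 112, so no pair was a copy of another. A floor of 3 counts, taken as the smallest detectable amount, is 0.0457 to 0.0786 CPM in RNA-Seq 1 and 0.0651 to 0.195 CPM in RNA-Seq 2.

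Genes were filtered with filterByExpr and tested with edgeR 4.0.16 (glmQLFit and glmQLFTest with default settings) in R 4.3.3, after upper-quartile normalization, and p-values were adjusted by Benjamini-Hochberg. A gene counts as different at an adjusted p under 0.05. The standard errors given for edgeR are the absolute log2 fold change divided by the square root of the test's F statistic. They restate the test and are not separate estimates of error. The comparison of CBP KIX/KIX with WT mice after learning used the experiment as a batch and 4 factors of unwanted variation, that of WT learning with WT homecage mice the batch and 3 factors, and that of CBP KIX/KIX with WT homecage mice neither. These numbers of factors are the paper's. The factors were estimated by RUVr from the deviance residuals of a first fit over all genes tested, with a separate implementation, as the RUVSeq and EDASeq packages were not available. The paper's GC-content normalization was therefore not part of these fits and was tried as an alternative with 10 bins of GC content. Interactions of genotype with training, of genotype with paradigm and of learning with paradigm were tested without factors. Lists were compared with two-sided Fisher's exact tests on the genes tested in both, and single values with exact permutation tests. CPM by group are after upper-quartile normalization, and log2 CPM used a prior count of 2. The score of learning genes is the mean log2 CPM over 50 genes chosen in RNA-Seq 1 and measured in RNA-Seq 2.

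The fits were tested on simulated data with 200 changed genes and a log2 change of 1. With 2 hidden factors made exactly uncorrelated with genotype and batch, and 4 RUVr factors, 98% of the changed genes were recovered. In that case 8.4% of the 214 calls were false. Such factors cannot follow the genotype, so this is a favourable case. Hidden factors drawn at random, without regard to the genotype, can follow it by chance in so few libraries. With 2 of these, 86.3% of the 1421 calls were false with 4 RUVr factors. Without RUVr factors 42% of the changed genes were recovered and 0 of 84 calls were false. On simulated data with no changed gene and 4 RUVr factors, 7234 genes were called with such random factors and 0 with uncorrelated ones. With no hidden factor, 9.6% of 219 calls were false without RUVr factors and 13.5% of 229 with 4. The simulations with uncorrelated factors were added after the false calls of the others were seen. No setting was repeated with another random draw.

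The genes named are all genes the text or Fig. 4a names for the RNA-Seq results, *Crebbp*, *Clock* and *Arntl*. To these come the 3 genes with the lowest p in each direction of the genotype comparison after learning and of the learning comparison. In homecage only *Col6a4* and *Papss2*, both lower and with an adjusted p under 0.05, were taken. The genes within 10 Mb of *Crebbp* with an adjusted p under 0.05 are named as well. Gene sets were taken from Tables S2 and S5 and matched by symbol. The comparisons, their tests, this rule and the alternatives were set before the data were examined, except for the combinations of GC normalization with other settings, the pairing of the score by replicate number, the test of replicate number as a sub-batch and the 3 tests of CBP KIX/KIX homecage replicate 3, which were chosen after seeing the data. Alternatives were other numbers of RUVr factors and none, replicate number as a block, TMM normalization, DESeq2 1.42.0, other filters on low counts, GC normalization, edgeR's legacy quasi-likelihood method, a choroid-plexus score as covariate, 25 and 100 genes and a prior count of 0.5 for the score, windows of 5 and 20 Mb around *Crebbp*, the WT homecage libraries of RNA-Seq 1 added to the homecage comparison, and leaving out each replicate in turn. The plan was to test the positive controls of Table S4 only if membership could be read for every learning gene. Membership could not be read for 5 of 181, and the test was made all the same, as a departure from the plan. It took membership from the part that could be read and all 2749 positive controls as the total.

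The qPCR, microarray, behavioural and circadian activity data, and the KEGG and upstream-regulator statistics, were not analysed here. No library was left out. Figures were drawn with matplotlib 3.10.9.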

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

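The 3 tests of the CBP KIX/KIX homecage replicate 3 library were chosen only after the result was seen. Samples far from the rest of their group were looked for in 139 tests on groups of 4 libraries, and 7 were found, about the 1 in 20 that chance gives.

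CBP KIX/KIX homecage replicate 3 accounts for 5 of the 7. *Arc* was at 553 CPM where the other 3 libraries of its group lay between 47.7 and 70.4 CPM, *Junb* at 181 CPM (23.6 to 29.5), *Fosb* at 93.4 CPM (5.50 to 7.72), *Egr2* at 35.8 CPM (0.274 to 0.795) and *Per2* at 36.4 CPM (31.5 to 31.8). As these are genes of one library that can move together, they are not separate events. *Arc*, *Junb*, *Fosb* and *Egr2* were above every other library of RNA-Seq 2, the trained mice included (*Arc* up to 214 CPM in CBP KIX/KIX CFC and 239 CPM in WT mice). Had the library been exchanged with one of a CBP KIX/KIX CFC mouse, a CFC library would lie at homecage level, and this was so for 0 of the 5 genes *Arc*, *Fos*, *Fosb*, *Junb* and *Nr4a1*. A WT library under a CBP KIX/KIX label would have *Papss2* at 14.6 to 17.9 CPM, and it was at 8.82 CPM. Its total count was 16567226, and replicate 4 of the same group, with a lower count of 15940061, had *Arc* at no more than 70.4 CPM. These 3 technical explanations were thus not borne out, others were not tested, and no biological explanation was tested, as the design gives none. The library was kept. Without it, 2 genes differed between the genotypes in homecage.

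In WT CFC replicate 2, *Fos* was at 22.2 CPM where the other 3 lay between 29.7 and 30.2 CPM. In the homecage group of CBP KIX/KIX mice, *H2-Q7* was at 1.90 CPM in replicate 2 where the others lay between 1.14 and 1.25 CPM. No explanation, technical or biological, was tested for these 2 values.

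In WT mice the effect of learning differed between the paradigms for 3 genes with an adjusted p under 0.05 (edgeR's quasi-likelihood test of the interaction without factors; 1631 genes had an unadjusted p under 0.05). The log2 difference was 1.66 for *Fos* (standard error 0.22; 1.14 after the MWM and 2.79 after CFC), 1.09 for *Btg2* (standard error 0.15; −0.17 and 0.92) and 0.95 for *Sik1* (standard error 0.14; 0.10 and 1.04). *Btg2* and *Sik1* were named after their values were seen. Of the 64 splits of the libraries that part every pair of libraries with the same replicate number, 2, the real one included, gave as many genes. Paradigm, days of training, library type and sequencing run changed together, so the difference cannot be told apart from a batch. With TMM normalization 1 gene passed (*Fos*), with 3 RUVr factors 101, and with the replicate block 4 (*Neat1*, *Fos*, *Btg2* and *Sik1*).

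Of the genes that differed between CBP KIX/KIX and WT mice after learning, 7 lay within 10 Mb of *Crebbp*, of 101 tested there (odds ratio 3.05, two-sided Fisher's exact p = 0.0111), a signal the paper does not report. They were *Ubn1* (−0.13), *Ppl* (−0.57), *Rbfox1* (0.14), *Abat* (−0.17), *Emp2* (−0.41), *Tekt5* (−0.61) and *Clec16a* (0.32), on the log2 scale. Of the 64 splits of the genotype labels, 2, the real one included, gave an enrichment as strong. A chromosome segment carried along with the targeted gene could give such differences whether or not mice were trained. In homecage 5 of the 7 genes had the same direction as after learning, against 328 of 500 genotype genes elsewhere (Fisher's exact p = 1). With 7 genes this test could not have given a p under 0.101, so the pattern cannot be told apart from a carried segment. The 2 with an unadjusted p under 0.05 in homecage, *Tekt5* (−0.89) and *Clec16a* (0.41), had the same direction as after learning, and *Ubn1* (0.02) and *Ppl* (0.56) the opposite one. Without RUVr factors 0 of the 5 genotype genes lay near *Crebbp*.

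Among 16 marker genes of the choroid plexus, listed before the test, 1 had an adjusted p under 0.05 in the comparison of WT learning with WT homecage mice, and 16 of 16 were higher after learning, with log2 fold changes of 0.69 to 2.51. Without RUVr factors 0 had an adjusted p under 0.05. The paper's learning list holds 9 of the markers. Their deviations from the group means moved together over libraries (mean pairwise correlation 0.967), and their mean log2 CPM varied by 2.58 to 5.22 within groups. RNA from choroid plexus carried over in dissection is therefore a candidate explanation for differences in these genes between libraries. A change of these genes with learning cannot be told apart from it.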

How the results depend on the processing

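The fits with GC normalization and no RUVr factors, and with GC normalization, the legacy quasi-likelihood method and a filter of more than 5 counts in at least 2 samples, were chosen after seeing the data, as were the tests of replicate number as a sub-batch and of the score paired by replicate number. The other alternatives were set before the data were examined. The cause was not tested for the changes below, except where a test is given.

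The number of genes that differed between CBP KIX/KIX and WT mice after learning, 517, depended most on the RUVr factors. It was 5 without factors, 326 with 3 factors, and from 191 to 903 across the 14 fits that each left out one replicate. With replicate number as a block it was 9 without and 2402 with factors. The mean correlation between libraries with the same replicate number was 0.07 in this comparison against −0.03 between the others. Without a filter on low counts the number was 214, with GC normalization 223, with GC normalization and no factors 9, and with GC normalization, the legacy method and the other filter 95. The share of lower genes, 61.7%, was 73.3% with the filter of more than 5 counts in 2 samples (272 lower and 99 higher), 74.8% without a filter (160 and 54), 73.5% with GC normalization (164 and 59) and 78.9% with GC normalization, the legacy method and the other filter (75 and 20). TMM normalization (453), DESeq2 (698), 5 factors (762) and the legacy method (518) moved the count by less than 1.5 times. Of the 64 splits of the libraries that part every same-numbered pair, 3, the real one included, gave at least 517 genes (at most 906, median 1 over the other splits), and without factors 1 of 64, the real one, gave at least 5. Of 36 further splits that part fewer pairs, 3 gave as many, up to 1466, and without factors 1 gave as many, 390. That split had the largest gap in the choroid-plexus score of 100 splits (2.94 against 0.35 in the real one). GC bias between libraries and a sub-batch by replicate number were tested as causes of the difference between 5 and 517 genes. With either taken into account 9 genes passed without factors, so neither alone brings the count without factors near 517. As GC normalization with factors gave 223, a part played by GC bias is not ruled out.

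The number of learning genes, 181, was 9 without factors, 119 with 2 factors, 313 with 4, 14 with the replicate block and no factors, 453 with the block and factors, 15 with the choroid-plexus score as covariate and no factors, 520 with DESeq2, 64 without a filter, 51 with GC normalization, 14 with GC normalization and no factors, and 37 with GC normalization, the legacy method and the other filter. It ran from 31 to 2452 across the 13 fits that each left out one replicate. The share of lower genes, 59.7%, was 40.3% with TMM normalization (56 lower and 83 higher), 27.5% with DESeq2 (143 and 377), 45.3% without a filter (29 and 35), 29.4% with GC normalization (15 and 36) and 18.9% with GC normalization, the legacy method and the other filter (7 and 30). The median log2 fold change of all genes moved by no more than 0.03 between these scalings. Of the 64 splits that part every same-numbered pair, 4, the real one included, gave at least 181 genes, so as many genes are not rare among such splits. Without factors 1 of 64, the real one, gave at least 9. Of 36 splits that part fewer pairs, 8 gave as many as 181 and, without factors, 1 gave as many as 9, with 72 genes and the largest gap in the choroid-plexus score of 100 splits (2.98 against 1.46). With factors, the split with the most genes, 1410, ranked 68 of 100 in this gap. With GC normalization 51 genes passed with factors and 14 without, against 181 and 9, so the gap is smaller under it but not closed, and a part played by GC bias is not ruled out.

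In homecage, the 2 genes became 175 with 1 RUVr factor, 57 with DESeq2, 0 with the WT homecage libraries of RNA-Seq 1 and a batch added (990 at an unadjusted p under 0.05), 0 with the replicate block (1350), and from 0 to 9 across the 7 fits that each left out one replicate. Of the 8 splits that part every same-numbered pair, 2, the real one included, gave as many, and 8 splits cannot give a share under 0.05. Of 27 others 5 gave as many. The one with 340 genes had the largest gap in depth of 35 splits (1.36 on the log2 scale against 0.18). Those with 140 and 44 genes ranked 17 and 15 in this gap, and the Spearman correlation of gene number with it was −0.07. For *Per1* in homecage the log2 fold change, −0.01, was 0.07 with the block, and that of *Pcp4*, 0.02, was −0.09. Leaving out one replicate gave −0.40 to 0.17 for *Per1*, −0.09 to 0.08 for *Pcp4*, −0.27 to 1.30 for *Junb*, −0.40 to 1.45 for *Nr4a1*, −0.26 to 4.24 for *Egr2* and −0.36 to 0.53 for *H2-Q7*.

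For the interaction of genotype and training 0 genes passed, 1 with DESeq2 and 0 to 54 over the 15 fits without one replicate. For the effect of CFC in CBP KIX/KIX mice the 0 genes became 259 with DESeq2, 797 with 2 factors, 3 with the block and 0 to 976 without one replicate. In WT mice the 0 genes became 1 with 2 factors (*Cltrn*, 2.99, named after its values were seen) and 0 to 17 without one replicate, and a fit on the WT mice of RNA-Seq 2 alone gave 21, all higher. At an unadjusted p under 0.05 there were 927, 2460 and 515 genes. As 0 genes passed, all splits gave as many (70 of 70, 8 of 8 and 8 of 8), which shows nothing. For the interaction of genotype and paradigm 0 genes passed (1378 at an unadjusted p under 0.05), in 64 of 64 splits as many, and in each of the 14 fits without one replicate. The 3 genes of the learning by paradigm interaction became 1 with TMM normalization, 101 with 3 factors and 0 to 883 without one replicate.

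The odds ratio of the overlap of genotype and learning genes, 4.88, was 0 without factors and 0 with GC normalization and no factors, where 4 and 8 genotype genes were left to compare. In 6 of 64 splits of the genotype labels, the real one included here and below, the overlap with the learning genes had a Fisher p as small, and in 24 of 64 the top 500 lists shared as many genes, with a median of 28 shared genes over the other splits against 34 in the real one. With factors the overlap therefore does not set the real genotype apart from other splits. With the genotype comparison fitted without factors, the real split shared 37 of the top 500 genes, more than most other splits. Other splits reached 37, 37, 40 and 41, so the real one was not the highest. For the top 500 lists the WT learning libraries common to both comparisons were tested as the cause, with pairings that have no library in common. With the genotype list from RNA-Seq 2 and the learning list from RNA-Seq 1, the Fisher p was 0.0093. There 25 genes were shared where 14.5 would be by chance, 17 of them in opposite directions. With RNA-Seq 1 for the genotype and RNA-Seq 2 for learning it was 0.0131. There 24 genes were shared where 14.2 would be by chance, 10 in opposite directions. Fisher's test takes genes as independent, and no other splits of the labels were made for these pairings. Whether these libraries are the only cause of the sharing is therefore not settled. The opposite directions were seen for most shared genes in 1 of these 2 pairings. The enrichment near *Crebbp*, an odds ratio of 3.05, was 0 without factors and 0 with the block and no factors (Fisher's exact p = 1 each), 0.969 with the block and factors (Fisher's exact p = 1), 2.34 with GC normalization, the legacy method and the other filter (Fisher's exact p = 0.352) and 3.02 within 5 Mb (Fisher's exact p = 0.0509). With only 5 and 9 genotype genes left, a value of 0 was nearly fixed in advance. Under the other alternatives it lay between 2.35 with 5 factors (Fisher's exact p = 0.0274) and 26.7 with GC normalization and no factors (1 gene near, Fisher's exact p = 0.0416), with 4.16 for 3 factors, 5.04 for GC normalization, 5.80 without a filter and 2.36 within 20 Mb, all with a Fisher p under 0.05. The score of learning genes after CFC was −0.10 with 25 genes and −0.08 with TMM normalization, each with an exact permutation p of 0.0286 against 0.143, and paired by replicate number −0.08, lower in 4 of 4 pairs (exact permutation of the signs, p = 0.125, the smallest that 4 pairs allow), and the homecage score ran from −0.11, without CBP KIX/KIX homecage replicate 3, to 0.16 across the 15 fits without one replicate. After learning the log2 fold change of *Crebbp*, −0.01, was 0.01 with GC normalization, 0.01 with GC normalization and no factors, 0.02 with GC normalization, the legacy method and the other filter, and from −0.05 to 0.04 without one replicate.

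Of the values of single genes after learning, 327 had the same direction and the same side of the threshold under the other alternatives, 107 lost their adjusted p under 0.05, 5 gained it and 3 reversed, the 3 of *Crebbp*. For learning the numbers were 209, 35, 8 and 0, and in homecage 137, 4, 1 and 2. Over the fits without one replicate they were 432, 34, 7 and 3 after learning, 209, 17, 8 and 0 for learning, and 98, 6, 0 and 8 in homecage. The odds ratio of the positive controls had no finite value without factors. Depth limits genes with few counts in replicates 3 and 4 of RNA-Seq 2: *H2-Q7* had 8 to 24 counts there, against 13 to 115 in replicates 1 and 2.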

Differences from the paper's values

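The GC combinations below were chosen only after the result was seen, and no tests were. A count or odds ratio is listed where one value is over 1.5 times the other, and a log2 fold change where the values are further apart than the larger of the standard error here and that derived from the paper's log2 fold change and F. Alternatives not named for a value left the gap open. For the genes that differ between CBP KIX/KIX and WT mice after learning the paper gives 158, 114 lower and 44 higher, against 517, 319 and 198 here. Of the alternatives set before the data were examined, the numbers came within 1.5 times the paper's without a filter on low counts (214, 160 and 54), with GC normalization (223, 164 and 59) and without CBP KIX/KIX MWM replicate 2 (191, 139 and 52). Without CBP KIX/KIX MWM replicate 1 the total and the lower genes did (235 and 154). Other alternatives for these 3 numbers did not. For learning, the paper gives 47 lower genes against 108 here, and TMM normalization (56), 2 RUVr factors (63) and leaving out WT CFC replicate 2 (63) closed the gap, while the other alternatives set before the data were examined did not.

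The paper's odds ratio of the overlap is 13.51 against 4.88 here; GC normalization gave 19.2, and no other alternative came within 1.5 times. The paper's number of shared genes is 12 against 19 here, with 18 under TMM normalization, 14 with 1 factor fewer, 11 without a filter and 8 with GC normalization, and not with the other alternatives. Among the top 500 of each list the paper gives 53 shared genes against 34 here. With 50 for the block and factors, 44 for GC normalization, 40 without factors, 40 with 1 factor more, 39 with DESeq2, 38 with the filter of more than 5 counts, 36 without a filter and 36 with the block and no factors the gap was closed, and with TMM normalization (35), 1 factor fewer (34), the legacy method (33) and the choroid-plexus covariate without factors for learning (27) it was not. The combinations chosen after seeing the values gave 47 (GC normalization without factors) and 43 (GC normalization, the legacy method and the other filter).

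Of the log2 fold changes in the paper's tables, 6 of 24 after learning differ in this sense. For *Per2* the paper's value is −0.25 against −0.31 here; GC normalization gave −0.25, and 6 of the fits without one replicate also closed the gap. The GC combinations, chosen after seeing the values, gave −0.25 and −0.27. For *Sv2b* the paper's value is −0.21 against −0.13 here, and no alternative closed the gap. For *Per1* the paper's value is −0.23 against −0.30 here, with −0.22 under GC normalization, −0.29 with the block and no factors, and −0.25 without WT MWM replicate 2 or without CBP KIX/KIX MWM replicate 2; the GC combinations, chosen after seeing the values, gave −0.22 and −0.23. For *Nr4a1* the paper's value is −0.24 against −0.31 here, with −0.25 under GC normalization, −0.30 without factors, −0.30 with the block and no factors, and 3 of the fits without one replicate; the GC combinations, chosen after seeing the values, gave −0.25 and −0.26. For *Lgr6* the paper's value is 0.57 against 0.47 here. The gap was closed by GC normalization (0.56), by 5 of the fits without one replicate, and within a larger standard error without factors, with 3 or 5 factors, the block and no factors, TMM normalization, DESeq2 and no filter, but not by the block with factors, the filter of more than 5 counts or the legacy method; the GC combinations, chosen after seeing the values, gave 0.56 and 0.52. For *Per3* the paper's value is −0.32 against −0.26 here, and 6 of the fits without one replicate closed the gap and no other alternative.

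For learning, 6 of 18 differ. For *Sv2b* the paper's value is 0.23 against 0.16 here, with 0.18 under DESeq2, 0.17 with the choroid-plexus covariate, which is fitted without factors here and below, 0.16 with the block and no factors (larger standard error) and 3 of the fits without one replicate. For *Fosb* the paper's value is 0.86 against 0.75 here. Of the alternatives set before the data were examined, GC normalization (1.00), the choroid-plexus covariate (0.79), DESeq2 (0.78), TMM normalization (0.77), 2 factors (0.75), no factors (0.74), both other filters (0.75), the legacy method (0.75) and 6 of the fits without one replicate closed the gap, and 4 factors and the block without and with factors did not; GC normalization without factors, chosen after seeing the values, gave 1.01. For *Chrm4* the paper's value is 0.37 against 0.31 here, with 0.37 with the choroid-plexus covariate, 0.40 under GC normalization, 0.34 with DESeq2, 0.33 with TMM normalization, 0.33 with the block and no factors, 0.32 with the block and factors, 0.31 without factors and 6 of the fits without one replicate; the GC combinations, chosen after seeing the values, gave 0.40 and 0.44. For *Crocc* the paper's value is −0.24 against −0.31 here, with −0.28 with the choroid-plexus covariate, −0.29 with DESeq2, −0.32 without factors, −0.31 with the block and no factors (larger standard errors) and 4 of the fits without one replicate; GC normalization with the legacy method and the other filter, chosen after seeing the values, gave −0.19. For *Egr1* the paper's value is 0.89 against 0.97 here, with 0.94 with the block and factors, 0.96 with the block and no factors, 0.98 without factors and 10 of the fits without one replicate; GC normalization without factors, chosen after seeing the values, gave 0.98. For *Grin2c* the paper's value is −0.18 against −0.27 here, with −0.17 under GC normalization, −0.20 with the choroid-plexus covariate and −0.21 without WT homecage replicate 1 of RNA-Seq 1; the GC combinations, chosen after seeing the values, gave −0.17 and −0.16.

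The paper lists *Per2*, *Sv2b*, *Lgr6* and *Pcp4* among the genes changed by learning, and here their adjusted p was 0.0644, 0.0887, 0.0579 and 0.134 (edgeR's quasi-likelihood test), with log2 fold changes of 0.29, 0.16, −0.44 and −0.25 and the direction shown by 6, 4, 7 and 6 of 7 mice. The range of the adjusted p over the alternatives was 0.00455 to 0.375, 0.0125 to 0.616, 0.012 to 0.297 and 0.0324 to 0.515. The block with factors gave all 4 an adjusted p under 0.05, DESeq2 *Per2*, *Sv2b* and *Lgr6*, 4 factors *Per2*, and leaving out one replicate *Per2* in 3 fits, *Sv2b* in 2 and *Lgr6* in 3. Within RNA-Seq 2 *Sv2b* was lower after CFC, at −0.06. *Fos*, not among the shared genes of the paper, had an adjusted p under 0.05 in both comparisons here (log2 fold change 1.95 with learning and −0.51 between the genotypes, each direction in 7 of 7 mice). The paper has more genes higher than lower after learning, and here 108 were lower and 73 higher, while TMM normalization, DESeq2, GC normalization, no filter, no factors, the block without factors and the choroid-plexus covariate gave more genes higher, as did the GC combinations, chosen after seeing the values.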

Other observations

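No test in this part was chosen only after the result was seen, apart from the simulations with hidden factors uncorrelated with the genotype. The number of genes that pass with RUVr factors was set against simulated data of the same size. Where the hidden factors were drawn at random, without regard to the genotype, most of the genes called with RUVr were false. These made up 86.3% of 1421 with 4 factors and 89.9% of 1970 with 3. With hidden factors made exactly uncorrelated with the genotype, which cannot follow it, 8.4% of 214 were false. The real data gave 517 genes with factors and 5 without. How far hidden factors of the real libraries follow the genotype is not known, so a part of the 517 genes could be false. Other splits of the same libraries point to this as well, since 3 of 64, the real one included, gave at least as many genes and 12 of those other than the real one gave 50 or more.

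The effect of the genotype after learning was not shown to differ between the MWM and CFC, with 0 genes for the interaction (1378 at an unadjusted p under 0.05).

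Genes that Table 1 lists for the homecage microarray were looked up in the RNA-Seq, with 26 of 28 tested. In the homecage libraries 19 were lower and 7 higher in CBP KIX/KIX mice. Over all genes 1 had an adjusted p under 0.05 (*Papss2*), and over the listed genes alone 7 had one. At an unadjusted p under 0.05 there were 8 lower and 1 higher. After learning, over both experiments, 25 were lower and 1 was higher. Of these, 10 of the lower and the 1 higher had an adjusted p under 0.05 over all genes, and 16 genes over the listed genes alone.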
